# Single cell RNA sequencing analysis of mouse cochlear supporting cell transcriptomes with activated ERBB2 receptor indicates a cell-specific response that promotes CD44 activation

**DOI:** 10.3389/fncel.2022.1096872

**Published:** 2023-01-06

**Authors:** Dorota Piekna-Przybylska, Daxiang Na, Jingyuan Zhang, Cameron Baker, John M. Ashton, Patricia M. White

**Keywords:** cochlear regeneration, candidate pathway, ERBB2, single cell sequencing, SIBLING, CD44

## Abstract

Hearing loss caused by the death of cochlear hair cells (HCs) might be restored through regeneration from supporting cells (SCs) *via* dedifferentiation and proliferation, as observed in birds. In a previous report, ERBB2 activation in a subset of cochlear SCs promoted widespread down-regulation of SOX2 in neighboring cells, proliferation, and the differentiation of HC-like cells. Here we analyze single cell transcriptomes from neonatal mouse cochlear SCs with activated ERBB2, with the goal of identifying potential secreted effectors. ERBB2 induction *in vivo* generated a new population of cells with *de novo* expression of a gene network. Called small integrin-binding ligand n-linked glycoproteins (SIBLINGs), these ligands and their regulators can alter NOTCH signaling and promote cell survival, proliferation, and differentiation in other systems. We validated mRNA expression of network members, and then extended our analysis to older stages. ERBB2 signaling in young adult SCs also promoted protein expression of gene network members. Furthermore, we found proliferating cochlear cell aggregates in the organ of Corti. Our results suggest that ectopic activation of ERBB2 signaling in cochlear SCs can alter the microenvironment, promoting proliferation and cell rearrangements. Together these results suggest a novel mechanism for inducing stem cell-like activity in the adult mammalian cochlea.

## 1. Introduction

Lost auditory hair cells (HCs) in adult mammals cannot be regenerated, driving permanent hearing loss. Conversely, lost HCs in birds are regenerated through the proliferation of supporting cells (SCs) and new HC differentiation (Corwin and Cotanche, 1988; Ryals and Rubel, 1988), leading to the restoration of hearing (Ryals et al., 2013). Limited regenerative capacity in the organ of Corti is also observed in newborn mammals and is associated with a pool of progenitor cells in the cochlear sensory epithelium (Atkinson et al., 2015; Zhang et al., 2020). These include a subset of SCs in proximity to HCs, such as inner border cells (IBC), inner pillar cells (IPC), the third-row Deiter cells (DC), and lateral greater epithelial ridge (LGER) (Chai et al., 2011; Shi et al., 2012; Kubota et al., 2021). Studies focusing on signaling pathways in mice that drive HC regeneration prior to hearing onset suggest that HC may regenerate through mitotic division followed by differentiation, *via* WNT signal activation (Chai et al., 2012; Shi et al., 2012, 2014). Alternatively, HCs may regenerate from progenitor cells by direct *trans-*differentiation, by blocking NOTCH signaling (Yamamoto et al., 2006; Korrapati et al., 2013; Mizutari et al., 2013; Bramhall et al., 2014). As maturation progresses, cochlear cells become restricted from both mechanisms of regeneration (Brown and Groves, 2020). These findings have been interpreted to mean that even limited regeneration capacity is lost from the adult mammalian cochlea. Notably, progenitors for HC-like cells may arise from proliferating cells in sphere cultures from adult human utricular tissue, but not adult cochlear tissues (Senn et al., 2020). Nonetheless, these findings do not rule out the possibility that quiescent adult mammalian cochlear progenitors exist (Hoa et al., 2020), but require a different microenvironment to manifest their potential.

Hearing restoration in birds occurs regardless of the age. Early studies showed that signaling through phosphoinositide 3-kinase (PI3K) and the epidermal growth factor receptor (EGFR) family are required for inner ear SC proliferation in both chicken and neonatal mice (Witte et al., 2001; White et al., 2012). Other studies on avian regeneration have implicated VEGF activation, which also signals through PI3K (Matsunaga et al., 2020; Wan et al., 2020). In the EGFR family, there are four closely related receptor tyrosine kinases: ERBB1, ERBB2, ERBB3, and ERBB4. These form homo or heterodimers with each other upon binding of the ligand and inducing molecular pathways SCs proliferation, migration and survival. We previously showed that signaling mediated by ERBB2, which is the preferred heterodimerization partner for the other three EGFR family members, drives proliferation of SCs in explant cultures and supernumerary HC-like formation *in vivo* in the neonatal mouse cochlea (Zhang et al., 2018). Notably, in those studies, lineage tracing revealed that cells expressing constitutively active (CA) mutant form of ERBB2 induced these activities in neighboring cells, suggesting the presence of an amplifying signal cascade that recruits adjacent tissue. Consistent with this interpretation, SOX2 protein was broadly down-regulated in the apical turn harboring sparse CA-ERBB2 + cells (Zhang et al., 2018).

To identify ERBB2-mediated signaling pathways associated with the changes in SCs that may facilitate HC regeneration, we performed single cell RNA sequencing (scRNA-seq) on sorted neonatal SCs with and without CA-ERBB2. We performed cluster-specific gene analysis to identify differentially expressed genes (DEGs) in different cell populations. Our goals were to identify clusters of CA-ERBB2 cells that are transcriptionally distinct, assign clusters and DEGs to SC subtypes and identify candidate secondary signaling pathways that could act downstream of ERBB2 signaling to promote local changes. We further sought to confirm if selected downstream mediators were also expressed in the cochlea of young adult mice after damage and CA-ERBB2 activation, and if so, where they were located.

## 2. Materials and methods

### 2.1. Ethical approval

All experiments using animals were approved in advance by the University Committee on Animal Research (UCAR) at the University of Rochester, protocol number 2010-011, PI Patricia White, and by the Animal Care and Use Review Office (ACURO) of the Department of Defense.

### 2.2. Mice

The following mouse strains were used. Fgfr3-iCre (Cox et al., 2012) was a kind gift from Dr. Jian Zuo. TetON-CA-ErbB2 (Xie et al., 1999) and CBA/CaJ, were purchased from Jackson Laboratories. ROSA-floxed-rtTA/GFP (Belteki et al., 2005) was a kind gift from Dr. Lin Gan. TetON-CA-ErbB2 mice harbor a mutated *ErbB2* transgene encoding a CA ERBB2 protein (CA-ERBB2), which does not require ligand binding or heterodimerization with other ERBB partners for active signaling. Fgfr3-iCre and TetON-CA-ERBB2 mice were crosses to generate double heterozygous transgenic mice that were subsequently used as breeders. In a second breeding, double heterozygous were crossed with homozygous ROSA-floxed-rtTA/GFP mice.

### 2.3. Genotyping

For scRNA-seq experiments and data validation by RT-qPCR, generated pups were genotyped at P0 to identify triple-transgenic mice that harbor *Fgfr3-iCre*, *ROSA-floxed-rtTA/Gfp*, and *TetON-CA-ErbB2* (named here as CA-ERBB2). The pups were not genotyped to identify sex. Oligonucleotides used in genotyping are provided in Supplementary Table 2. Littermates with both *Fgfr3-iCre* and *ROSA-floxed-rtTA/Gfp* were used as Controls.

### 2.4. Noise exposure

For scRNA-seq data validation in young adults exposed to noise, both male and female mice were used equally. Mice harboring the *Fgfr3-iCre* and *CA-Erbb2* transgenes have been backcrossed to CBA/CaJ for at least four generations, whereas the ROSA-rtTA-GFP line is congenic on C57BL6/J. Thus, the experimental mice are hybrid CBA/C57 mice, whose noise damage characteristics are similar to a pure CBA/CaJ response (Milon et al., 2018). Three-week-old mice were genotyped and weaned. Tamoxifen injections (75 mg/kg) were performed at P21, P22, and P23. At P28 their hearing was tested by auditory brainstem response (ABR) and distortion product acoustic emissions (DPOAE) (Zhang et al., 2021). The mice were then divided into DOX exposed and control conditions. Mice experienced a noise exposure of 110 dB of 8–16 kHz octave band noise for 2 h, as described previously (Zhang et al., 2021). The next day (1 DPN), mice received hearing tests to confirm severe noise-induced hearing loss evident by threshold shift for at least 25 dB across five frequencies (8, 12, 16, 24, and 32 kHz). Two days later (3 DPN), the DOX group were injected with DOX (100 mg/kg), followed 30 min later by an injection of furosemide (400 mg/kg) (Walters and Zuo, 2015). The control group received a saline injection, followed by furosemide. Two days after these injections (5 DPN), the mice were euthanized and their cochleae fixed overnight in fresh 4% paraformaldehyde. A second cohort of mice were treated identically, except that they also received 2 injections of 10 mg/kg 5-ethynyl-2′-deoxyuridine (EdU) from the Click-iT EdU Alexa Fluor 647 imaging kit (Invitrogen, Carlsbad, CA, USA), the day after DOX injection (4 DPN) spaced 8 h apart. These mice were euthanized on 7 DPN and their cochleae were fixed overnight in fresh 4% paraformaldehyde.

### 2.5. Cell dissociation and FACS sorting

The iCRE activity was induced by tamoxifen injections (75 mg/kg) at P0/P1 to label SCs with GFP and rtTA. Doxycycline injections (100 mg/kg) were performed at P2 to drive CA-ERBB2 expression in GFP + SCs. Cochlea from P3 pups were collected and incubated with 1 mL Accutase^®^ solution (Innovative Cell Technologies) for 15 min at 37°C. To ensure a reproducible digestion, 2–4 cochlea were treated per tube. The Accutase solution was removed and cochlea were gentle washes in ice cold Ca2 +, Mg2 + free HBSS buffer. Organs in each tube were dissociated by trituration for 2–3 min. Cells were then filtered with a 40 μm cell strainer (BD Biosciences) and kept on ice until sorted. For the exclusion of dead cells and debris from the samples during sorting, a single-cell suspension was stained with DAPI. Sorting was performed at 4°C in a FACSAria II cell sorter (BD Biosciences) using a 130 μm nozzle. Scatter discrimination was used to eliminate doublets and samples were negatively selected with DAPI to remove dead cells and debris. For scRNA-seq, single GFP + cells were captured into 96-well plate with 11.5 μl lysis buffer and RNase Inhibitor without the CDS IIA Oligo (Takara Bio, Mountain View, CA, USA), and stored at −80°C until used for construction of cDNA libraries. On average, six pups per genotype were processed for sorting single GFP + cells into one 96-well plate. For data validation by RT-qPCR, GFP + cells were captured into single tube with 100 μl lysis buffer containing Proteinase K and DNase (Bio-Rad). The sorted cells were then incubated for 10 min. in room temperature, followed by 5 min. at 37°C, and 5 min. at 75°C. The samples were stored at −80°C until RT-qPCR analysis.

### 2.6. Construction of single-cell RNA-seq libraries

Single-cell RNA-seq libraries were constructed according to the SMART-Seq Single PLUS protocol (Takara Bio, Mountain View, CA, USA). Frozen plates were thawed on ice. Next, cDNA was generated with the addition of the 3′ SMART-Seq CDS Primer II A and SMARTScribe II RT reagents. cDNA was amplified *via* 20 cycles of PCR, purified, and assessed for quantity and quality by Qubit dsDNA assay (Thermo Fisher Scientific, Waltham, MA, USA) and Fragment Analyzer (Agilent, Santa Clara, CA, USA) analysis, respectively. For each well, 1 ng amplified cDNA was fragmented and prepared for library construction with the addition of stem-loop adapters. Final library amplification and indexing was performed through 16 cycles of PCR amplification. Following bead purification, individual library profiles were assessed by Fragment Analyzer and quantified by Qubit dsDNA assay. Libraries were diluted, pooled in equimolar amounts, and sequenced on a NovaSeq S1 flowcell (Illumina, San Diego, CA, USA) to generate an average of 10 million reads per cell.

### 2.7. Data preprocessing, clustering, and visualization

Raw reads generated from the Illumina basecalls were demultiplexed using bcl2fastq version 2.19.1. Quality filtering and adapter removal are performed using FastP version 0.20.1 with the following parameters: “–length_required 35 –cut_front_window_size 1 –cut_front_mean_quality 13 –cut_front –cut_tail_window_size 1 –cut_tail_mean_quality 13 –cut_tail -y -r.” Processed/cleaned reads were then mapped to the *Mus musculus* reference genome (GRCm38 + Gencode-M25 Annotation) using STAR_2.7.6a with the following parameters: “—twopass Mode Basic –runMode alignReads –outSAMtype BAM SortedByCoordinate—outSAMstrandField intronMotif –outFilterIntronMotifs RemoveNoncanonical –outReads UnmappedFastx.” Gene level read quantification was derived using the subread-2.0.1 package (featureCounts) with a GTF annotation file (Gencode M25) and the following parameters: “-s 2 -t exon -g gene_name.” The data generated by the sequencing was used to create a Seurat object using the Seurat package in R (v4.0.5 and v4.1.2). Quality control metrics were performed using standard Seurat (v4.0.4 and v4.1.0) protocols and included the identification of unique genes (“features”) per cell, the total number of molecules detected (“reads”), and the percent of mitochondrial genome contamination. The data was normalized. Clusters were identified with the Louvain method, using PCA and UMAP to reduce dimensionality and plot the cells. Clustering was performed using a dimensionality reduction of 1:30 and two separate resolutions, 0.2 and 0.6, within the Nearest-neighbor graph construction and UMAP generation. In addition to performing sample filtering and clustering, Seurat handled differential expression to determine genes up-regulated within clusters and across condition groups. enrichR (v3.0) was used to perform gene set enrichment on DEGs (Xie et al., 2021). A final report was rendered using Rstudio and rmarkdown (v2.10). Identity of genes was analyzed in the Gene Ontology (GO) resource^1^ (Xie et al., 2021). GO biological process analysis was performed for up-expressed genes identified in each cluster. Since there were to many up-expressed genes for some of the clusters we limited the number of markers coming from specific clusters based on log-fold change. The log-fold change threshold for cluster S7 was 4, for cluster S0 was 4, and for cluster S5 was 6. The log-fold change threshold for the remaining clusters remained at 2. The protein interaction network modules were visualized using STRING network online analysis^2^ (Szklarczyk et al., 2021).

### 2.8. RT-qPCR analysis

Cell lysates prepared after sorting GFP + cells into single tube were used in RT-qPCR analysis using SingleShot Two-Step RT-qPCR reagents (Bio-Rad) according to manufacture instruction. Each qPCR reaction was performed on cells lysates corresponding to 10 cells. Three technical replicates were used for each analyzed gene. Wells with primers but without cDNA sample were utilized for negative controls, while cell lysates not treated with reverse transcriptase were used as a control of genomic DNA contamination. qPCR reactions were performed using Bio-Rad CFX Thermal Cycler and the threshold of cycles (Ct) values was calculated with Bio-Rad CFX Manager Software. ΔΔCt method was used for calculating relative gene expression. *Eef1a1* and *Tubb4a* were previously tested and indicated as stable expressing housekeeping genes adequate for normalization (Park et al., 2016), and were used here as reference genes to calculate differences in gene expression between Control and CA-ERBB2 cells. The Ct values of technical replicates were averaged and expression of the gene in CA-ERBB2 sample and Control sample was normalized to reference gene (“REF”) expression level within the same sample to determine ΔCt [Ct _(gene)_—Ct _(REF)_]. For each gene, analysis of relative gene expression was performed from at least three biological samples (three independent FACS sortings). The ΔCt for each biological replicate was exponentially transformed to the ΔCt expression (2^–ΔCt^) before averaging and determining the standard deviation (SD). The mean was then normalized to the expression of gene in Control sample to find ΔΔCt expression in CA-ERBB2 sample. Oligonucleotides used in RT-qPCR are provided in Supplementary Table 2.

### 2.9. Immunochemistry

Fixed cochleae were decalcified in 100 mM EDTA in a saline solution at 4°C for 3 days. For cryosectioning, tissues were immersed in 30% sucrose in PBS overnight, embedded in OCT, frozen in liquid nitrogen, and cryosectioned at 20 microns. Sections were mounted on slide glass and kept at −30°C until use. Immunostaining of cryostat cochlear sections was performed to examine the expression of selected genes. The sections were permeabilized and blocked in PBS with 0.5% Triton X-100 and 5% donkey serum (TDB buffer) for 1 h at 4°C, followed by incubation with primary antibodies in TDB at 4°C overnight. The sections were rinsed briefly four times in PBS, then incubated with secondary antibodies in TDB at 4°C overnight. The sections were rinsed briefly 4 times in PBS. The following primary antibodies were used: chicken anti-GFP (1:100; Abcam; AB_300798), mouse anti-PVALB (1:1,000, EMD Millipore; MAB1572), goat anti-OPN (SPP1; 1:100; R&D Systems; AF808), goat anti-TIMP1 (1:100; R&D Systems; AF980), rabbit anti-CD44 (1:100; Abcam; AB157107), rabbit anti-pERBB2 (1:200; Santa Cruz; sc-12352), goat anti-SOX2 (1:500; Santa Cruz; sc-17320), rabbit anti-MYO7 (1:1,000; Proteus; 25-6790), rabbit anti-activated CASP3 (1:500; R&D Systems, AF835), and rabbit anti-TAK1 (1:500; Thermo Fisher Scientific; 28H25L68). Secondary antibodies were purchased from Jackson Immunoresearch. EdU was revealed using the Click-iT EdU Alexa Fluor 647 kit (Invitrogen; C10340) following the manufacturer’s instructions. Imaging was performed using Confocal Microscope Olympus FV1000.

## 3. Results

### 3.1. Experimental design to determine transcriptome of cochlear SCs expressing ERBB2

To perform scRNA-seq analysis of SCs expressing ERBB2, we employed the same genetic mouse model that revealed an indirect effect of ERBB2 activation on SOX2 expression and the formation of ectopic HC-like cells (Supplementary Figure 1; Zhang et al., 2018). These mice harbor an inducible mutated *ErbB2* transgene encoding CA-ERBB2. In order to limit activation of CA-ERBB2 to SCs, we used an inducible DNA Cre recombinase under control of the SC gene promoter *Fgfr3* (Supplementary Figure 2; Cox et al., 2012). Double heterozygotic mice (“Tet-On” *CA-ErbB2*, *Fgfr3-iCre*) were then bred to homozygous line harboring a “floxed” TA transcription factor, with an IRES-GFP to use as a lineage marker (“*ROSA-rtTA-Gfp*”). The resulting pups with *CA-ErbB2* and *Fgfr3-iCre* (denoted here as “CA-ERBB2”) were used to analyze the transcriptome of SCs with induced ERBB2 signaling; whereas pups harboring *Fgfr3-iCre* were used as “Control.” Activation of iCRE was performed by two injections of tamoxifen at P0 and P1, which resulted in GFP expression to label SCs (Supplementary Figure 1). CA-ERBB2 expression was induced at P2 by doxycycline injection. The organs of Corti were dissected from P3 pups, and living GFP + SCs were purified by fluorescence-activated cell sorting (FACS) by excluding cells that had taken up a cell-impermeant dye (Supplementary Figure 2). On average, we obtained 55 ± 13 GFP + cells per cochleae. RNA cDNA libraries were prepared and sequenced from about 300 GFP + single cells per genotype collected in three independent FACS experiments with 85% cells having less than 20% mitochondrial transcript expression (Supplementary Figure 3).

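Libraries prepared with SMART-Seq Single PLUS from 177 CA-ERBB2 cells and 177 Control cells were analysed. Each genotype comprised 59 wells on each of 3 plates, and each plate was taken as 1 FACS experiment and as 1 replicate. The authors mapped the reads to GRCm38 with STAR, counted them per gene with featureCounts, and deposited the counts of 55367 genes without normalization. The total count per cell ranged from 6082 to 5160875 in CA-ERBB2 cells, with a median of 2842085. In Control cells it ranged from 1443 to 5178221, with a median of 2885635. The paper states an average of 10 M reads sequenced per cell, and all values given here use the counts on genes. Totals under 100000 counts were found in 2 CA-ERBB2 cells and in 33 Control cells, of which 23 were on Control plate 2 and 10 on Control plate 3. Less than 20% of the counts fell on the 37 mitochondrial genes in 335 of the 354 cells (94.6%). The cells were sorted singly with gates on scatter, and no doublet caller was run. For tests between genotypes, the counts of all cells were summed per plate, which gave between 108357282 and 188636940 counts per plate. The paper's results and Figure 1 speak of UMI counts, while its methods describe no molecular identifiers, so the counts are treated as reads here, and intervals and limits given with shares of cells cover counting error only.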

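*Erbb2*, the gene whose mutated form the transgene carries, lies on chromosome 11 of GRCm38 from 98412470 to 98437716, and was examined first as a check of the genotypes. Its CPM (counts scaled by plate total and the TMM factors of edgeR) were 106, 46.0 and 120 on CA-ERBB2 plates 1, 2 and 3, and 19.8, 3.24 and 12.4 on Control plates 1, 2 and 3. The mean was 90.6 ± 39.2 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 11.8 ± 8.31 CPM (SD, n = 3 plates) in Control cells. This corresponds to a log2 fold change of 2.94 (standard error 0.761). The p-value of edgeR's quasi-likelihood test was 0.00291, and 0.774 with Benjamini-Hochberg adjustment over the 21416 genes tested. All 3 CA-ERBB2 plates were above all 3 Control plates. The shares of cells with at least 1 count of *Erbb2* overlapped between genotypes (two-sided exact permutation test, p = 0.5). They were 72.9%, 37.3% and 28.8% on CA-ERBB2 plates 1, 2 and 3, and 64.4%, 11.9% and 10.2% on Control plates 1, 2 and 3. Transcripts of the transgene and of the mouse gene were not told apart.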

### 3.2. New populations of transcriptionally distinct cochlear cells arise in response to ERBB2 signaling

Quality control metrics revealed similar numbers of transcripts and UMI counts for the two genotypes (Figure 1A). 

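With plates as replicates, the median total count per cell was 2712120 ± 490700 (SD, n = 3 plates) in CA-ERBB2 cells and 2610840 ± 517500 (SD, n = 3 plates) in Control cells, and did not differ (two-sided exact permutation test, p = 0.6). The median number of genes detected with at least 1 count was 5002 ± 4534 (SD, n = 3 plates) and 4238 ± 3856 (SD, n = 3 plates), respectively (exact permutation test, p = 0.6). The smallest p-value that 3 plates against 3 allow is 0.1. The spread came from the plates numbered 1, whose cells had a median of 10198 (CA-ERBB2) and 8679 (Control) genes detected. The medians of the other plates were 2954 and 1853 genes in CA-ERBB2 cells, and 1742 and 2292 genes in Control cells. With each cell thinned to 100000 counts, the median was 7552 and 6478 genes on the plates numbered 1, and between 1031.5 and 3058 genes on the others. The difference between genotypes in median genes detected, 764, moved most without CA-ERBB2 plate 1, to -1834, and was 2985 without Control plate 1. When cells under 100000 counts or with 20% or more mitochondrial counts were left out, it was -207.

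**Figure D1:**
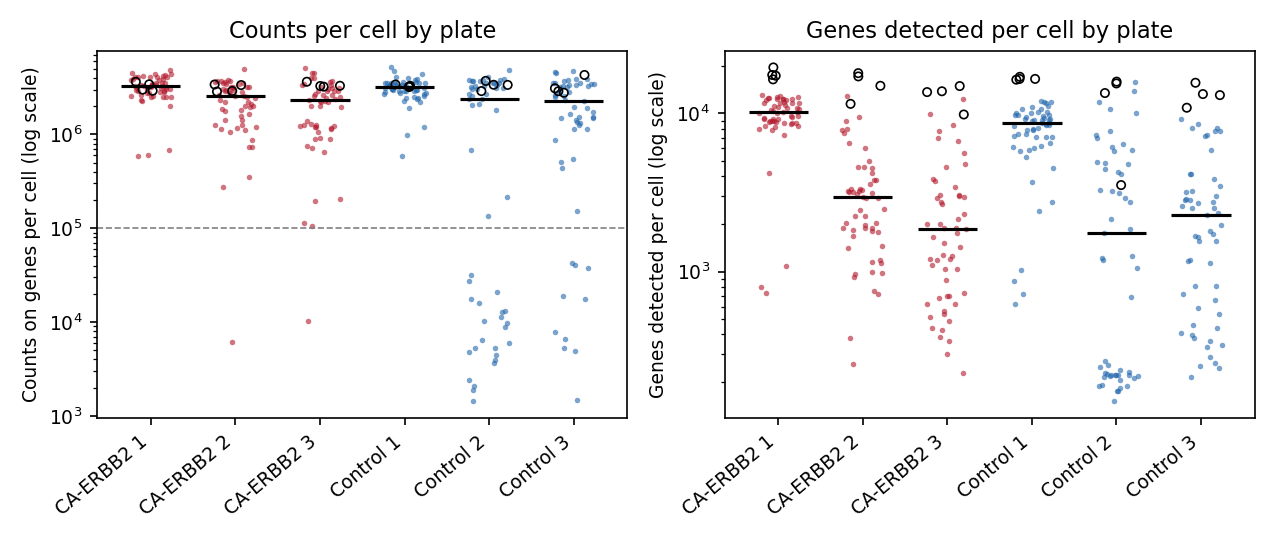
Counts on genes (left) and genes detected (right) of each cell on the 3 CA-ERBB2 and the 3 Control plates, on log scales, with a bar at each plate's median, a dashed line at 100000 counts, and open circles for wells A12 to D12. The 33 Control cells under 100000 counts lie on Control plates 2 and 3.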

A preliminary UMAP plot of all of the cells revealed intermingling of CA-ERBB2 and Control cells as well as evidence for their separate differentiation (Figure 1A, right). Unbiased clustering (clustering resolution of 0.2) was then used to group all GFP + cells prior to assessment of transcriptome changes associated with CA-ERBB2 expression. Based on the pattern of gene expression, FACS-purified GFP + cells can be grouped into at least 5 clusters (Figures 1B, C). 

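The counts of all 354 cells were log-normalized in Seurat with a scale factor of 1000000, and clustered with 2000 variable genes and 30 principal components. At a resolution of 0.2, 3 clusters were found. The first had 152 cells (75 CA-ERBB2 and 77 Control), the second 151 cells (92 and 59), and the third 51 cells (10 and 41). CA-ERBB2 cells made up at most 60.9% of a cluster (second cluster, 95% exact binomial interval 52.7 to 68.8%). Control cells made up 80.4% of the third cluster (interval 66.9 to 90.2%). Cells of the first cluster had a median of 9664 genes detected, cells of the second 2228, and cells of the third 252. Clustering was repeated without the 1106 genes at an unadjusted p under 0.05 between genotypes in edgeR's quasi-likelihood test. Chance alone would give about as many among the 21416 genes tested. Again 3 clusters were found, with at most 59.3% CA-ERBB2 cells and 85.0% Control cells. The number of clusters moved most with SCTransform normalization, which was chosen after the data had been seen and gave 5 clusters of 110, 101, 65, 40 and 38 cells. SCTransform without the same 1106 genes gave 4 clusters.

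**Figure D2:**
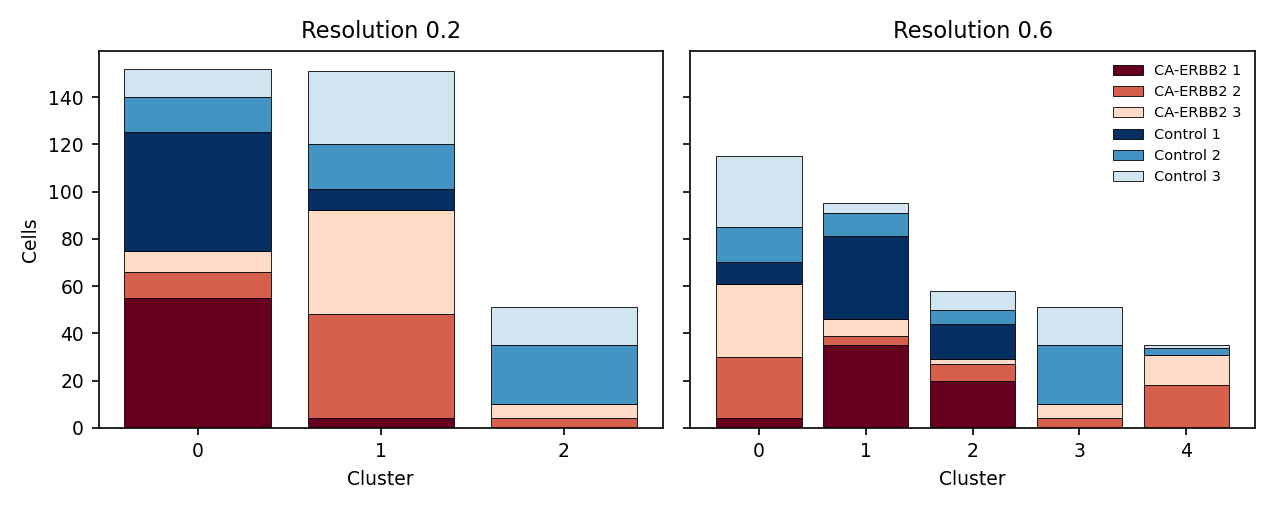
Number of cells of each plate in each cluster of the log-normalized counts, at resolutions of 0.2 (3 clusters) and 0.6 (5 clusters). Each bar is a cluster, and colours stand for the plates. No cell of the plates numbered 1 is in the cluster of 51 cells.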

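The 51 cells of the cluster richest in Control cells came from plates 2 and 3 of both genotypes, with 4 and 6 CA-ERBB2 cells and 25 and 16 Control cells. This was 5.65 ± 5.18% of the cells of a CA-ERBB2 plate (SD, n = 3 plates) and 23.2 ± 21.5% of a Control plate (SD, n = 3 plates; two-sided exact permutation test, p = 0.4). The cells of this cluster had a median of 15957 counts, and 66.7% of them were under 100000 counts. Among the clusters found with SCTransform, the cluster of 38 cells held CA-ERBB2 cells only, with 2, 18 and 18 cells from plates 1, 2 and 3. It comprised 21.5 ± 15.7% of a CA-ERBB2 plate (SD, n = 3 plates) and 0 of 177 Control cells, which allows a share of up to 1.69% (exact permutation test, p = 0.1). The cluster of 40 cells from SCTransform was 87.5% Control cells. Without the genes at an unadjusted p under 0.05, the highest share of CA-ERBB2 cells in a SCTransform cluster was 64.6%, and that of Control cells was 87.2%. The genes left out include *Spp1*, *Timp1*, *Mmp9*, *Dmp1* and *Hapln1*, which were among the genes most raised in the cluster of 38 cells. The fall to 64.6% therefore cannot tell whether these cells form a population of their own.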

Two clusters showed significant differences between Control and CA-ERBB2 samples in distribution of cochlear cells: cluster C4, mostly comprised of Control cells, and cluster C3 formed entirely by CA-ERBB2 cells. Significant changes in the cell distribution were also observed within cluster C2, where CA-ERBB2 cells have clearly segregated away from Control cells. 

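In the log-normalized clustering at a resolution of 0.2, the cluster of 152 cells comprised 42.4 ± 44.1% of a CA-ERBB2 plate and 43.5 ± 35.8% of a Control plate (SD, n = 3 plates each; two-sided exact permutation test, p = 0.9). The cluster of 151 cells comprised 52.0 ± 39.1% and 33.3 ± 18.7%, respectively (SD, n = 3 plates each; exact permutation test, p = 0.6). Both shares varied more between plates than between genotypes. The cluster of 152 cells took 93.2% of CA-ERBB2 plate 1 and 84.7% of Control plate 1, and between 15.3% and 25.4% of the other plates.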

There were no differences between Control and CA-ERBB2 in distribution of cochlear cells in clusters C0 and C1. These results suggest heterogeneity in the responses of SCs to intrinsic ERBB2 activation. 

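The size of a responding minority was also measured without clustering, as the share of cells with *Spp1*, *Timp1*, *Mmp9* and *Dmp1* each at 100 CPM or more. These 4 genes are the ones on which the study builds its network, and it chose them on these cells. All 4 reached this level in 36 of 177 CA-ERBB2 cells (20.3%, 95% exact binomial interval 14.7 to 27.0%) and in 0 of 177 Control cells, which allows a share of up to 1.69%. By plate, these were 3, 14 and 19 cells of CA-ERBB2 plates 1, 2 and 3, or 5.08%, 23.7% and 32.2%. The mean share of 20.3 ± 13.9% (SD, n = 3 plates) differed from that in Control cells at the smallest p-value the design allows (two-sided exact permutation test, p = 0.1). With each cell thinned to 100000 counts, the share was 21.1%. It moved most when 1000 CPM were required, to 10.7%. Of the 36 cells, 8 came from the 12 wells A12 to D12 of the CA-ERBB2 plates, which had unusually many genes detected and may hold more than 1 cell, and without these wells the share was 17.0% (28 of 165 cells). Without CA-ERBB2 plate 1 the share was 28.0%, and without CA-ERBB2 plate 3 it was 14.4%. In the 36 cells, the median level was 163500 CPM for *Spp1*, 21840 CPM for *Timp1*, 4815 CPM for *Mmp9* and 1941 CPM for *Dmp1*. In the other CA-ERBB2 cells the medians were 2.08 CPM for *Spp1* and 0 for the other genes. The 36 cells held 82.6%, 71.4%, 84.5% and 90.7% of all CA-ERBB2 counts of *Spp1*, *Timp1*, *Mmp9* and *Dmp1*, respectively. From the distribution of cells over the clusters, the paper proposes that SCs responded heterogeneously to ERBB2 activation.

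**Figure D3:**
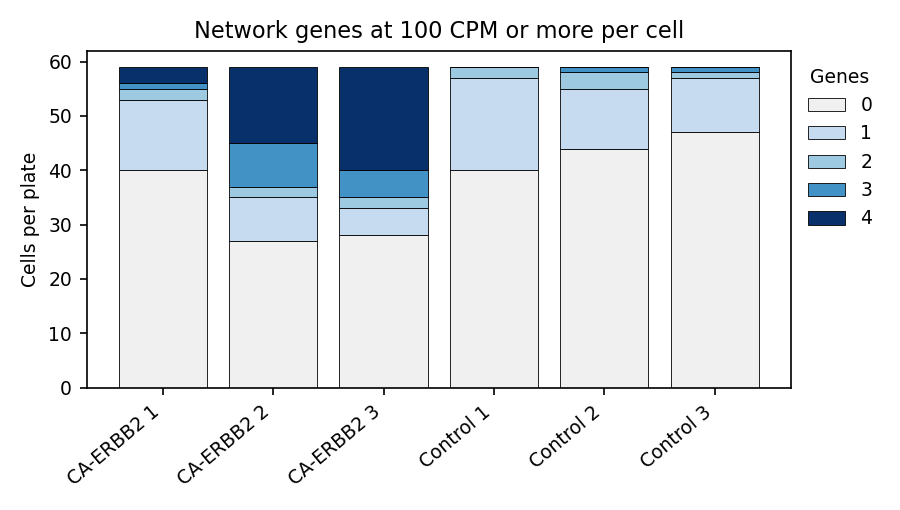
Number of cells of each plate by how many of *Spp1*, *Timp1*, *Mmp9* and *Dmp1* reached 100 CPM. Cells with all 4 number 3, 14 and 19 on the CA-ERBB2 plates and 0 on the Control plates.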

In a minority of GFP + cells, ERBB2 activation drove a greater transcriptional response, one that differentiated the activated cells away from the parent population.

**FIGURE 1:**
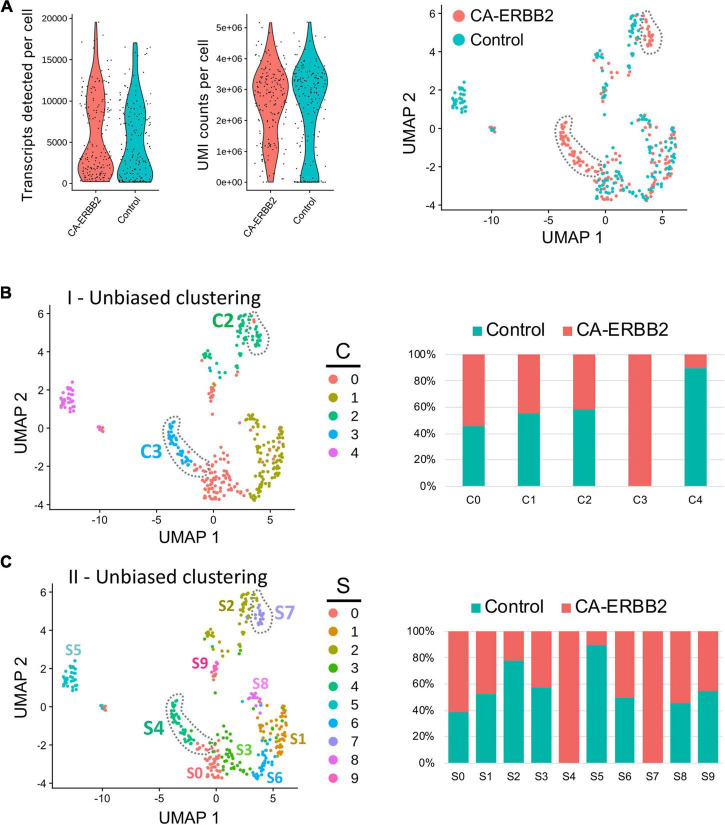
Unbiased Seurat clustering of cochlear SC transcriptomes from control and CA-ERBB2 samples. **(A)** Violin plots showing similar distributions observed for cells from control and CA-ERBB2 samples in the number of detected transcripts per cell and in UMI counts per cell used in generating sequencing libraries. On the right, preliminary UMAP plot showing distribution of CA-ERBB2 cells and control cells. Populations of CA-ERBB2 cells that shifted away from control cells are depicted by dotted line. **(B)** Initial unbiased clustering showing differences between control cells and CA-ERBB2 cells in the number of clusters and in distribution of cells within the clusters. On right, bar graph showing proportion of control and CA-ERBB2 cells found in each cluster. **(C)** A second unbiased clustering distinguishes subpopulations within clusters C0, C1, and C2, generating ten unique clusters (S0–S9) with two clusters formed by CA-ERBB2 cells only (S4 and S7) and two clusters mostly composed of Control cells (S2 and S5). On right, bar graph showing proportion of Control and CA-ERBB2 cells found in each cluster. Statistical analyses were performed with Seurat package in R version 4.1.2.

To better understand the transcriptional diversity of cochlear SC with induced ERBB2 signaling, we performed unbiased clustering (clustering resolution of 0.6) that resulted in distinguishing subpopulations within clusters C0, C1, and C2. 

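At a resolution of 0.6, the log-normalized counts gave 5 clusters of 115, 95, 58, 51 and 35 cells. The cluster of 35 cells had 31 CA-ERBB2 and 4 Control cells, so that 88.6% were CA-ERBB2 cells (95% exact binomial interval 73.3 to 96.8%). Its CA-ERBB2 cells came from plates 2 and 3 (18 and 13 cells). It comprised 17.5 ± 15.7% of a CA-ERBB2 plate and 2.26 ± 2.59% of a Control plate (SD, n = 3 plates each; two-sided exact permutation test, p = 0.4). When the genes at an unadjusted p under 0.05 were left out, 5 clusters were found again, and the highest share of CA-ERBB2 cells in a cluster was 64.2%. Those genes were chosen by genotype on these same cells, so the lower share does not test whether the cluster is a population.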

Ten unique clusters (S0–S9) were generated with two clusters composed of CA-ERBB2 cells only (Figure 1C). Notably, in addition to cluster S4 that corresponds to C3 in first unbiased clustering, CA-ERBB2 cells in cluster C2 were distinguished as cluster S7. Most of remaining cells in cluster C2 were Control cells (∼80%) and were identified as cluster S2. Another cluster represented mostly by Control cells (∼90%) is S5, which corresponds to C4 in the first unbiased clustering. In remaining clusters, distribution of Control and CA-ERBB2 cochlear cells was similar.

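In the clustering of log-normalized counts at a resolution of 0.6, the cluster of 115 cells comprised 34.5 ± 24.3% of a CA-ERBB2 plate and 30.5 ± 18.3% of a Control plate (SD, n = 3 plates each; two-sided exact permutation test, p = 0.9). The cluster of 95 cells comprised 26.0 ± 29.0% and 27.7 ± 27.9% (SD, n = 3 plates each; exact permutation test, p = 1). The cluster of 58 cells comprised 16.4 ± 15.7% and 16.4 ± 8.01% (SD, n = 3 plates each; exact permutation test, p = 1).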

### 3.3. Assignment of SC subtypes to clusters

To assess which SCs contributed to which clusters, we graphed expression of genes specific to SC subtypes, as described for scRNA-seq of P1 SCs (Kolla et al., 2020; Supplementary Table 1 and Supplementary Figure 4). At birth, *Fgfr3-iCre* can be expressed in DC, inner and outer pillar cells (IPC, OPC), outer hair cells (OHC), and Hensen cells (HeC). In our system, *Fgfr3-iCre* expression is sparser, and expression in HC, DC, and HeC is biased toward the apical region, where cells are less differentiated (Supplementary Figure 2). Here we used the 5-cluster analysis, as we anticipated a similar number of cell types. Results in Figure 2 show that the HC markers *Ccer2*, *Pvalb*, and *Insm1* are clustered together in a subset of C2 (Figures 2B, C). 

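*Ccer2* (chromosome 7 of GRCm38, 28756174 to 28758968), *Pvalb* (chromosome 15, 78191114 to 78206400) and *Insm1* (chromosome 2, 146221921 to 146225020) were counted in the clusters at a resolution of 0.2. Shares of cells with at least 1 count pool the plates and have no replicate check, and the clusters differed in the number of genes detected per cell. In the cluster of 152 cells, *Ccer2* was detected in 30 cells (19.7%), *Pvalb* in 50 (32.9%) and *Insm1* in 14 (9.21%). In the cluster of 151 cells, they were detected in 2 (1.32%), 10 (6.62%) and 0 cells, the last of which allows a share of up to 1.99%. Of the clusters found with SCTransform, the one of 65 cells had the highest shares, with *Ccer2* in 30.8%, *Pvalb* in 32.3% and *Insm1* in 18.5% of its cells. The mean level of *Ccer2* in these 65 cells was 495.5 CPM, and at most 15.2 CPM in the other SCTransform clusters.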

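The Hensen cell marker *Fst* (chromosome 13, 114452290 to 114458951) was detected in 53 of the 152 cells (34.9%) of the log-normalized cluster with most genes detected, and in 11 of the 151 cells (7.28%) of the second cluster. In SCTransform clusters it was detected in 40.6% of the 101 cells of one cluster and in 16.9% of the 65 cells of another, at mean levels of 100.1 and 7.62 CPM. *Nupr1* (chromosome 7, 126623249 to 126630861) was detected in 64 (42.1%) and 17 (11.3%) cells of the log-normalized clusters. In the SCTransform clusters of 101 and 65 cells, its shares were 33.7% and 43.1%. Neither gene had a count in the 51 cells of the third log-normalized cluster, which allows a share of up to 5.88%.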

The HeC marker *Fst* is expressed in C1, whereas *Nupr1* is present in both C1 and C2 (Figures 2B, D). All five DC markers, *Hes5*, *Pdzk1ip1*, *S100a1*, *Prss23*, and *Lfng*, were most strongly up-regulated in C2 (Figures 2B, E). 

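The Deiter cell (DC) markers *Hes5* (chromosome 4, 154960923 to 154962371), *Pdzk1ip1*, *S100a1* (chromosome 3, 90511034 to 90514392), *Prss23* and *Lfng* were each detected most often in the log-normalized cluster of 152 cells. There, the shares were 31.6% for *Hes5*, 20.4% for *Pdzk1ip1*, 80.3% for *S100a1*, 50.0% for *Prss23* and 37.5% for *Lfng*. In the SCTransform cluster of 65 cells, the shares were 70.8%, 44.6%, 100%, 75.4% and 78.5% in the same order. The mean level of *S100a1* in these 65 cells was 3179 CPM, and between 6.10 and 473.5 CPM in the other SCTransform clusters.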

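For the pillar cell (PC) markers *Cryab* (chromosome 9, 50751325 to 50756636), *Emid1*, *Npy*, *S100b* and *Smagp* (chromosome 15, 100621339 to 100636940), the SCTransform cluster of 65 cells had the highest share of cells with a count. The shares were 96.9% for *Cryab*, 84.6% for *Emid1*, 24.6% for *Npy*, 93.8% for *S100b* and 78.5% for *Smagp*. *Npy* was at 22.8% and *S100b* at 83.2% of the 101 cells of another SCTransform cluster. Of the 9 PC markers of Supplementary Table 1, *Serpine2* was the exception, with 87.7% of the 65 cells and 97.4% of the 38 cells of the SCTransform cluster of CA-ERBB2 cells.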

PC makers were more ambiguous, but were most up-regulated also in C2 (Figures 2B, F). C4, which is comprised primarily of Control cells, expressed all markers examined at a moderate level and thus could not be identified. 

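Not all markers of Supplementary Table 1 were counted by cluster. Among those counted in the log-normalized cluster of 51 cells, with 41 Control cells, *Tectb* was detected in most cells, 9 (17.6%). It was followed by *Cst3* in 8 (15.7%). *S100b*, *Dcn* and *Sdf2l1* were each detected in 4 of these cells (7.84%), and *S100a1* and *Rcn3* each in 3 (5.88%). *Hes5*, *Pvalb*, *Smagp* and *Cryab* were each detected in 1 cell (1.96%).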

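In the log-normalized cluster of 151 cells, with 92 CA-ERBB2 and 59 Control cells, *S100a1* was detected in 63 cells (41.7%), *S100b* in 59 (39.1%) and *Cryab* in 53 (35.1%). Their mean levels there were 1050, 225.1 and 499.4 CPM. In the largest SCTransform cluster, of 110 cells, the shares were 35.5%, 30.9% and 27.3%.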

C0 is a mix of CA-ERBB2 and Control cells, and it expresses a handful of sensory-specific markers, which were *S100a1*, *S100b*, and *Cryab*. Its identity is likewise ambiguous. C3 is composed exclusively of CA-ERBB2 cells and primarily expresses OPC markers (Figures 2B, F, note *Smagp* levels). However, it also contains identifying markers for LGER1 (LGER group 1), such as *Dcn*, *Ddost*, *Pdia6*, *Rcn3*, and *Sdf2l1*. These are also enriched in C1 and C2 (Figure 2G).

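In the SCTransform cluster of 38 CA-ERBB2 cells, *Smagp* was detected in 18 cells (47.4%) at a mean of 175.6 CPM. In the clusters of 110, 101, 65 and 40 cells it was detected in 12.7%, 14.9%, 78.5% and 2.50% of the cells, at means of 288.5, 6.219, 477.8 and 0.128 CPM. Of the group 1 markers of the lateral greater epithelial ridge (LGER1), *Dcn* (chromosome 10, 97479609 to 97518143) was detected in 42.1% of the 38 cells, *Ddost* in 73.7%, *Pdia6* in 81.6%, *Rcn3* in 73.7% and *Sdf2l1* in 31.6%. The SCTransform cluster of 101 cells had higher shares of all 5 genes, with 89.1%, 97.0%, 97.0%, 94.1% and 39.6%. The mean levels went both ways, with *Dcn* at 198.4 CPM in the 38 cells and 2431 CPM in the 101 cells, and *Rcn3* at 240.3 and 338.4 CPM. *Ddost* was at 384.8 and 280.2 CPM, *Pdia6* at 707.4 and 508.7 CPM, and *Sdf2l1* at 22.78 and 15.66 CPM.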

**FIGURE 2:**
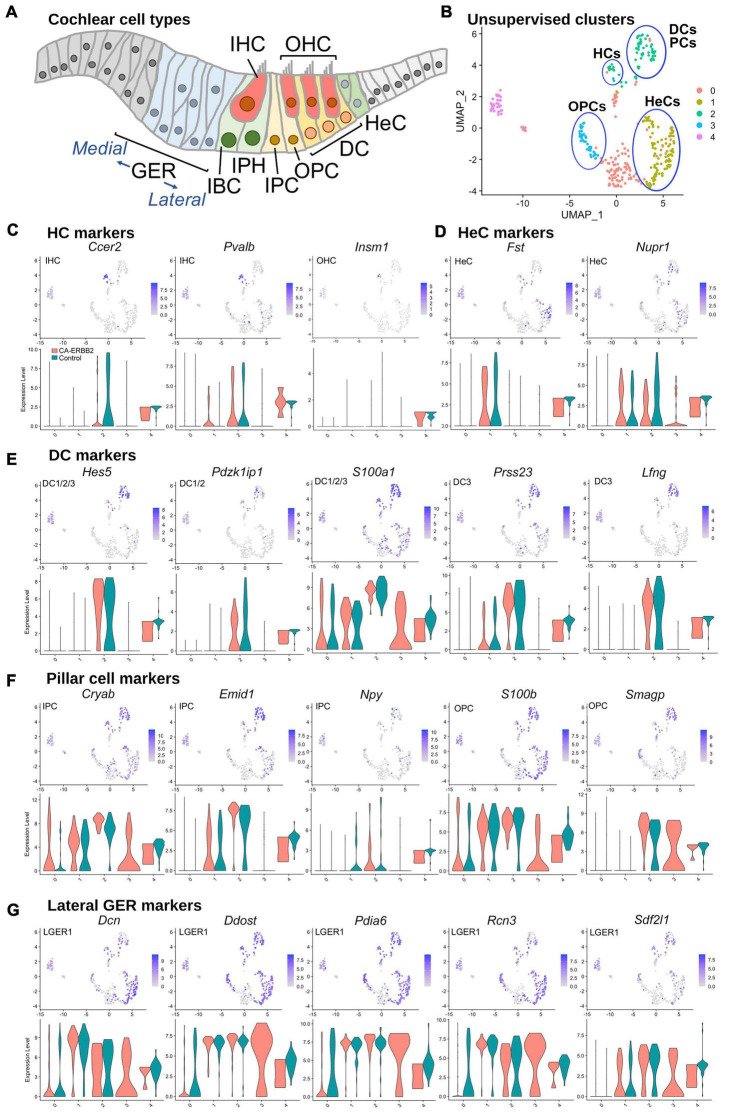
UMAP plots and violin plots for marker gene transcripts identifying cochlear cells. **(A)** Schematic cross-section of the cochlear duct showing the position of different cell types. IHC, inner hair cells; OHC, outer hair cells; GER, greater epithelial ridge; IBC, inner border cells; IPH, interphalangeal cells; IPC, inner pillar cells; OPC, outer pillar cells; DC, Deiter cells; HeC, Hensen cells. **(B)** Cluster plot from Figure 1B, with putative cell type designations. **(C)** Three HC markers are presented: *Ccer2*, *Pvalb*, and *Insm1*. **(D)** Two HeC markers are shown: *Fst* and *Nupr1*. **(E)** The following marker genes were used to identify Deiter cells: *Hes5*, *Pdzk1ip1*, *S100a1*, *Prss23*, *Lfng*. **(F)** Five markers for IPC and OPC are shown: *Cryab*, *Emid1*, *Npy*, *S100b*, and *Smagp*. **(G)** Lateral GER cells express *Dcn*, *Ddost*, *Pdia6*, *Rcn3*, *Sdf2l1*. The most informative markers were chosen for display. Cochlear SC identity associated with analyzed marker gene is indicated on UMAP plot. Expression of the HeC and OPC marker gene *Fam159b*, and the IHC marker gene *Acbd7* were not detected.

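*Fam159b* is counted under its current name *Shisal2b* (chromosome 13, 104845283 to 104863893). It was detected in 36 CA-ERBB2 cells (20.3 ± 14.8% of a plate, SD, n = 3 plates) and in 20 Control cells (11.3 ± 5.95%, SD, n = 3 plates; two-sided exact permutation test, p = 0.5). *Acbd7* (chromosome 2, 3336168 to 3340993) was detected in 29 CA-ERBB2 cells (16.4 ± 6.42%, SD, n = 3 plates) and in 25 Control cells (14.1 ± 3.53%, SD, n = 3 plates; exact permutation test, p = 0.8). With each cell thinned to 100000 counts, the shares were 18.3% and 13.2% for *Shisal2b*, and 12.0% and 15.3% for *Acbd7*. In the SCTransform cluster of 65 cells, *Shisal2b* was detected in 66.2% and *Acbd7* in 56.9% of the cells. The log2 fold changes, 0.02 for *Shisal2b* and -0.04 for *Acbd7*, changed sign between alternatives.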

### 3.4. A minority of CA-ERBB2 SCs are transcriptionally distinct from control SCs

Induction of ERBB2 signaling in CA-ERBB2 cells may result in activation of genes that normally are not expressed in cochlear SCs. Therefore, to identify DEGs between Control and CA-ERBB2 samples, we performed statistical analysis using both the Wilcoxon rank-sum test and the Likelihood-Ratio (LR) test. In the Wilcoxon rank-sum test, DEGs are identified among genes that have some level of expression in the compared conditions. The LR test allowed for detection of DEGs with undetectable expression within one condition (McDavid et al., 2013). Genes were mapped in the GO resource (Figure 3A). Sequences that could not be mapped to a corresponding protein record in the PANTHER classification system were designated “unmapped IDs.” They mostly represent non-coding RNAs and pseudogenes.

**FIGURE 3:**
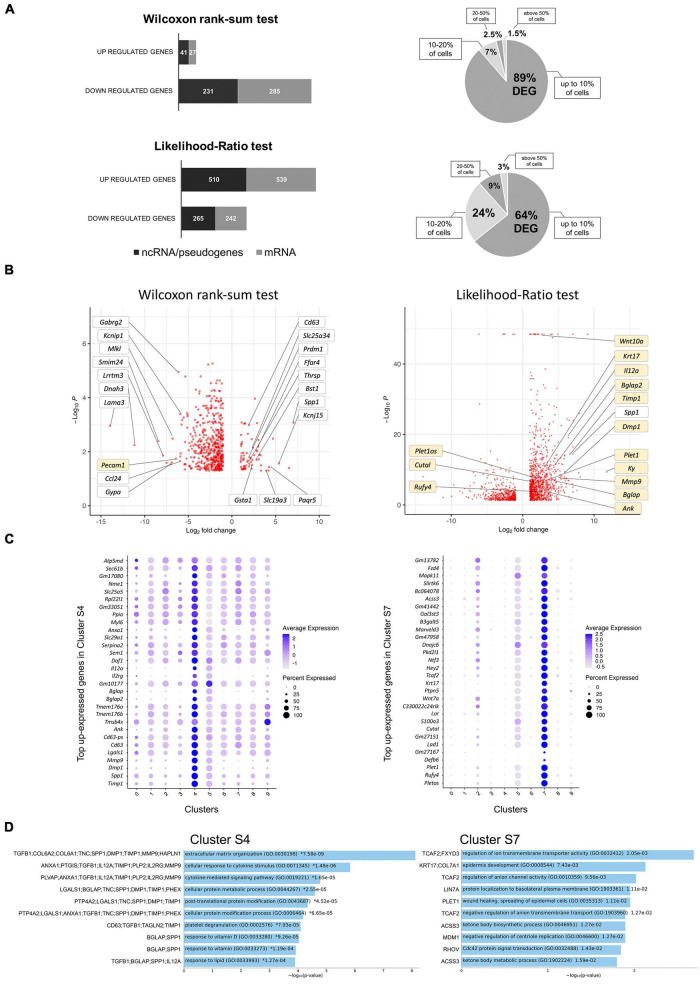
Analysis of DEGs in CA-ERBB2 cells and top up-expressed genes identified in cluster S4 and S7. **(A)** Graphical representation of statistically significant changes in gene expression between CA-ERBB2 SCs and control SCs. Graphs showing number of up- and down-regulated genes in CA-ERBB2 cells identified in Wilcoxon rank-sum test (top) and in likelihood-ratio test (bottom). In each group, protein coding transcripts are represented in gray, and non-coding RNA (ncRNA)/pseudogenes are represented in black. Numbers in bar indicate numbers of transcripts with mapped IDs (protein coding) and unmapped IDs (ncRNA/pseudogenes). On right, pie graphs for Wilcoxon rank-sum test (top) and likelihood-ratio test (bottom) showing the percentage of differentially expressed genes (DEG) found in up to 10% of cells, 10–20% of cells, 20–50% of cells, and in above 50% of cells. **(B)** Volcano plots showing the distribution of gene expression fold changes on the *x*-axis and *p*-values for DEGs on the *y*-axis identified in Wilcoxon rank-sum test (left) and likelihood-ratio test (right). Top up- and down-regulated genes with mapped IDs in the PANTHER classification system are indicated in the Wilcoxon rank-sum test volcano plot. Genes highlighted in yellow were unique to that test. Selected genes of interest are indicated in the likelihood-ratio test volcano plot. Complete list of genes is provided in Supplementary Tables 3, 4. **(C)** Dot plots showing the expression distribution of the top 30 genes of cluster S4 and S7 among all clusters. Darker dots have a greater expression level, whereas larger dots indicate that more cells expressed that gene. Complete list of up-expressed genes is provided in Supplementary Table 5. **(D)** Gene Ontology (GO) term enrichment analysis for up-expressed genes of cluster S4 and S7. Bar charts shows the top 10 enriched GO terms of biological process for S4 and S7, along with corresponding *p*-values (<0.05). An asterisk (*) next to a *p*-value indicates the term also has a significant *q*-value (<0.05). The *y*-axis represents biological process, and the horizontal axis represents the number of genes, which are listed on the left side of the graph. Complete list of terms is provided in Supplementary Table 6.

Using Wilcoxon rank-sum test (adj *p* < 0.05, logFC > 2), 584 DEGs were identified, with 68 genes up-regulated and 516 genes down-regulated (Supplementary Table 3). 

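With plates as replicates, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment identified 1 DEG among 21416 genes at an adjusted p under 0.05 and a log2 fold change above 1 in either direction. This gene, *Serpinb2*, was up-regulated in CA-ERBB2 cells, and no gene was down-regulated. At an unadjusted p under 0.05 there were 1106 genes, about as many as chance alone would give among 21416. DESeq2 on the same plate sums identified 233 DEGs, with 129 up-regulated and 104 down-regulated genes. The Wilcoxon rank-sum test with cells as replicates, on log-normalized counts with Bonferroni adjustment, identified 23 DEGs, all up-regulated. The number moved most with the likelihood-ratio test across cells on SCTransform-corrected counts, to 1579 DEGs, a setting chosen after the data had been seen. Among tests with plates as replicates it moved most without the filter on low counts, to 285 DEGs among 39201 genes. It was 0 without Control plate 1 and without Control plate 3, and 2 without CA-ERBB2 plate 1. In simulated plates with 200 changed genes, 20460 genes passed the filter on low counts. Of the changed genes that passed it, edgeR recovered 58.9% of those changed 64-fold and 14.7% of those changed 8-fold. Changed genes that the filter removed are not in these shares. The plates of the genotypes were fully separated for 9.09% of genes, where chance gives 10%.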

Around half of the genes in each group were unmapped IDs. 

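Of the 23 DEGs from the Wilcoxon test across cells on log-normalized counts, 0 were detected in less than 10% of CA-ERBB2 cells. Among the 285 DEGs found with plates as replicates and no filter on low counts, 67.4% were detected in less than 10% of CA-ERBB2 cells. Among the 233 DEGs of DESeq2, the share was 59.2%. With SCTransform-corrected counts, a Wilcoxon test across cells identified 62 up-regulated and 516 down-regulated genes, of which 87.7% had a corrected count in less than 10% of CA-ERBB2 cells. When cells under 100000 counts or with 20% or more mitochondrial counts were left out first, the same test identified 12 DEGs.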

Almost 90% of DEGs were found in less than 10% of the CA-ERBB2 population. Using the LR test (adj *p* < 0.05, logFC > 2), 1,556 DEGs were identified (Supplementary Table 4). A total of 1,049 genes were up-regulated, and 507 genes were down-regulated, and around half of them were protein coding genes (Figure 3A). 

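The likelihood-ratio test with cells as replicates on SCTransform-corrected counts identified 1062 up-regulated and 517 down-regulated genes, and 64.7% of them had a corrected count in less than 10% of CA-ERBB2 cells. Of the 1062 up-regulated genes, 1046 (98.5%) had a corrected count in a lower share of CA-ERBB2 cells than of Control cells. By the deposited counts of the same cells this was so for 150 of the 1062. With the same cells left out as for the Wilcoxon test, the likelihood-ratio test identified 49 up-regulated and 4 down-regulated genes, and 12 of the 49 (24.5%) had a corrected count in a lower share of CA-ERBB2 cells, or 13 of the 49 by deposited counts.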

About 64% of the DEGs were found in less than 10% of CA-ERBB2 population. Volcano plots were used to show DEGs for both analyses (Figure 3B). 

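*Wnt10a* lies on chromosome 1 of GRCm38 from 74791516 to 74804179. It had 422, 11 and 1298 counts on CA-ERBB2 plates 1, 2 and 3, in 2, 1 and 7 cells, and 0 counts in all Control cells. Taking 3 counts over the Control plates as the limit that a count of 0 allows, the counts of *Wnt10a* were at least 521-fold higher in CA-ERBB2 cells. This bound covers the counting of reads only, and not which cells were sampled. It was detected in 5.65% of CA-ERBB2 cells, and in 0 of 177 Control cells, which allows up to 1.69% (two-sided exact permutation test, p = 0.1). With cells thinned to 100000 counts, the share in CA-ERBB2 cells was 4.00% (exact permutation test, p = 0.4). Of the 10 cells, 5 came from wells A12 to D12, which may hold more than 1 cell, and without these wells the share was 3.03%, with 1, 0 and 4 cells on CA-ERBB2 plates 1, 2 and 3 (two-sided exact permutation test, p = 0.4). Without CA-ERBB2 plate 3 the share was 2.54%. One cell held 40.9% of the counts. The adjusted p was 0.774 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.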

Note how the LR analysis enables the identification of very significant DEGs like *Wnt10a* (Figure 3B right).

In both analyses, *Spp1* was among the most up-expressed genes (132-fold change) in about 80% of CA-ERBB2 cells, in comparison to expression of *Spp1* in 55.4% of Control cells. 

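*Spp1* lies on chromosome 5 of GRCm38 from 104435118 to 104441050. It was counted at 7137, 116670 and 136680 CPM on CA-ERBB2 plates 1, 2 and 3, and at 142.7, 465.5 and 1117 CPM on Control plates 1, 2 and 3. The mean was 86830 ± 69740 CPM (SD, n = 3 plates) against 574.9 ± 496 CPM (SD, n = 3 plates), a log2 fold change of 7.24 (standard error 1.34). The p-value was 2.63e-04, and 0.563 with Benjamini-Hochberg adjustment over all genes in edgeR's quasi-likelihood test. *Spp1* was detected in 140 CA-ERBB2 cells (79.1 ± 18.1%, SD, n = 3 plates) and in 62 Control cells (35.0 ± 12.3%, SD, n = 3 plates). All 3 CA-ERBB2 plates had higher shares than all 3 Control plates (two-sided exact permutation test, p = 0.1, the smallest that 3 plates against 3 allow). The share in CA-ERBB2 cells moved most with each cell thinned to 100000 counts, where the shares were 53.1% and 31.9% (exact permutation test, n = 3 plates, p = 0.2). With at least 5 counts required, they were 54.8% and 29.4%. The share in Control cells moved most with SCTransform-corrected counts, chosen after the data had been seen, which gave 80.2% in CA-ERBB2 cells and 55.4% in Control cells.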

*Spp1* will be more fully described later. *Lama3* was among the most down-regulated genes in CA-ERBB2 cells in both tests. It was detected in 3.4% of CA-ERBB2 cells, compared to 23.2% of Control cells. 

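*Lama3* lies on chromosome 18 of GRCm38 from 12333819 to 12583013. It had 2, 1 and 0 counts on CA-ERBB2 plates 1, 2 and 3, and 28, 1174 and 615 counts on Control plates 1, 2 and 3. Relative to total counts, *Lama3* was 671-fold higher in Control cells, with an exact 95% counting interval from 229 to 3258. The p-value of edgeR's quasi-likelihood test was 0.00178, and 0.774 with Benjamini-Hochberg adjustment over all genes. *Lama3* was detected in 2 CA-ERBB2 cells (1.13 ± 0.979%, SD, n = 3 plates) and in 9 Control cells (5.08 ± 3.39%, SD, n = 3 plates; two-sided exact permutation test, p = 0.3). One cell held 45.0% of the Control counts. With cells thinned to 100000 counts, it was detected in 0 of 175 CA-ERBB2 cells and in 2.78% of Control cells.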

LAMA3 is a subunit of laminins, which mediate the attachment, migration and organization of cells by interacting with integrin receptors and other extracellular matrix (ECM) components (Belkin and Stepp, 2000; Hamill et al., 2010). In the LR test, *Kyphoscoliosis peptidase* (*Ky*) gene is top differentially expressed (3530-fold change), but only in about 7.3% of CA-ERBB2 cells, in comparison to 21.5% of Control cells. 

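*Ky* lies on chromosome 9 of GRCm38 from 102505750 to 102546239. It had 180, 2146 and 0 counts on CA-ERBB2 plates 1, 2 and 3, and 649, 18 and 0 counts on Control plates 1, 2 and 3. The mean was 6.79 ± 11.1 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 0.960 ± 1.53 CPM (SD, n = 3 plates) in Control cells. The log2 fold change of 2.82 (standard error 2.48) did not differ from 0 (p = 0.282, adjusted p = 0.935 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). One cell held 59.7% of the CA-ERBB2 counts and one cell 75.4% of the Control counts. Without CA-ERBB2 plate 2 the log2 fold change was -1.40. *Ky* was detected in 10 CA-ERBB2 cells (5.65 ± 5.18%, SD, n = 3 plates) and in 3 Control cells (1.69 ± 1.69%, SD, n = 3 plates; two-sided exact permutation test, p = 0.4). With cells thinned to 100000 counts, the shares were 2.86% and 1.39%.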

KY’s proposed function is maintenance of cytoskeleton and neuromuscular junction (Hedberg-Oldfors et al., 2016). These data suggest that some CA-ERBB2 cells modify the local environment, potentially affecting the behavior of neighboring cells.

To better understand transcriptional heterogeneity among CA-ERBB2 cells in clusters S4 and S7, we identified up-regulated genes in each cluster described in Figure 1C, and then examined activated pathways against the GO biological process database. For each of 10 clusters, we analyzed gene expression in comparison to remaining clusters. Using the criteria of an adjusted *p*-value of < 0.05 and a difference in levels of expression greater than twofold, we found 90 genes up-expressed in cluster S4, and 1102 genes in cluster S7. The expression of thirty top up-expressed genes identified in clusters S4 and S7 in comparison to other clusters is shown in Figure 3C. For the remaining clusters, which are composed of Control and CA-ERBB2 cells (except cluster S5), we found that S0 had 1125 up-expressed genes, S1–810, S2–731, S3–359, S5–3722, S6–484, S8–426, and S9–144 (Supplementary Table 5). The top 10 up-expressed genes in each cluster were then used to generate heatmaps (Supplementary Figure 5).

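*Cd63* (chromosome 10 of GRCm38, 128900989 to 128912822) had a mean of 3784 ± 2811 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 779 ± 180 CPM (SD, n = 3 plates) in Control cells. Its log2 fold change was 2.28 (standard error 0.683), and all CA-ERBB2 plates were above all Control plates. The p-value was 0.00707, with an adjusted p of 0.886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A pseudogene, *Cd63-ps*, is counted beside *Cd63*, and how the counting divided shared reads between both is uncertain. *Tmsb4x* (chromosome X, 167207093 to 167209315) had 6976 ± 5309 CPM (SD, n = 3 plates) and 2437 ± 1135 CPM (SD, n = 3 plates), a log2 fold change of 1.52 (standard error 0.821). The plates of the genotypes overlapped for *Tmsb4x*, and the p-value was 0.0931, with an adjusted p of 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both genes were among the 23 DEGs of the Wilcoxon rank-sum test across cells with Bonferroni adjustment, with adjusted p of 4.19e-05 for *Cd63* and 1.07e-04 for *Tmsb4x*, as were *Spp1*, *Timp1*, *Dmp1* and *Mmp9*. In the log-normalized cluster of 35 cells at a resolution of 0.6, *Cd63* was detected in all 31 CA-ERBB2 cells at a mean of 5373 CPM. It was also detected in all cells of both genotypes in the clusters of 95 and 58 cells. In the CA-ERBB2 cells of the other clusters, its mean lay between 771.4 and 2793 CPM.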

The analysis revealed that among top up-expressed genes in cluster S4 are DEGs identified in Wilcoxon rank-sum test (*Spp1*, *CD63*, *Tmsb4x*; Figure 3B and Supplementary Table 3), and in the LR test (*Spp1*, *Timp1*, *Dmp1, Mmp9*, *CD63*; Figure 3B and Supplementary Table 4). According to the heatmap, S4 was not related to any other cluster (Supplementary Figure 5). In contrast, cluster S7, comprised of CA-ERBB2 cells only, had some up-regulated genes in common with top up-regulated genes in cluster S2, which was mostly Control cells. This suggests that CA-ERBB2 cells of cluster S7 originated from the same population as Control cells from cluster S2. Among the top up-expressed genes of S7 are DEGs identified in the LR test (*Plet1os*, *Rufy4*, *Plet1*, *Cutal*) (Figure 3B and Supplementary Table 4).

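*Plet1* (chromosome 9 of GRCm38, 50494525 to 50505482) had a mean of 127 ± 61.1 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 7.81 ± 11.4 CPM (SD, n = 3 plates) in Control cells, a log2 fold change of 4.02 (standard error 1.28). It was detected in 38 CA-ERBB2 and 16 Control cells, and in 60.0% of the SCTransform cluster of 65 cells. *Plet1os* (chromosome 9, 50488795 to 50507823) lies on the other strand and shares 261 exon bases with *Plet1*. Its log2 fold change was 3.91 (standard error 1.69), and its counts correlated with those of *Plet1* across the 354 cells with a Spearman rho of 0.913. The authors counted reads by strand, but most genes opposite abundant genes had counts that follow them in these libraries. The values of *Plet1os* are therefore uncertain. *Rufy4* (chromosome 1, 74125541 to 74148223) had a log2 fold change of 3.34 (standard error 1.46), and *Cutal* (chromosome 2, 34874396 to 34892132) of 3.32 (standard error 1.48). For both of these genes the plates of the genotypes overlapped. With 1 plate left out, the log2 fold changes lay between 3.46 and 6.65 for *Plet1*, 3.33 and 6.84 for *Plet1os*, 1.35 and 4.06 for *Rufy4*, and 2.26 and 4.62 for *Cutal*. The unadjusted p-values were 0.0101 for *Plet1*, 0.0424 for *Plet1os*, 0.0434 for *Rufy4* and 0.0471 for *Cutal*, and each adjusted p was 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.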

With respect to clusters comprised of both CA-ERBB2 and Control cells, some transcriptional relationships were also evident (Supplementary Figure 5). For example, cluster S6 had similarities to cluster S1, which is in proximity on the UMAP analysis. There were no marker genes up-expressed in cluster S0, S3, and S5. Surprisingly, in cluster S5 composed mostly of Control cells some level of up-regulation was observed for most of the up-expressed genes identified in other clusters, with exception of genes in cluster S8. 

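The Control cells under 100000 counts, 33 in number, had a median of 222 genes with a count. After SCTransform at its default settings, the same cells had a median of 21203 genes with a corrected count. In Control cells with 100000 counts or more, the medians were 6083.5 and 6962 genes. Of the 40 cells in the SCTransform cluster that was mostly Control cells, 87.5% were under 100000 counts. In the counts of these 40 cells, *Spp1* was detected in 20.0%, *Cd63* in 10.0%, *Timp1* in 5.00%, *Dmp1* in 2.50%, and *Mmp9* and *Plet1* in 0 cells, which allows up to 7.50%.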

Finally, clusters S8 and S9 are represented by small number of cells with up-expressed genes generally not found in other clusters, indicating that they are transcriptionally distinct populations. This analysis underscores the diversity of responses by SCs to CA-ERBB2 expression.

In summary, CA-ERBB2 drove the greatest transcriptional changes in a minority of cells, presumed to be DCs and PCs. Cells responding to CA-ERBB2 altered expression of hundreds of distinct transcripts. We focused on these changes to identify correlates for the indirect effects of CA-ERBB2 expression on neighboring cells.

### 3.5. CA-ERBB2 cells express genes involved in modulation of extracellular matrix

Gene set enrichment analysis against GO biological process was performed for up-expressed genes of cluster S4 and S7 to identify molecular pathways responding to ERBB2 activation (Figure 3D). For other clusters, results with listed 10 top GO terms with significant *q*-value < 0.05 are in Supplementary Figure 6, and complete list of terms for all clusters is provided in Supplementary Table 6. Among the most enriched annotations, both by adjusted *p*-value and number of genes involved, were annotations of genes linked to modulation of ECM. The distinctive cluster S4, formed entirely by CA-ERBB2 cells, showed various degrees of activation of markers involved in extracellular matrix organization (GO:0030198), and extracellular matrix disassembly (GO:0022617). 

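The 9 genes listed for extracellular matrix organization in cluster S4 (Supplementary Table 6) were *Tgfb1*, *Col6a2*, *Col6a1*, *Tnc*, *Spp1*, *Dmp1*, *Timp1*, *Mmp9* and *Hapln1*. All 9 were higher in CA-ERBB2 cells, with a median log2 fold change of 4.75. Each had an unadjusted p under 0.05. Over all genes tested, 0 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5 by DESeq2. Adjusted over the list alone, 9 were called, which is not independent evidence because the study chose the list on these cells. The number called over the list alone moved most without CA-ERBB2 plate 3 and without Control plate 1, to 6 each. *Hapln1* (chromosome 13 of GRCm38, 89539796 to 89611652) had a mean of 188.8 ± 234.9 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 7.01 ± 5.52 CPM (SD, n = 3 plates) in Control cells. *Col6a1* (chromosome 10, 76708792 to 76726168) rose by 2.30 on the log2 scale, *Col6a2* (chromosome 10, 76595762 to 76623630) by 1.86, *Tgfb1* (chromosome 7, 25687002 to 25705077) by 2.44 and *Tnc* (chromosome 4, 63959785 to 64047015) by 1.60.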

Cluster S4 had also enriched genes associated with cellular response to cytokine stimulus (GO:0071345), cytokine-mediated signaling pathway (GO:0019221) and regulation of integrin-mediated signaling pathway (GO:2001044). We note that clusters S1 and S6 were also distinguished by up-expressed genes involved in extracellular matrix organization and disassembly.

With respect to the distinctive cluster S7 of CA-ERBB2 cells, GO biological process analysis did not reveal terms with *q*-value < 0.05 (Figure 3D). However, among terms with significant *p*-value (<0.05), are terms associated with genes *Krt17* and *Plet1* listed as DEGs in the LR test (Figure 3B and Supplementary Table 4). Epidermis development (GO:0008544) is associated with *Krt17* and *Col7a1* genes. This term is in a parent-child relationship with the term related to HC differentiation (inner ear auditory receptor cell differentiation, GO:0042491). Moreover, *Plet1* is associated with wound healing, the spreading of epidermal cells (both GO:0035313 and GO:0044319), and negative regulation of cell-matrix adhesion (GO:0001953) (Supplementary Table 6).

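*Krt17* (chromosome 11 of GRCm38, 100256217 to 100261029) had a mean of 16.6 ± 7.03 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 0.560 ± 0.947 CPM (SD, n = 3 plates) in Control cells. The log2 fold change was 4.89 (standard error 1.94), with p = 0.0292 and an adjusted p of 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was detected in 25 CA-ERBB2 cells and in 3 Control cells, and one cell held 73.3% of the Control counts. With 1 plate left out, the log2 fold change of *Krt17* lay between 4.30 and 10.16, the last without Control plate 3. *Col7a1* (chromosome 9, 108953586 to 108984875) had 5.12 ± 5.61 CPM (SD, n = 3 plates) and 4.70 ± 4.63 CPM (SD, n = 3 plates). Its log2 fold change of 0.13 (standard error 1.47, adjusted p = 0.994 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not detectable above the spread between plates, and it was -1.17 without CA-ERBB2 plate 1.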

In clusters S1, S2, and S6, CA-ERBB2 cells were intermingled with Control cells suggesting that they have similar transcriptome. The identified GO terms for these clusters indicate that cochlear cells of P3 mice still undergo changes related to development of the organ of Corti (Supplementary Figure 6). For example, cells in cluster S1 were enriched of genes associated with sensory organ morphogenesis (GO:0090596), collagen fibril organization (GO:0030199), regulation of endothelial cell migration (GO:0010594), endodermal cell differentiation (GO:0035987), and skeletal system development (GO:0001501). In cluster S2, cells showed up-regulation of genes involved in epithelial cell development (GO:0002064), regulation of transcription involved in cell fate commitment (GO:0060850), and NOTCH signaling pathway (GO:0007219). In cluster S6, enriched genes are associated with sensory perception of mechanical stimulus (GO:0050954), and sensory perception of sound (GO:0007605).

Cells in cluster S8 were enriched of terms associated with cellular division. Analysis of transcriptomes for cell cycle-specific gene expression confirmed that cells in cluster S8 are in S and G2/M phase (Supplementary Figures 6, 7). 

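Phases were called with Seurat's CellCycleScoring from 43 S phase and 54 G2/M phase genes. Most cells were called G1, with 59.9 ± 6.42% of a CA-ERBB2 plate (SD, n = 3 plates) and 68.9 ± 13.2% of a Control plate (SD, n = 3 plates). S phase was called in 45 CA-ERBB2 cells and in 21 Control cells. The share was 27.1%, 18.6% and 30.5% on CA-ERBB2 plates 1, 2 and 3, and 8.47%, 11.9% and 15.3% on Control plates 1, 2 and 3. The means, 25.4 ± 6.11% and 11.9 ± 3.39%, differed at the smallest p-value the design allows (two-sided exact permutation test, n = 3 plates, p = 0.1). With each cell thinned to 100000 counts, the means were 26.3 ± 8.06% and 9.81 ± 1.51% (SD, n = 3 plates each; exact permutation test, p = 0.1). The share in Control cells moved most when cells under 100000 counts or with 20% or more mitochondrial counts were left out, to 25.3% of the remaining CA-ERBB2 cells and 7.19% of the remaining Control cells. G2/M phase was called in 14.7 ± 3.91% and 19.2 ± 12.7% of the cells of a plate (SD, n = 3 plates each; exact permutation test, p = 0.8). Thinned, these shares were 13.7 ± 4.63% and 15.8 ± 8.03%. Phase calls score the relative expression of the listed genes, and cycling was not read from them alone.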

The analysis also revealed that whereas most cells across the conditions were in G1 phase, clusters S4 and S0 also showed enrichment of cells in phase S and G2/M, indicating some cells prepared for, or underwent cell division (Supplementary Figure 7). 

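In the log-normalized cluster of 152 cells at a resolution of 0.2, 21 of 75 CA-ERBB2 cells and 6 of 77 Control cells were called S phase, and 7 and 8 cells were called G2/M. In the cluster of 151 cells, 24 of 92 CA-ERBB2 cells and 6 of 59 Control cells were called S phase, and 16 and 12 cells were called G2/M. In the cluster of 51 cells, where cells had the fewest counts, 9 of 41 Control cells were called S phase and 14 were called G2/M. These counts pool the plates and were not tested.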

In cluster S8, both CA-ERBB2 cells and Control cells showed markers for phase S and G2/M, however, in cluster S0 this population was mostly represented by CA-ERBB2 cells.

Taken together, these results indicate that the transcriptional changes induced by CA-ERBB2 cells include the *de novo* expression of cytokines and signaling pathway genes. Many are predicted to modulate the extracellular matrix and affect differentiation, promoting proliferation in a minority of cells.

### 3.6. The most highly up-regulated genes in CA-ERBB2 cells are predicted to form a protein network that modulates extracellular signaling

As one goal of this study was to identify candidate secondary signaling pathways that could act downstream of ERBB2 signaling, we focused next on the new population of CA-ERBB2 cells that formed a transcriptionally distinct cluster S4. Top up-regulated genes *Spp1*, *Timp1*, *Mmp9*, and *Dmp1*, are found in GO annotations associated with modulation of ECM and cytokine response (Figure 3D). 

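*Timp1* (chromosome X of GRCm38, 20870166 to 20874735) had a mean of 14110 ± 11670 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 96.0 ± 77.0 CPM (SD, n = 3 plates) in Control cells. *Mmp9* (chromosome 2, 164940780 to 164955850) had 3439 ± 2770 CPM (SD, n = 3 plates) and 90.8 ± 60.1 CPM (SD, n = 3 plates). *Dmp1* (chromosome 5, 104202613 to 104214102) had 1390 ± 1078 CPM (SD, n = 3 plates) and 9.50 ± 11.0 CPM (SD, n = 3 plates), with 0 counts on Control plate 3. The log2 fold changes were 7.20 (standard error 1.39), 5.24 (standard error 1.07) and 7.19 (standard error 1.91), respectively. For these genes and for *Spp1*, all 3 CA-ERBB2 plates were above all 3 Control plates. Their unadjusted p-values in edgeR's quasi-likelihood test were 3.53e-04, 5.45e-04 and 0.00338, and the adjusted p over all genes were 0.611, 0.653 and 0.774 with Benjamini-Hochberg adjustment. Of the 4 genes, edgeR called 0 over all genes tested, while DESeq2 called 4, and edgeR without the filter on low counts called 4. Adjusted over the list alone, the p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 7.07e-04 for *Spp1* and *Timp1*, 7.27e-04 for *Mmp9* and 0.00338 for *Dmp1*. This adjustment over the list alone is not independent evidence, since the study chose the 4 genes on these cells. The log2 fold changes of the 4 genes stayed between 4.65 and 8.62 in all alternatives.

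**Figure D4:**
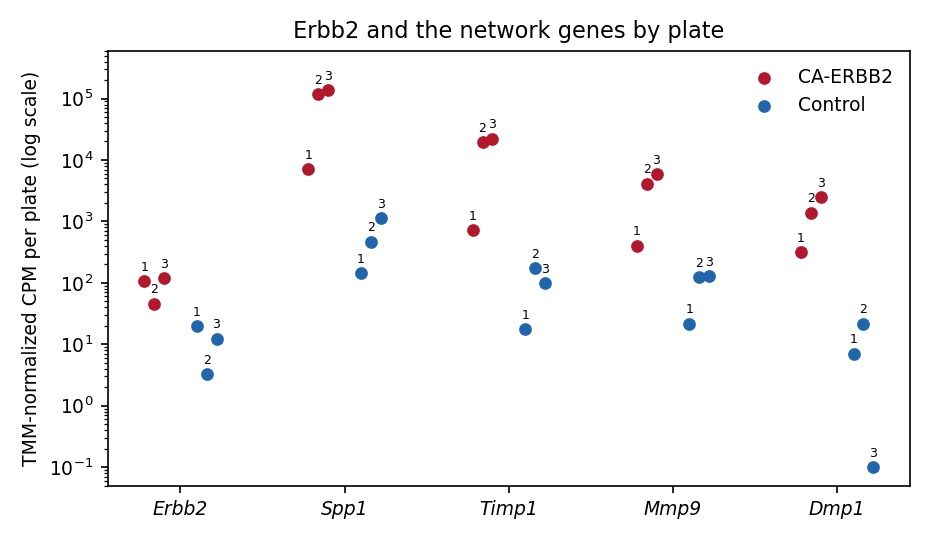
TMM-scaled CPM of *Erbb2*, *Spp1*, *Timp1*, *Mmp9* and *Dmp1* on each plate, on a log scale, with *Dmp1* on Control plate 3 (0 counts) drawn at the bottom of the axis. For each gene, all 3 CA-ERBB2 plates lie above all 3 Control plates.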

Using STRING software, we analyzed protein-protein interaction network for SPP1, TIMP1, MMP9, and DMP1. The results are visualized in Figures 4A–D, and scores for predicted interactions are summarized in Table 1. The analysis shows that interactions between SPP1, TIMP1, MMP9, and DMP1 have association scores in the high and the highest confidence range (scores above 0.7 and 0.9, respectively). Increasing the network for additional five proteins revealed CD44 as protein with close association (Figure 4B), with the highest confidence score (above 0.9) calculated for SPP1, TIMP1, and MMP9, indicating likely true associations. Additional five proteins added to the network revealed two proteins that were found as differentially expressed between CA-ERBB2 and Control cells (Figure 4C). These proteins were CD63 and HPX, and both have association scores in the highest confidence range (above 0.9) with TIMP1; whereas HPX has also association score in the high confidence range (above 0.7) with MMP9.

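*Hpx* lies on chromosome 7 of GRCm38 from 105591613 to 105600137. It was detected in 9 CA-ERBB2 cells and in 5 Control cells, at 0.433 ± 0.126 CPM (SD, n = 3 plates) and 0.241 ± 0.400 CPM (SD, n = 3 plates). Its log2 fold change of 0.85 (standard error 1.78) did not differ from 0 (p = 0.644, adjusted p = 0.975 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control plate 3 had 85 counts, and Control plates 1 and 2 had 3 and 1. Without Control plate 3 the log2 fold change was 5.27.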

**FIGURE 4:**
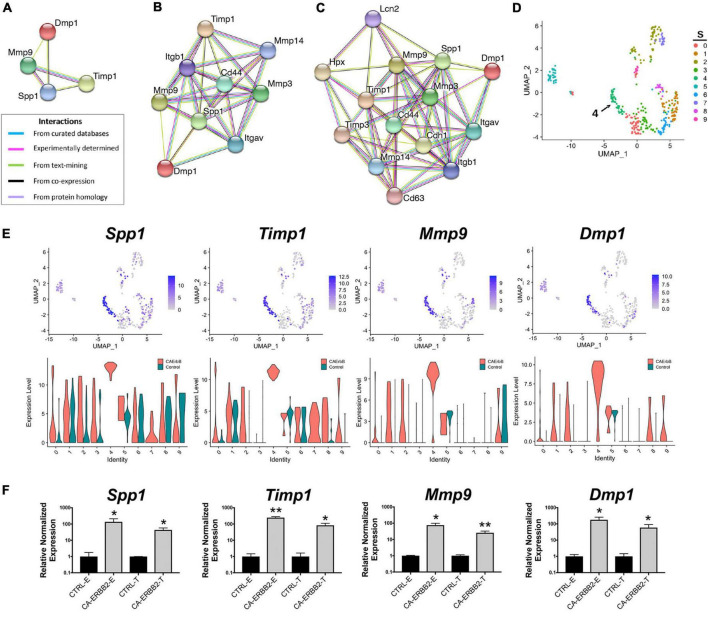
STRING protein-protein interaction network of four top up-regulated genes in cluster S4. **(A)** Protein-protein interaction network connectivity among SPP1, TIMP1, MMP9, and DMP1. In **(B, C)** protein-protein networks are shown with increasing number of closely associated genes. An edge was drawn with colored lines representing a type of evidence used in predicting the associations. A purple line indicates experimental evidence; a light green line indicates text-mining evidence; a light blue line indicates database evidence; a black line indicates co-expression evidence; and a light violet line indicates protein homology. The score interactions are summarized in Table 1. In **(D)** UMAP plot with marked cluster S4 enriched in cells expressing Spp1, Timp1, Mmp9, and Dmp1 in response to induction of ERBB2 signaling. In **(E)** UMAP plots and split violin plots showing up-regulated expression of *Spp1*, *Timp1*, *Mmp9*, and *Dmp1* in CA-ERBB2 compared to Control cells in different clusters. **(F)** RT-qPCR validation of scRNA-seq analysis performed on GFP + FACS-sorted cells from P3 cochleae. The level of gene expression in CA-ERBB2 sample is presented as ΔΔCt value (± SD) relative to control (CTRL) normalized against the expression of the two reference genes Eef1a1 (E) and Tubb4a (T) (*n* = 3). Significance (*p < 0.05; **p < 0.01) was determined by unpaired *t*-test (ONE–TAILED) analysis.

**TABLE 1:** The combined score of interactions between pair of proteins in STRING database analysis.

Node 1	Node 2	Combined score	Node 1	Node 2	Combined score
TIMP1	MMP9	0.998	MMP14	TIMP1	0.998
DMP1	MMP9	0.898	MMP14	SPP1	0.443
SPP1	TIMP1	0.757	MMP3	TIMP1	0.999
DMP1	SPP1	0.740	MMP3	SPP1	0.975
MMP9	SPP1	0.730	MMP3	MMP9	0.919
CD44	SPP1	0.998	CD63	TIMP1	0.993
CD44	MMP9	0.995	CD63	MMP9	0.473
CD44	TIMP1	0.917	CDH1	MMP9	0.986
CD44	DMP1	0.471	CDH1	SPP1	0.582
ITGAV	SPP1	0.998	CDH1	TIMP1	0.552
ITGAV	DMP1	0.852	HPX	TIMP1	0.990
ITGAV	MMP9	0.581	HPX	MMP9	0.756
ITGB1	SPP1	0.996	LCN2	MMP9	0.993
ITGB1	TIMP1	0.845	LCN2	TIMP1	0.686
ITGB1	MMP9	0.815	LCN2	SPP1	0.550
ITGB1	DMP1	0.448	TIMP3	MMP9	0.991

A minimum required interaction score of medium confidence is 0.4, for high confidence is 0.7, and for highest confidence is 0.9. Data shown only for interactions with SPP1, TIMP1, MMP9, and DMP1.

SPP1 and DMP1 are small integrin binding n-linked glycoproteins (SIBLINGs), which are secreted ligands for CD44 and integrin αvβ3 receptors. They promote survival, proliferation, differentiation, and migration in different systems (Flores et al., 1992; Ashkar et al., 2000; Sodek et al., 2000; Denhardt et al., 2001; Jain et al., 2002; Karadag et al., 2005; Rangaswami et al., 2006; Kazanecki et al., 2007; Wu et al., 2011). TIMP1 inhibits MMP9, a metallopeptidase that modulates both CD44 (Visse and Nagase, 2003; Grunwald et al., 2019) and NOTCH signaling (Garg et al., 2010). The CD44 receptor has a role in cell survival and proliferation in cancer development, but a recent finding also highlights its important role in tissue regeneration and wound healing (Denhardt et al., 2001; Kyriakides et al., 2009; Kim et al., 2012; Michopoulou et al., 2020). Notably, CD44 is endogenously expressed on OPCs in mice in adulthood (Hertzano et al., 2010).

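In the 5 log-normalized clusters at a resolution of 0.6, *Spp1* was detected in 85.2%, 71.7%, 65.5%, 80.0% and 90.3% of the CA-ERBB2 cells of the clusters of 115, 95, 58, 51 and 35 cells. In Control cells of the same clusters, the shares were 22.2%, 69.4%, 41.4%, 7.32% and 25.0%, and the cluster of 35 cells had only 4 Control cells. The mean level of *Spp1* in CA-ERBB2 cells was 166700 CPM in the cluster of 35 cells, and between 18050 and 21650 CPM in the other clusters. *Timp1* was at 30420 CPM in the CA-ERBB2 cells of the cluster of 35 cells, and between 1707 and 5616 CPM in those of the other clusters. For *Mmp9*, the level was 6989 CPM in that cluster and between 8.79 and 1430 CPM in the others. *Dmp1* was at 1965 CPM there and between 0.871 and 720 CPM in the others. The levels of these genes contributed to the clustering itself.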

Analysis of UMAP and split violin plots for *Spp1, Timp1*, *Mmp9*, and *Dmp1* indicates that up-expression of these genes is observed in CA-ERBB2 cells for most clusters, with significant enrichment in cluster S4 (Figure 4E). 

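In Control cells, *Spp1* had 224404 counts in 62 wells, or 0.835% of its counts in CA-ERBB2 cells. One well held 55.8% of these counts. *Timp1* had 36563 counts in 40 wells of Control cells (22.6 ± 11.5% of a plate, SD, n = 3 plates), or 0.850% of its counts in CA-ERBB2 cells, with 42.1% in one well. In CA-ERBB2 cells *Timp1* was detected in 59.3 ± 9.44% of a plate (SD, n = 3 plates; two-sided exact permutation test, p = 0.1), and with cells thinned to 100000 counts the shares were 49.7% and 22.9%. By log-normalized cluster at a resolution of 0.6, the highest mean level of *Spp1* in Control cells was 840 CPM, in the cluster of 95 cells.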

Control cells express lower levels of *Spp1* and *Timp1* genes, particularly in cluster S1, S5, and S6. 

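*Mmp9* was detected in 22 Control cells (12.4 ± 0.979% of a plate, SD, n = 3 plates) and in 74 CA-ERBB2 cells (41.8 ± 12.8%, SD, n = 3 plates; two-sided exact permutation test, p = 0.1). *Dmp1* was detected in 13 Control cells (7.34 ± 6.85%, SD, n = 3 plates) and in 63 CA-ERBB2 cells (35.6 ± 9.44%, SD, n = 3 plates; exact permutation test, p = 0.1). With cells thinned to 100000 counts, the shares were 10.4% and 37.7% for *Mmp9*, and 6.94% and 32.0% for *Dmp1*. The Control counts of *Mmp9*, 35216, were 3.28% of its CA-ERBB2 counts, and those of *Dmp1*, 4228, were 0.934%. Single wells held 38.9% and 46.5% of them, respectively. In the log-normalized cluster of 51 cells, neither gene had a count in the 41 Control cells, which allows a share of up to 7.32%.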

For genes *Mmp9* and *Dmp1*, almost no expression is detected in Control cells, except for cluster S9 and S5. To validate the scRNA-seq analysis, we performed reverse transcriptase quantitative polymerase chain reaction (RT-qPCR) on FACS-sorted cochlear GFP + cells collected from CA-ERBB2 and Control neonatal mice. Results of RT-qPCR analysis are shown in Figure 4F. They confirm that activation of ERBB2 signaling in CA-ERBB2 cells drove significant up-regulated expression of genes *Spp1, Timp1*, *Mmp9*, and *Dmp1*, and also other genes identified as up-expressed in CA-ERBB2 cells of cluster S4 (*Bglap*, *Bglap2*, *Ptgis*, *Cd63*, *Il12a*, *Ank*) (Supplementary Figure 8 and Figure 3C). These results confirm that the SIBLING protein network is indeed induced by CA-ERBB2 expression in SCs at the neonatal stage.

### 3.7. Induction of ERBB2 signaling in deafened adult mice results in up-regulation of *Spp1* and *Timp1*, activation of CD44 receptor, and detection of ectopic cellular aggregates in the adult cochlear scala media

To determine if the SIBLING cluster could be induced at adult stages, we used immunostaining on sections of cochlea from adult young mice after a combination of damage-induced hearing loss and CA-ERBB2 induction. Male and female young adult mice with Control and CA-ERBB2 genotype were exposed to traumatic noise as described in the Methods (Figure 5A). At 3 days post noise exposure (3 DPN), the mice from both genotypes were randomly assigned to two groups, and treated with doxycycline (DOX) injection to initiate CA-ERBB2 expression; or with saline injection to use as reference. Mice were euthanized at 5 DPN, and their cochlea were dissected and processed for immunostaining with antibodies specific for SPP1, TIMP1, and the intracellular domain of the CD44 receptor.

**FIGURE 5:**
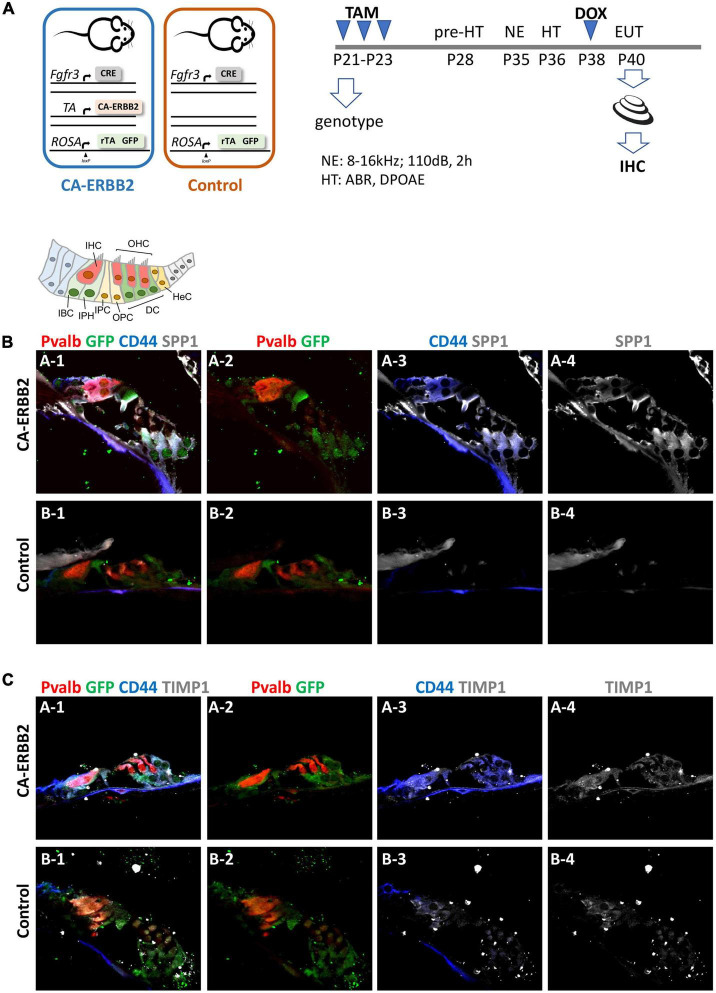
SPP1 and TIMP1 together with CD44 signaling are up-regulated in cochlear cells 2 days after CA-ERBB2 induction in noise exposed young adults. **(A)** Timeline of noise exposure (NE), GFP activation (TAM), CA-ERBB2 activation (DOX), and hearing tests (HT) in young adult mice. Mice were exposed to 110 dB octave band noise for 2 h, and 3 days later injected with doxycycline (DOX) to induce CA-ERBB2 expression. HT were performed 1 DPN to confirm hearing loss. Immunostaining of cochlea sections revealed detection of SPP1 **(B)** and TIMP1 **(C)** together with activated CD44 receptor in CA-ERBB2 animals. Immunodetection for HCs (PVALB, red), and cells competent to express CA-ERBB2 (GFP, green), are shown in panels 1 and 2. Immunodetection of activated CD44 receptor (blue) is shown in panels 1 and 3. Immunodetection of SPP1 and TIMP1 are shown in panel 1, 3, and 4 (gray).

As shown in Figures 5B, C, SPP1 and TIMP1 were up-expressed in cochlear sections from CA-ERBB2 animals treated with DOX. The fluorescent immunoreactivity for SPP1 corresponded to GFP + cells, including cells near OHC that correspond to DC, and cells near IHC corresponding to phalangeal cells and border cells. Similarly, TIMP1 was detected in GFP + cells, although in sections from Control animals the immunoreactivity for TIMP1 was evident also in cells corresponding to inner phalangeal cells and border cells. Staining for the CD44 intracellular domain showed clearly up-regulation of CD44 signaling in GFP + cells from CA-ERBB2 animals treated with DOX. The CD44 immunoreactivity was also observed in interphalangeal cells, DC and also in cells corresponding to HeC or Claudius cells. Interestingly, CD44 activation in cells corresponding to HeC or Claudius cells was also evident in sections from Control animals. This is consistent with previous report describing CD44 expression to increase in postnatal mice by P7 in the OPCs, Claudius cells and in a small number of GER cells (Hertzano et al., 2010).

Additional mice exposed to traumatic noise, EdU, and doxycycline were euthanized at 7 DPN, and analyzed for GFP expression and additional markers (Figure 6). Here we found that aggregated GFP + and GFP-negative cells were located in the scala media of CA-ERBB2 cochlea. Phosphorylation of ERBB2 was seen in scattered cells, and did not precisely map onto GFP expression as observed at earlier time points (Zhang et al., 2018). Mitotic figures labeled with EdU were evident in these aggregates (Figure 6B’), as were scattered cells labeled with activated CASP3 (Figure 6C’). Scattered cells within aggregates expressed sensory markers, including MYO7 (Figure 6B’) and the SC marker TAK1 (Figure 6D’). They were largely absent of SOX2 (Figure 6A’) and PVALB (Figure 6D’) expression. Some aggregates had smooth, compacted multicellular regions that stained brightly for phalloidin. Aggregates were observed in four out of five cochleae with CA-ERBB2 induction. In 4 Control cochleae, only very small clusters of cells were observed floating in the cochlear duct, none of which expressed GFP or incorporated EdU (Figures 6E, E’, arrows). These data are consistent with the interpretation that activation of CA-ERBB2 signaling in young adult mice after damage can also induce the expression of some members of the SIBLING protein network. They also suggest that lineage-traced SCs may respond to expression of CA-ERBB2 by exiting the epithelium.

**FIGURE 6:**
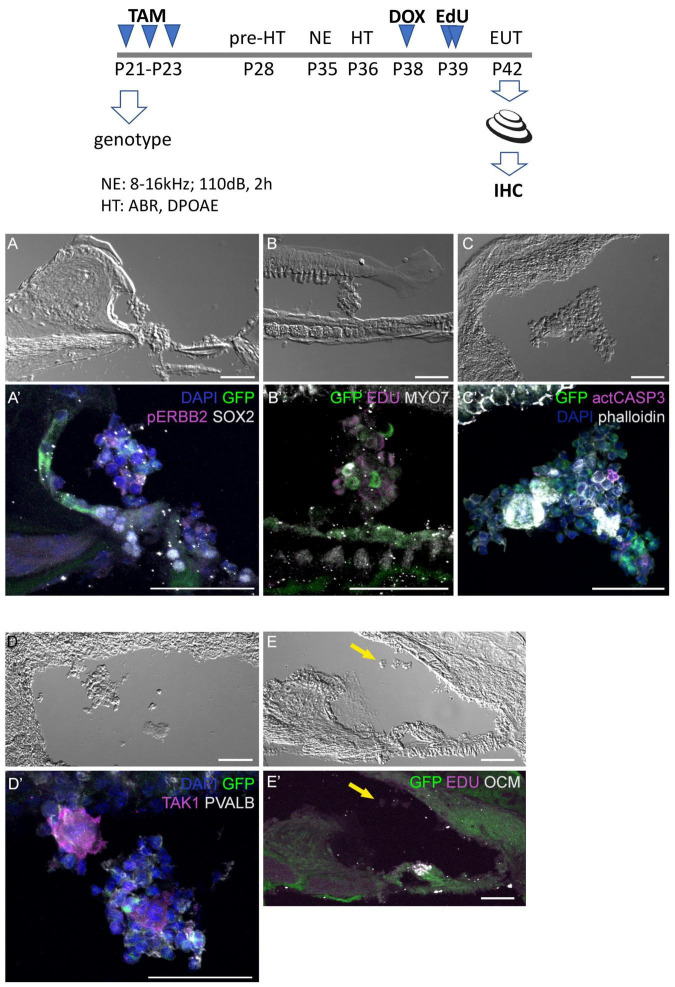
Four days after CA-ERBB2 induction, aggregates of sensory cells can be found within the cochlear duct. Top, shown timeline of noise exposure (NE), GFP activation (TAM), CA-ERBB2 activation (DOX), EdU injection, and hearing tests (HT) in young adult mice. Brightfield low power images are used to show the position of the cellular aggregates, while immunostaining reveals specific markers. **(A, A’)** GFP (green) and pERBB2 (magenta) are present in an aggregate attached to the spiral limbus, which has little SOX2 (white). **(B, B’)** A similarly localized aggregate harbors GFP + cells (green) and rare MYO7 + cells (white), with EdU + mitotic figures (magenta) in cells lacking GFP. **(C, C’)** An aggregate near the stria vascularis contains GFP + cells (green), rare apoptotic cells marked with anti-activated CASP3 (magenta), and compacted epithelial cells revealed by phalloidin staining (white). **(D, D’)** Another aggregate near the stria vascularis harbors cells with GFP (green) and neighboring cells positive for the supporting cell marker TAK1 (magenta), but no PVALB + HCs. **(E, E’)** A Control mouse lacking the CA-ERBB2 transgene harbors only small clusters of cells (yellow arrow) without GFP expression.

## 4. Discussion

Previously, we found that SCs with activated ERBB2 influenced gene expression in their neighbors *in vivo* and promoted the differentiation of hair-cell like cells, suggesting that ERBB2 may initiate a signaling cascade important for HC regeneration (Zhang et al., 2018). Here, single cell transcriptome analysis revealed the formation of new population among a subset of cells with activated ERBB2 signaling, which had differentiated significantly from the parental Control cells. Possibly derived from OPCs, these cells also express LGER-specific genes. They comprise most of the cells expressing *Spp1*, identified in our studies as one of the most highly activated genes in response to ERBB2 signaling. Importantly, in this novel population we see expression of the other three top up-regulated genes, *Mmp9*, *Timp1*, and *Dmp1*. Together with *Spp1*, they are associated with a signaling network involving CD44 and integrin αvβ3 receptors. GO enrichment analysis revealed that these genes modulate both the ECM and cytokine responses, including Notch signaling. We confirmed that SPP1, TIMP1, and CD44 protein are also up-regulated in adult cochlear SCs after CA-ERBB2 induction. Subsequently, we observed the formation of floating aggregates of cochlear sensory cells. The fate and potential of these cellular aggregates are not known.

SPP1 and DMP1 are secreted glycoproteins that act as ligands for CD44 and integrin αvβ3 receptors. They are members of the small integrin-binding ligand n-linked glycoprotein (SIBLING) family. SPP1 promotes survival, proliferation, differentiation, adhesion, and migration of numerous cell types (Flores et al., 1992; Ashkar et al., 2000; Sodek et al., 2000; Denhardt et al., 2001; Jain et al., 2002; Karadag et al., 2005; Rangaswami et al., 2006; Kazanecki et al., 2007). While DMP1 function in injury and wound healing has not been yet determined, it is significantly up-regulated in a number of cancerous tissues (Chaplet et al., 2003; Fisher et al., 2004). SPP1 may function in the neuronal differentiation of auditory neurons during inner ear development (Kim et al., 2014). Moreover, it is detected in membranous labyrinth of the adult mammalian cochleae, particularly in the utricle, where it is currently used as a marker of type I HC (Lopez et al., 1995; Sakagami, 2000; McInturff et al., 2018; Jan et al., 2021).

The most significant aspect of up-regulation of SPP1, MMP9, and TIMP1 in response to ERBB2 signaling, is that they promote wound healing and regeneration after injury in other systems (Denhardt et al., 2001; Kyriakides et al., 2009; Kim et al., 2012; Michopoulou et al., 2020). SPP1 is well known to mediate bone and muscle regeneration (Uaesoontrachoon et al., 2008; Zanotti et al., 2011; Pagel et al., 2014; Maeda et al., 2017; Zhu et al., 2020), and it is also involved in promoting proliferation and regeneration in nervous system (Ellison et al., 1998; Hedtjarn et al., 2004; Liu et al., 2017). In recent studies, Wang et al. demonstrated that binding of SPP1 with CD44 and integrin αvβ3 is important in the Schwann cells function in regenerating nerves, by promoting proliferation and survival after peripheral nerve injury (Wang et al., 2020). Another study by Powell et al. (2019) showed that SPP1 together with MMP9 acts through CD44 receptor to mediate synaptogenesis after central nervous system (CNS) insult.

TIMP1 is an inhibitor of MMP9 and the balance between them is a key regulator of the signaling network in the injured nerve (Kim et al., 2012) and promotes the healing process of burned fetal skin (Yu et al., 2017). The up-regulation of TIMP1 could explain the widespread downregulation of SOX2 after CA-ERBB2 signaling *in vivo* (Zhang et al., 2018), as MMP9 is necessary for NOTCH signaling (Zhao et al., 2016), and NOTCH is necessary and sufficient to promote SOX2 expression (Pan et al., 2013). An increased MMP9/TIMP1 ratio promotes the degradation of ECM to allow cellular migration, while a reduced MMP9/TIMP1 ratio drives reconstruction of the ECM during healing process (Yu et al., 2017). TIMP1 may also act as cytokine independently of MMP9 inhibition to promote cell survival and proliferation (Ries, 2014). In hematopoietic stem and progenitor cells, TIMP1 promotes migration, adhesion and survival by binding to CD63-integrin β1 receptors complex (Wilk et al., 2013). Our scRNA-seq analysis revealed CD63 as DEG and its up-regulation was mostly enriched in cluster S4 formed by CA-ERBB2 cells (Supplementary Tables 3, 4).

Up-regulation of SPP1, MMP9, TIMP1, and DMP1 in response to ERBB2 activation suggests that its downstream signaling involves CD44 receptor and potentially also integrin receptors. The relationship between ERBB2 and CD44 was previously described for maintaining neuron–Schwann cell interactions in early rat neonatal nerves development (Sherman et al., 2000). In particular, CD44 significantly enhanced neuregulin-induced ERBB2 phosphorylation and ERBB2–ERBB3 heterodimerization. CD44 was also found to interact with ERBB2 receptor (Bourguignon et al., 1997; Sherman et al., 2000). Importance of CD44 receptor’s network in cells survival, proliferation and regeneration described for Schwann cell and in other tissues, suggests that some of CA-ERBB2 effects involve signaling through CD44 receptor.

Lower flexibility of the epithelium associated with cell-cell junction was proposed as one of the mechanisms responsible for decreased regenerative capacity of the adult mammalian cochlea (Burns et al., 2008). Our results indicate that ERBB2 signaling promotes modulation of ECM that would allow increased flexibility in the organ of Corti. The combination of EGF and GSK3 inhibitors were recently reported to deplete E-cadherin in tight junctions of the adult mammalian cochlea (Kozlowski et al., 2020). In addition to up-regulated genes associated with ECM disassembly in cluster S4, there is also up-regulated *Plet1* gene in CA-ERBB2 cells from cluster S7, which is associated with negative regulation of cell-matrix adhesion (GO:0001953). *Plet1* is listed in GO terms associated with spreading of cells and wound healing (GO:0035313, GO:0044319). Thus, we would predict that its up-regulation would allow for increased local movements of cells.

Importance of ERBB2-mediated ECM modulation for HCs regeneration is also supported by recent studies indicating that ECM and integrin receptors are induced in early neurosensory development and cell fate determination in the human fetal inner ear (Johnson Chacko et al., 2021). We speculate that enforced activation of signaling pathways through ERBB family receptors might allow for changes in the environment of the organ of Corti that promote the proliferation of SCs and permit the regeneration of HCs. Previous studies have shown little or no stem cell activity in the adult mammalian cochlea (Oshima et al., 2007; Senn et al., 2020). This contrasts to robust stem-like capacity in isolated cells from the adult utricle (Li et al., 2003; Senn et al., 2020), which correlates with limited regeneration potential in that organ (Burns and Stone, 2017). These data may be interpreted to mean that cochlear stem cells, perhaps resident in GER (Udagawa et al., 2021), are lost during maturation. It is also possible that their requirements for survival or for identity maintenance differ. For example, they may require accessory cells to maintain their microenvironmental niche. Alternatively, the forced expression of CA-ERBB2 signaling might promote novel behaviors not otherwise seen in cochlear SCs.

In conclusion, we report that enforced signaling of ERBB2 in a minority of cochlear SCs drives a novel differentiation response in the neonatal mouse cochlea. These cells induce expression of a cluster of genes involved in signaling, wound healing, and migration. We confirm that at least two of these genes, SPP1 and CD44, are also up-regulated in adult cochlear cells after CA-ERBB2 induction. CA-ERBB2 induction also correlates with the generation of cellular aggregates in the cochlear duct. These aggregates contain, but are not limited to, fate-mapped CA-ERBB2 cells. Their potential, effects, and fate remain to be determined.

## Data availability statement

The data presented in this study are deposited in the Gene Expression Omnibus data repository, accession number: GSE202850 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202850). The image data available from: https://osf.io/r9cbq/.

## Ethics statement

This animal study was reviewed and approved by the Animal Care and Use Review Office, Department of Defense, and the University Committee on Animal Research, University of Rochester.

## Author contributions

DP-P: project administration, investigation, methodology, data curation, formal analysis, visualization, writing – original draft and review, and editing. DN and CB: data curation, formal analysis, software, visualization, and writing – review and editing. JZ: methodology, investigation, visualization, and writing – review and editing. JA: conceptualization, supervision, resources, and writing – review and editing. PW: conceptualization, funding acquisition, resources, supervision, formal analysis, and writing – review and editing. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Single cell RNA sequencing analysis of mouse cochlear supporting cell transcriptomes with activated ERBB2 receptor indicates a cell-specific response that promotes CD44 activation
**Source:** Front Cell Neurosci. 2023 Jan 6;16:1096872. doi: 10.3389/fncel.2022.1096872
**Supplement:** Supplementary file 1

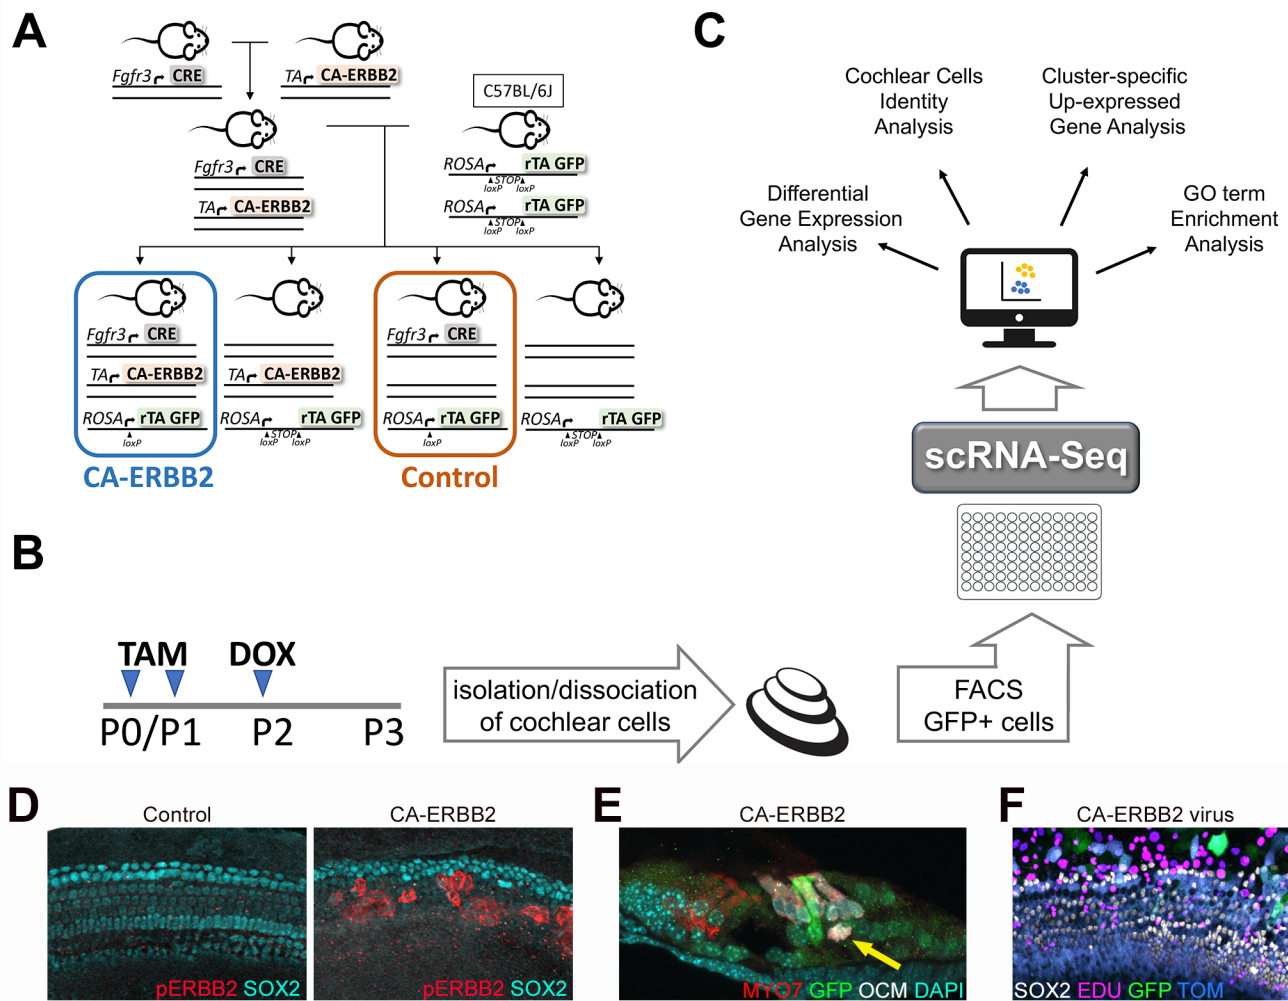

### Supplementary Figure 1. Study design workflow for scRNA-seq analysis of transcriptomes of cochlear supporting cells expressing ERBB2.

(A) Breeding strategy to generate mice with CA-ERBB2 transgene inducible in cochlear supporting cells. (B) Timeline of tamoxifen (TAM) and doxycycline (DOX) injections in neonatal mice, and major steps in processing samples for scRNA-seq analysis. (C) Computational data set analysis of Control and CA-ERBB2 cells. (D-F) Example images from the previously published dataset that illustrate the indirect effects of CA-ERBB2 expression. (D) p-ERBB2 (red) is not evident in control cochlea (left) in the SOX2<sup>+</sup> supporting cell layer (cyan), whereas in CA-ERBB2 cochleae (right), scattered pERBB2<sup>+</sup> cells (red) correlate with a loss of SOX2 expression one day after dox induction. (E) An oblique section through a CA-ERBB2 cochlea shows a row of outer hair cells expressing MYO7 (red) and OCM (white), with a single GFP<sup>+</sup> (green, marker for CA-ERBB2) presumptive Deiter cell. A nearby cell with its nucleus in the supporting cell layer co-expresses MYO7 and OCM (arrow), 14 days after dox induction. (F) A cochlea derived from a Sox2-iCRE/ROSA-flox-Tomato was cultured with hydroxytamoxifen to induce Tomato (blue) in supporting cells and then infected with Ad5-GFP-CA-ERBB2 (green). Dividing supporting cells take up EdU (magenta) and have down-regulated SOX2 protein (white). All methods and quantification for these examples can be found in (Zhang et al, 2019).

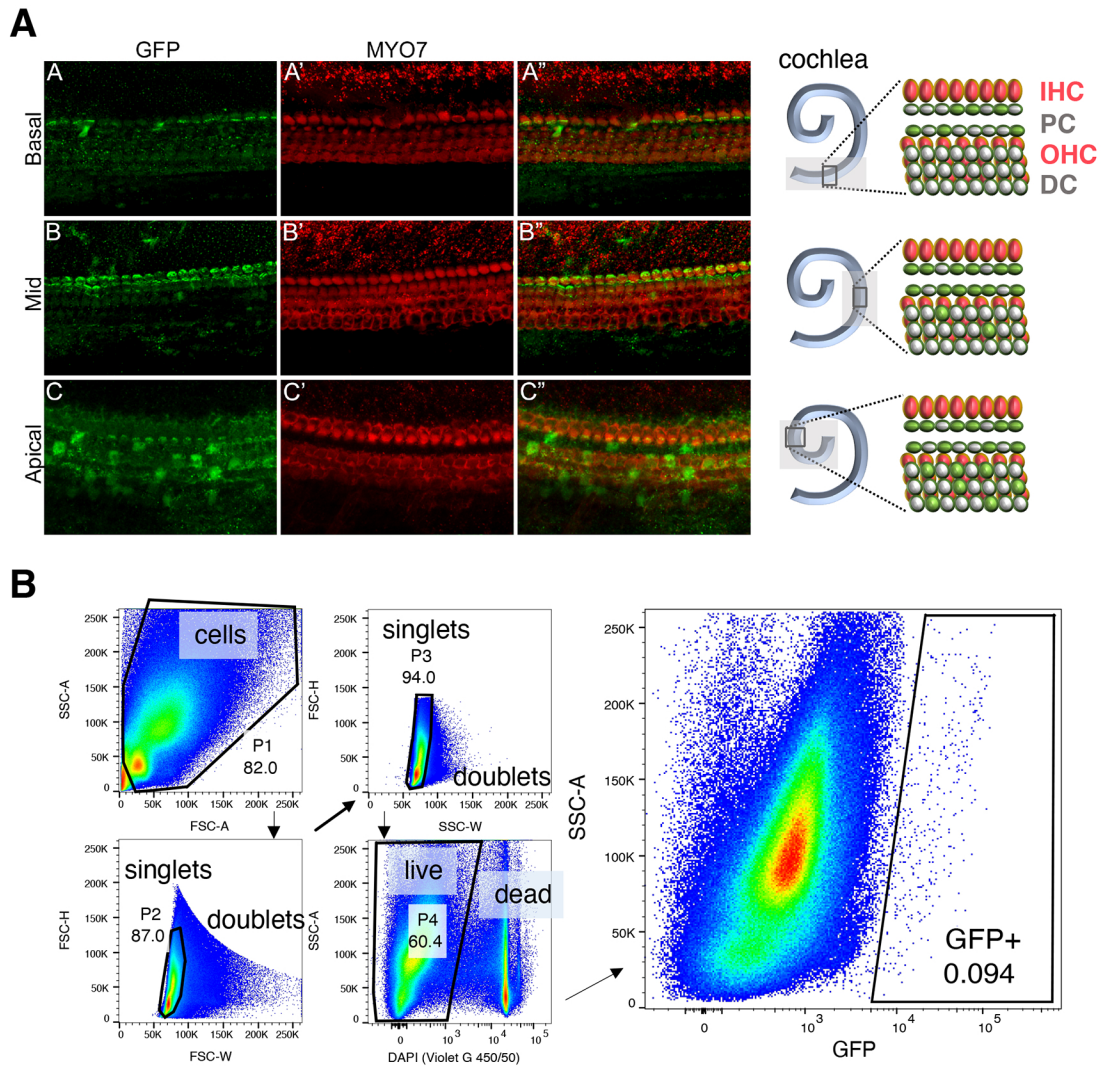

**Figure S2. GFP labeling of supporting cells in the organ of Corti for FACS analysis.** The iCre gene under control of *Fgfr3* promoter is mostly expressed in supporting cells, such as Deiter cells, Pillar cells and Hensen cells. Two injections of tamoxifen at P0 and P1 allow activation of iCRE and activation of GFP expression mostly in apical region of the organ of Corti. (A) Shown are confocal images of a whole mount preparations of the organ of Corti from apical, mid and basal portions. Samples were collected at P3. Both, IHC and OHC are labelled with antibodies to MYO-VIIA (MYO7). (B) Shown are flow cytometry plots with gating of cochlear cells dissociated from P3 pups for FACS purification of GFP+ cells. P1, initial gating of cells to exclude debris. P2 and P3, gating based on forward scatter height (FSC-H), forward scatter width (FSC-W) and side scatter width (SSC-W) for doublets discrimination to select single cells. P4, gating of live cells based on negative staining with DAPI. GFP+ population is selected for sorting from the DAPI-negative cells (P4).

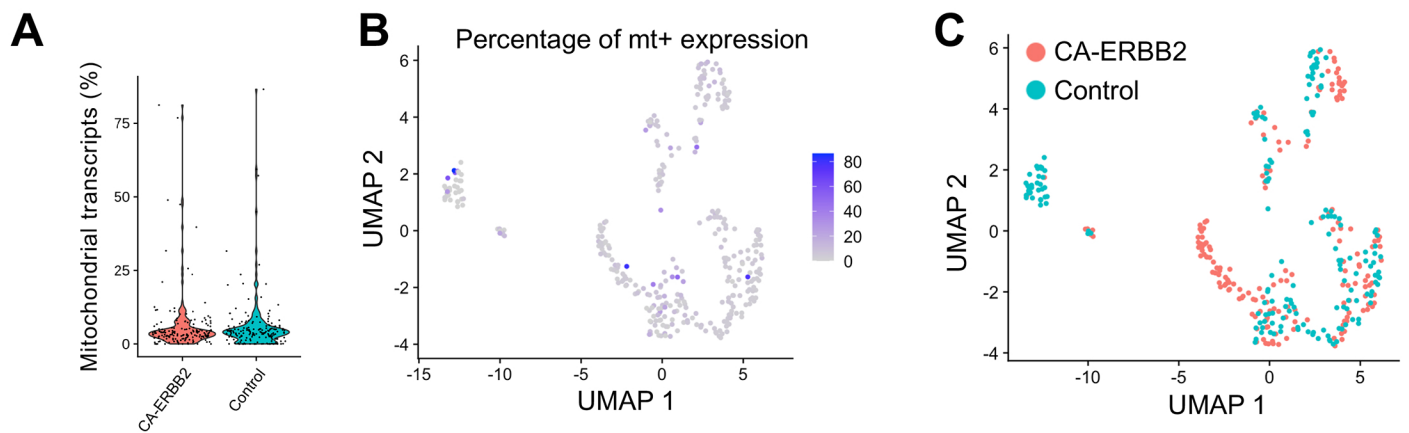

**Supplementary Figure 3. Additional quality control metrics of scRNA-seq dataset.**

(A) Violin plots showing similar distributions observed for cells from Control and CA-ERBB2 samples in percentage of reads from mitochondrial transcripts per cell. Most of the cells are identified as intact cells based on a low percentage of reads from mitochondrial transcripts, as anticipated by their exclusion of a cell impermeant dye. 

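The mean share of counts on mitochondrial genes per cell was 5.98 ± 1.35% (SD, n = 3 plates) in CA-ERBB2 cells and 5.91 ± 2.78% (SD, n = 3 plates) in Control cells (two-sided exact permutation test, p = 1). The plate medians were 3.73 ± 0.267% and 3.65 ± 1.21% (SD, n = 3 plates each; exact permutation test, p = 1). Between 91.5% and 98.3% of the cells of a CA-ERBB2 plate and between 88.1% and 98.3% of a Control plate had less than 20% mitochondrial counts.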

(B) UMAP plots showing distribution of percentage of mitochondrial gene (mt) expression in cells. (C) UMAP plot of CA-ERBB2 and Control cells in clusters for comparison.

**Supplementary Figure S4. UMAP plots and violin plots for marker gene transcripts identifying cochlear cells among ten clusters.** Expression of gene markers was analyzed for Deiter cells, rows 1 and 2 (**A**), row 3 (**B**), Hensen cells (**C**), Inner Pillar cells (**D**), Outer Pillar cells (**E**), Inner Hair cells (**F**), Outer Hair cells (**G**), Lateral Greater Epithelial Ridge cells, group 1 (**H**), group 2 (**I**), group 3 (**J**), Medial Greater Epithelial Ridge cells (**K**), Inner Sulcus cells (**L**), Outer Sulcus cells (**M**), Interdental cells (**N**), and cells expressing Oc90 (**O**). Statistical analyses were performed with R version 4.0.5.

**A**

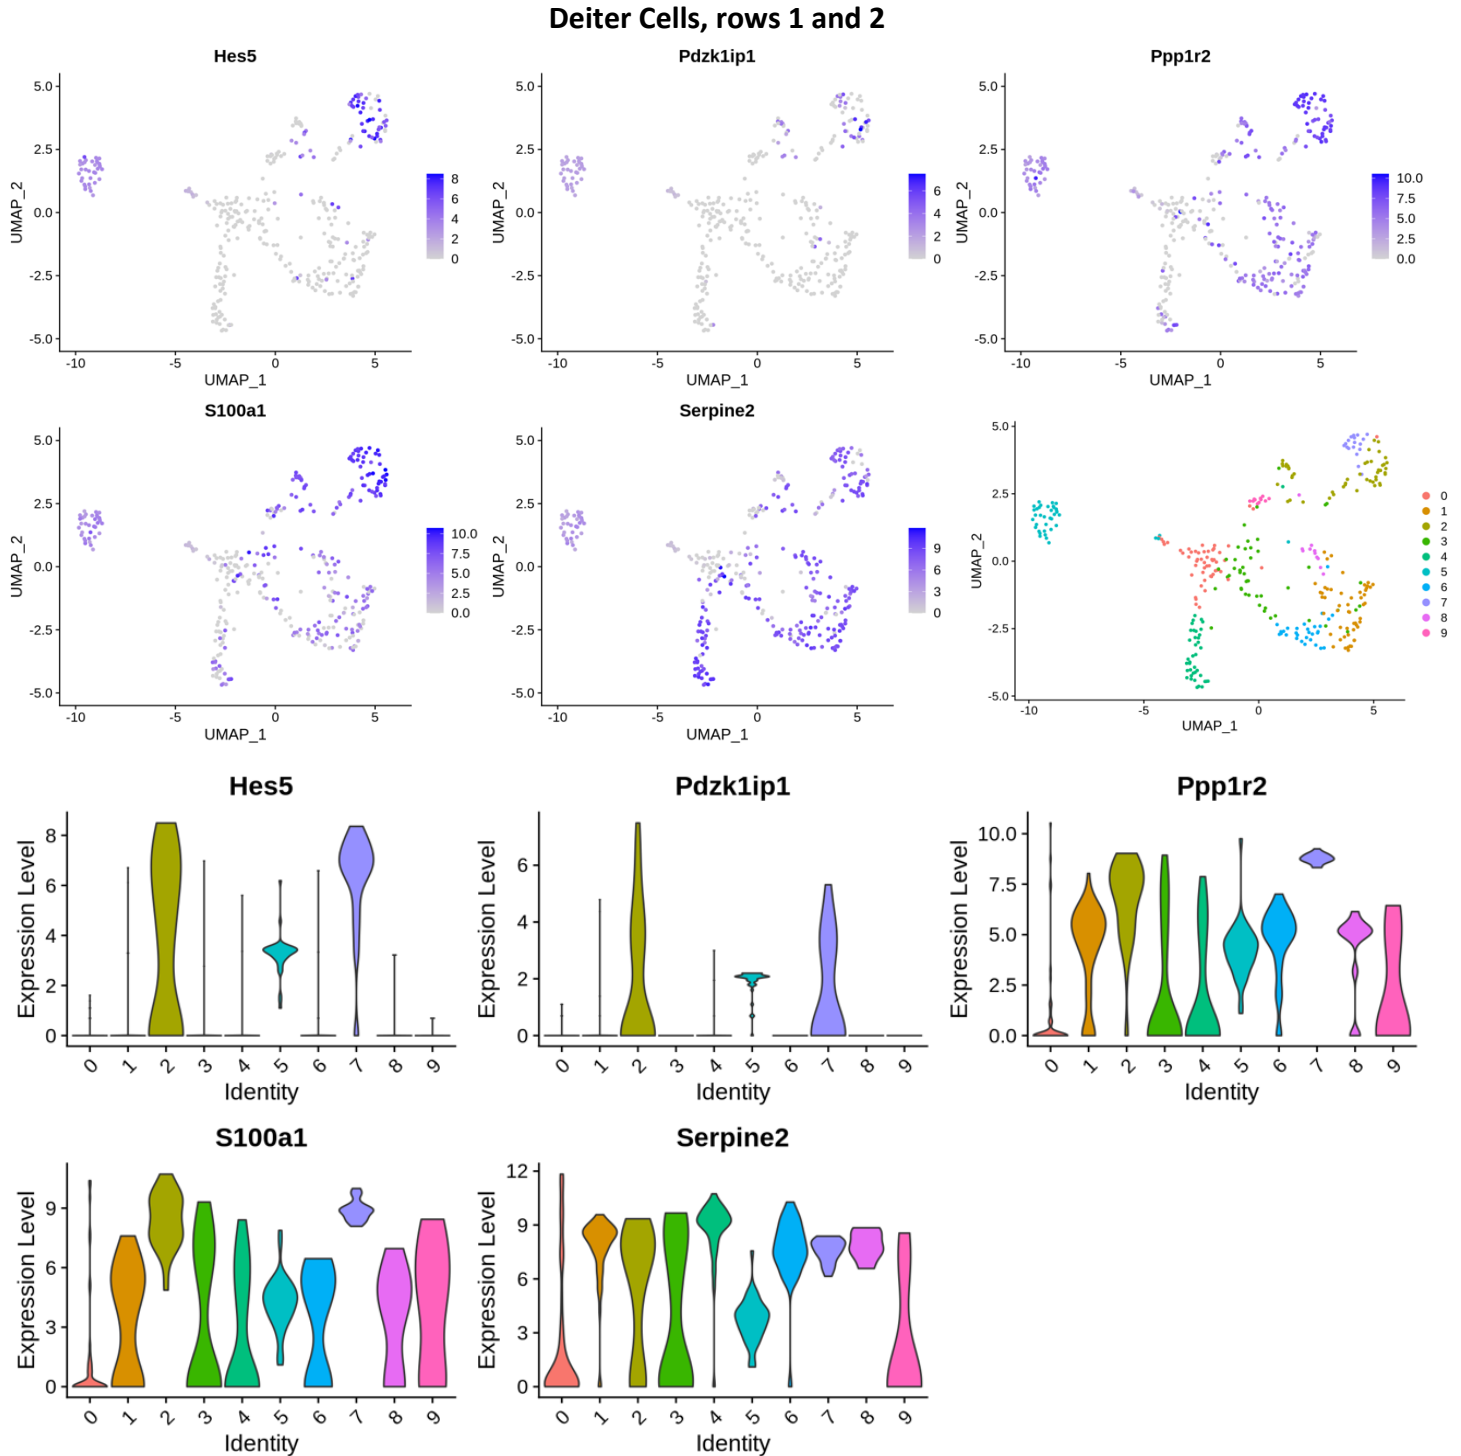

**B**

**Deiter Cells, row 3**

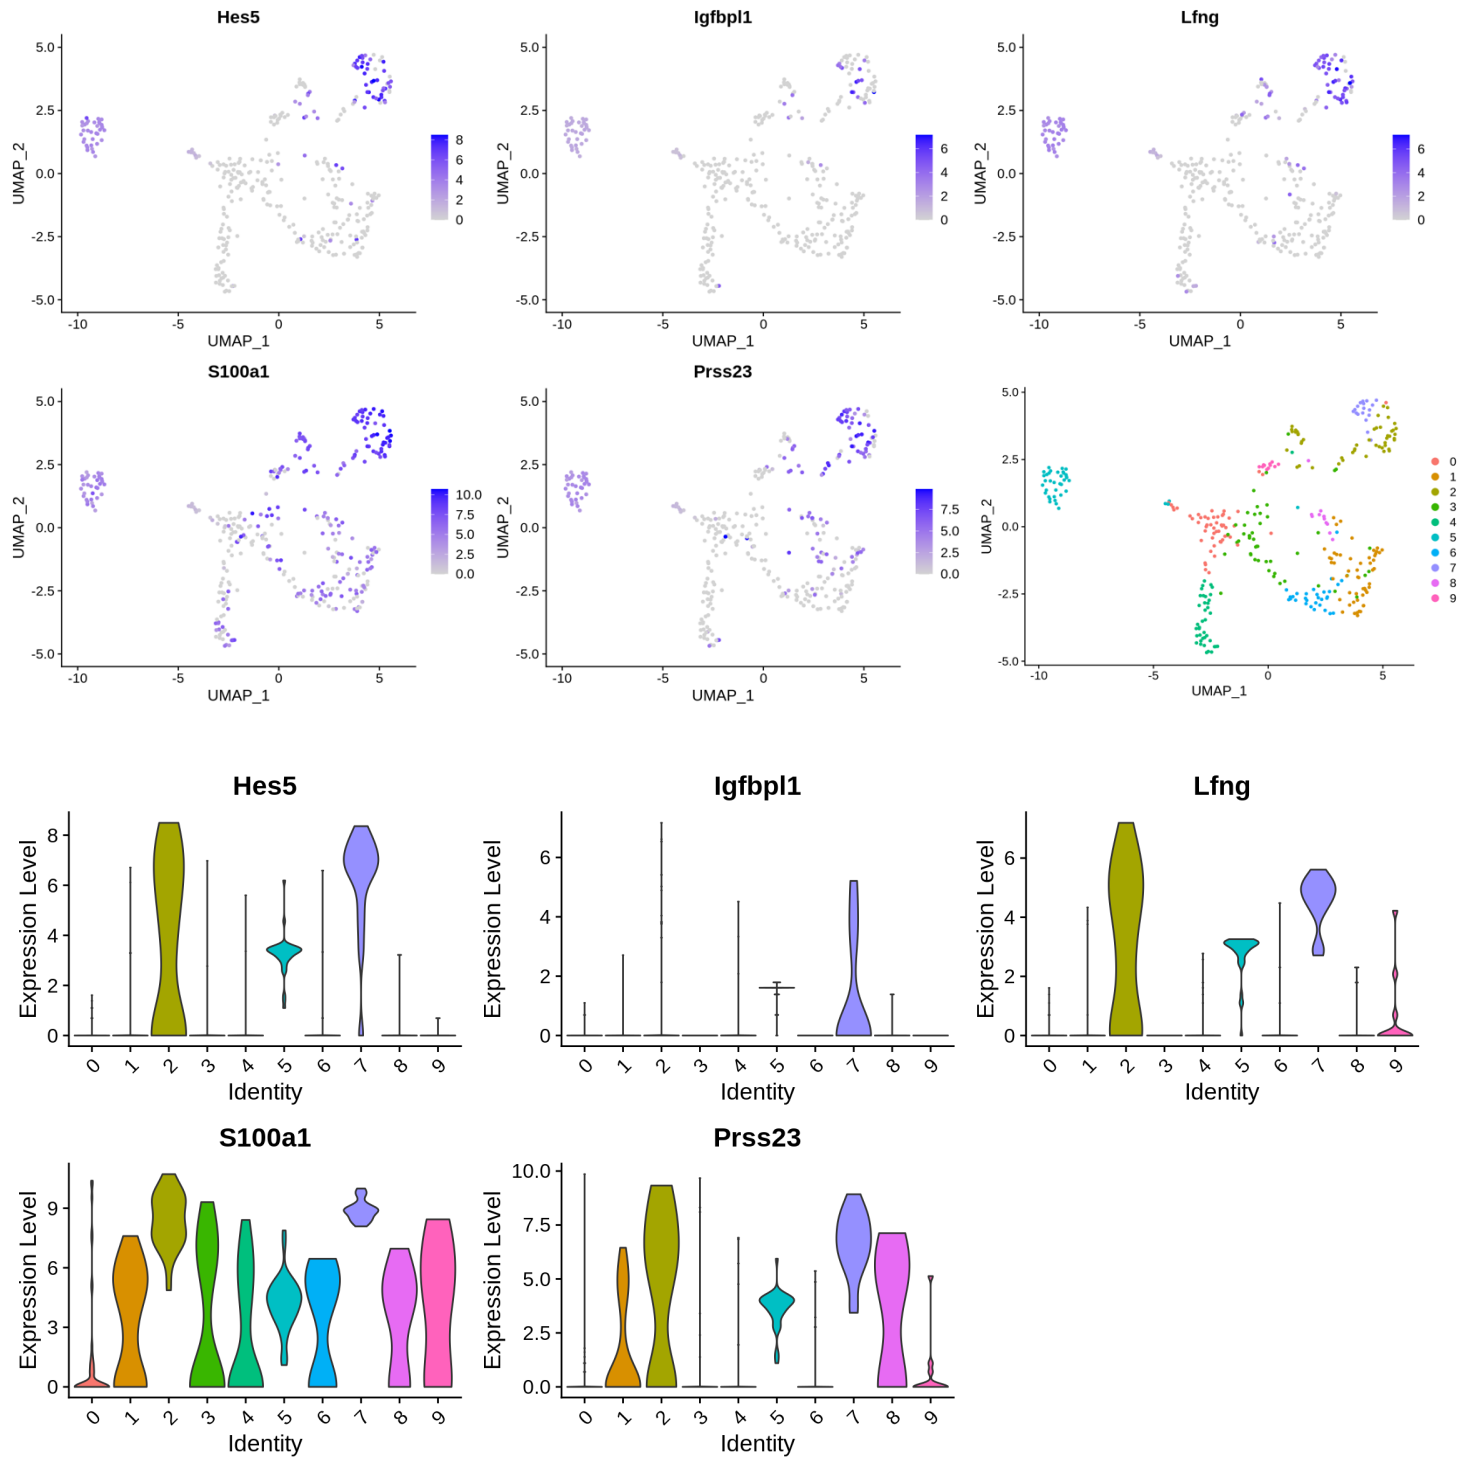

C

# Hensen Cells

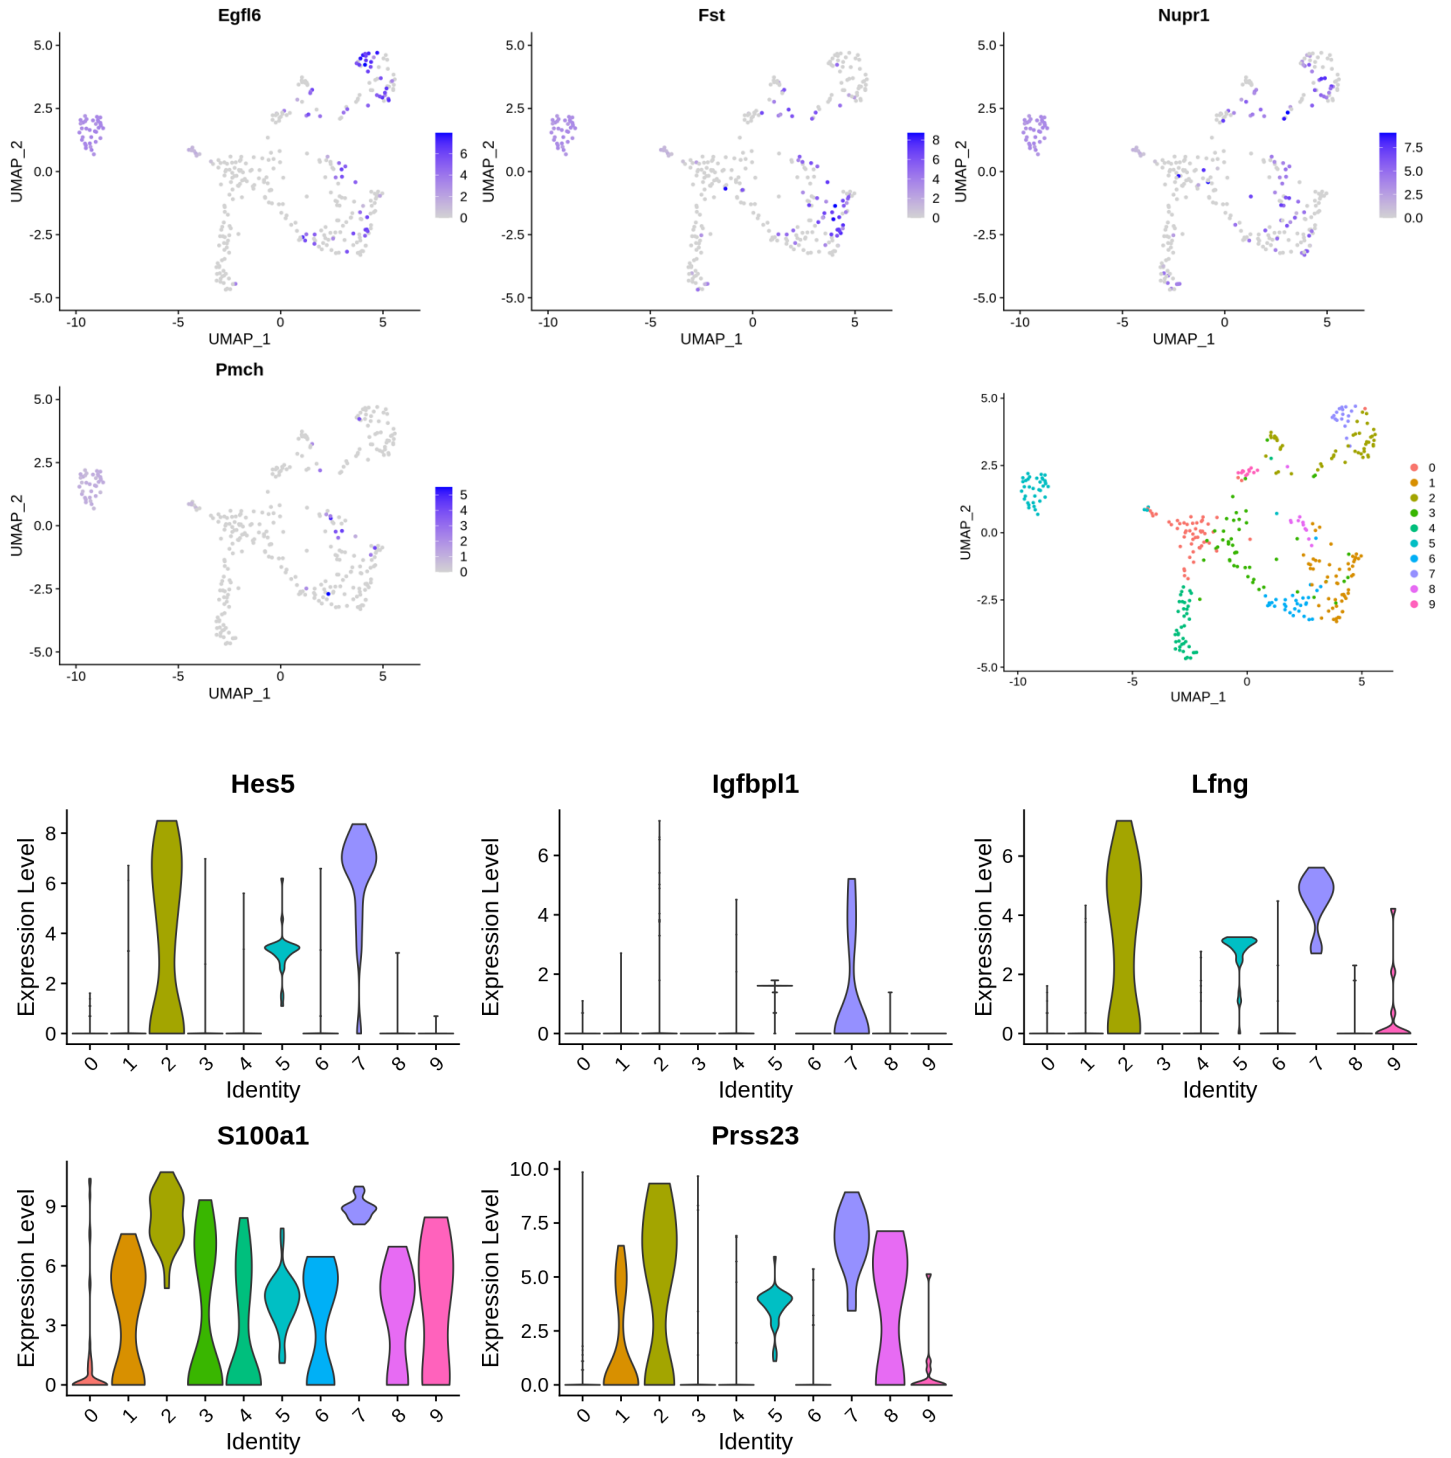

D

### Inner Pillar Cells

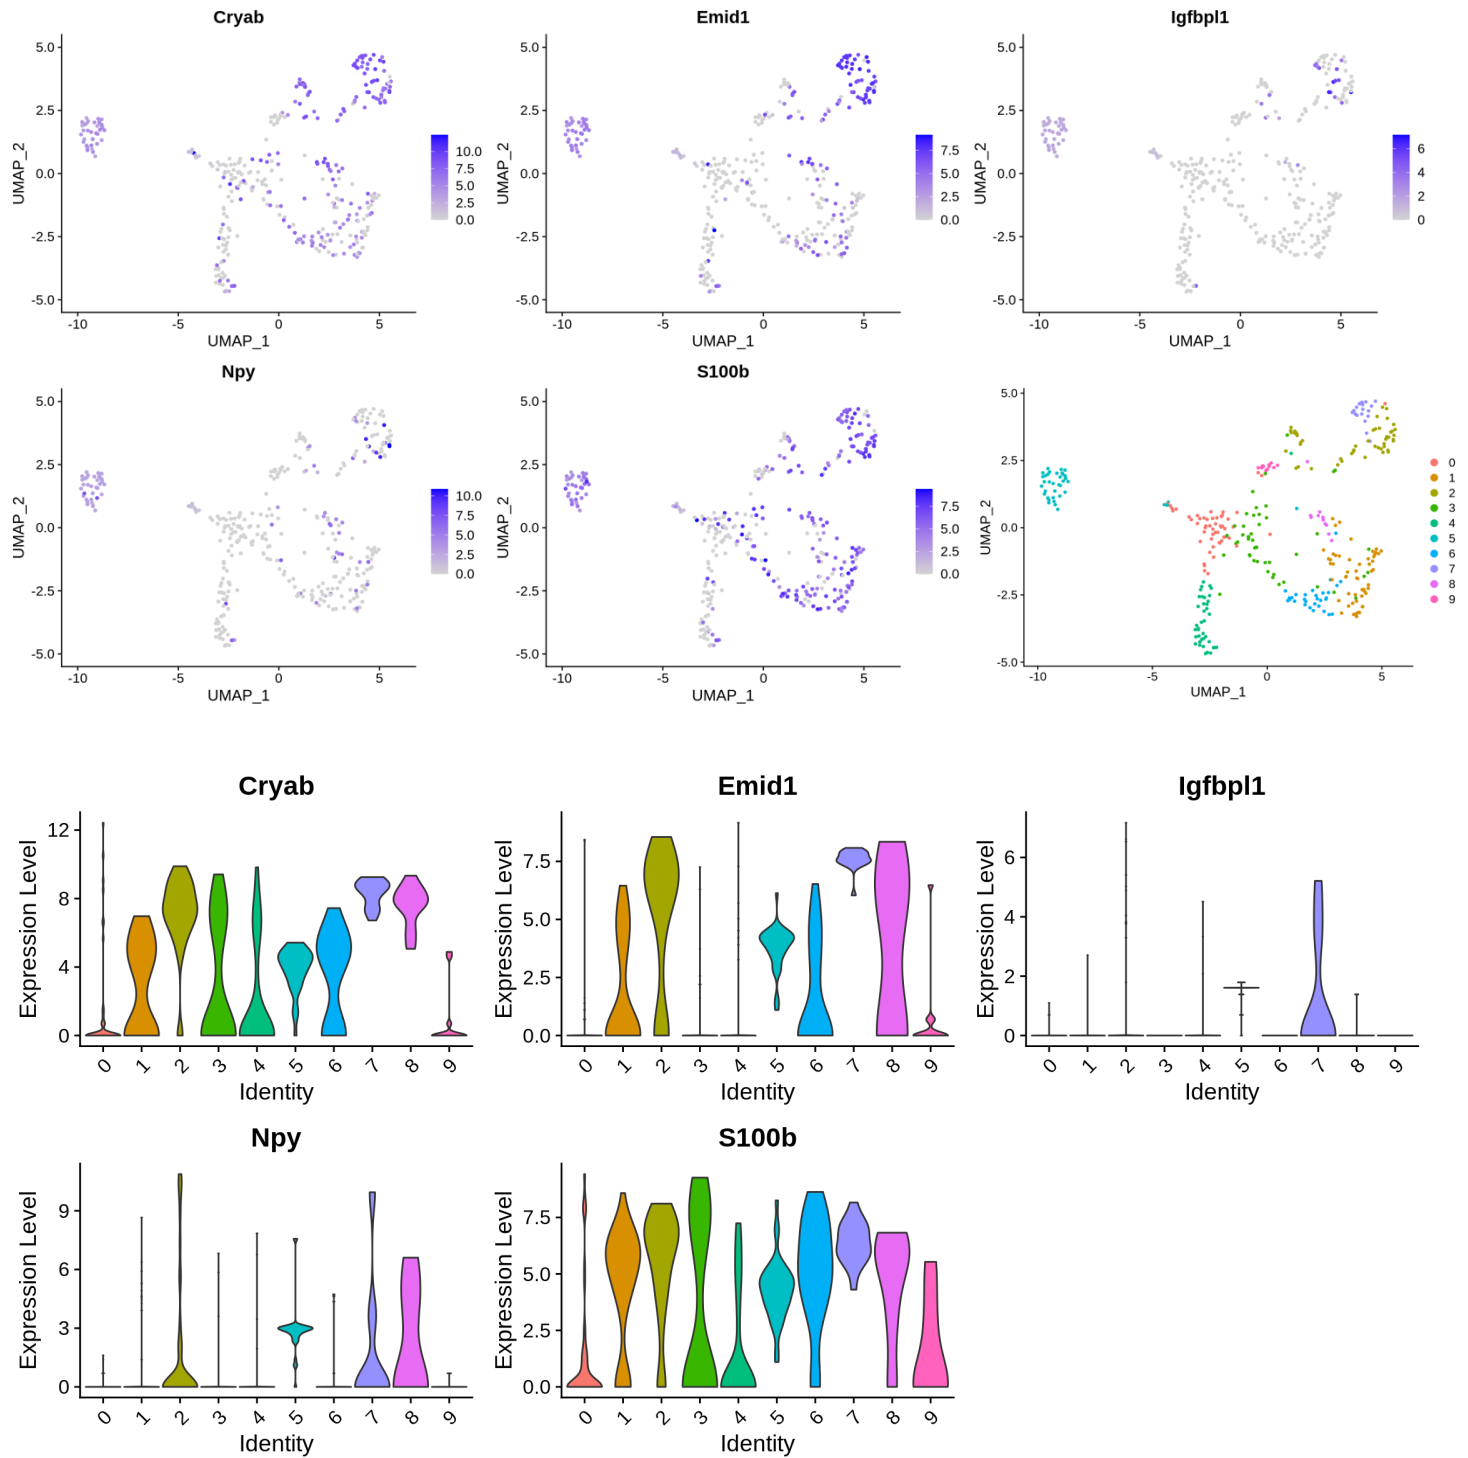

**E**

# Outer Pillar Cells

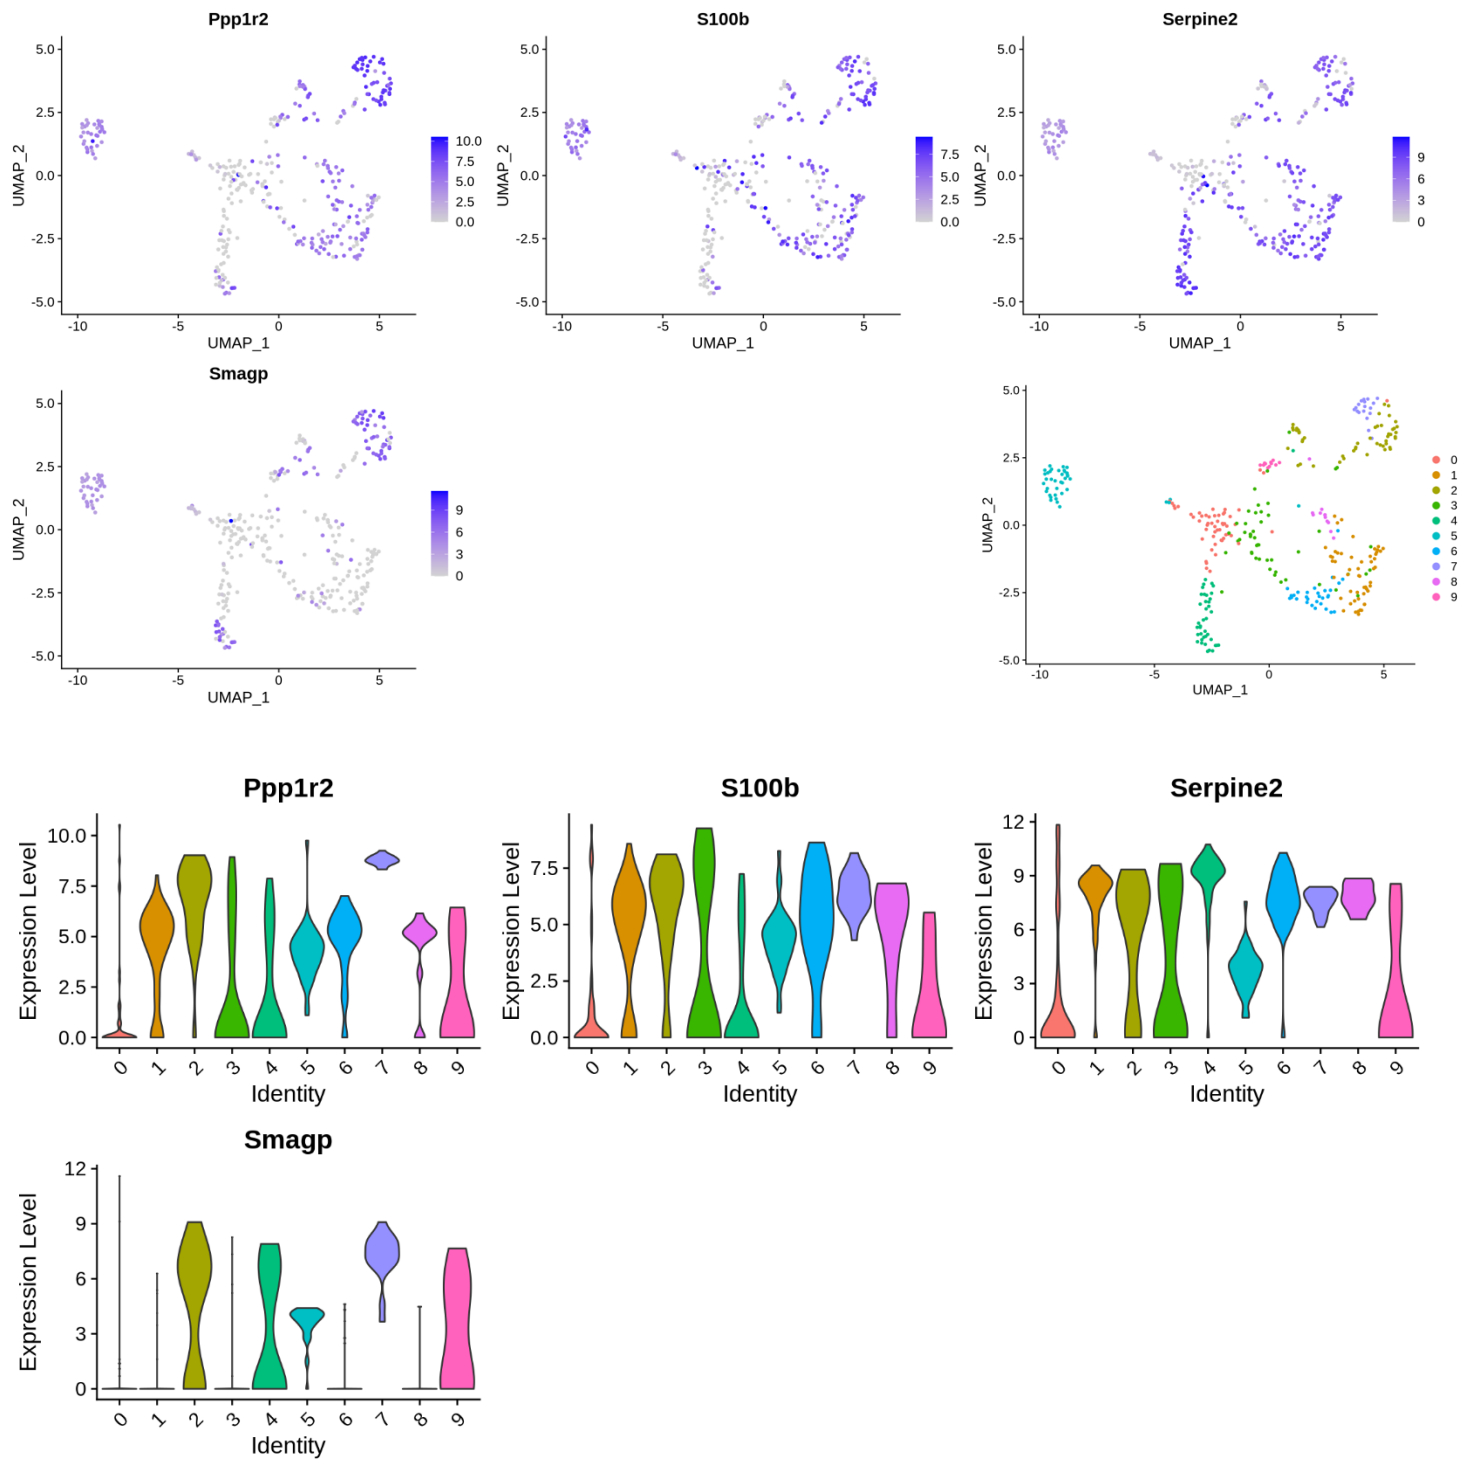

**F**

# **Inner Hair Cells**

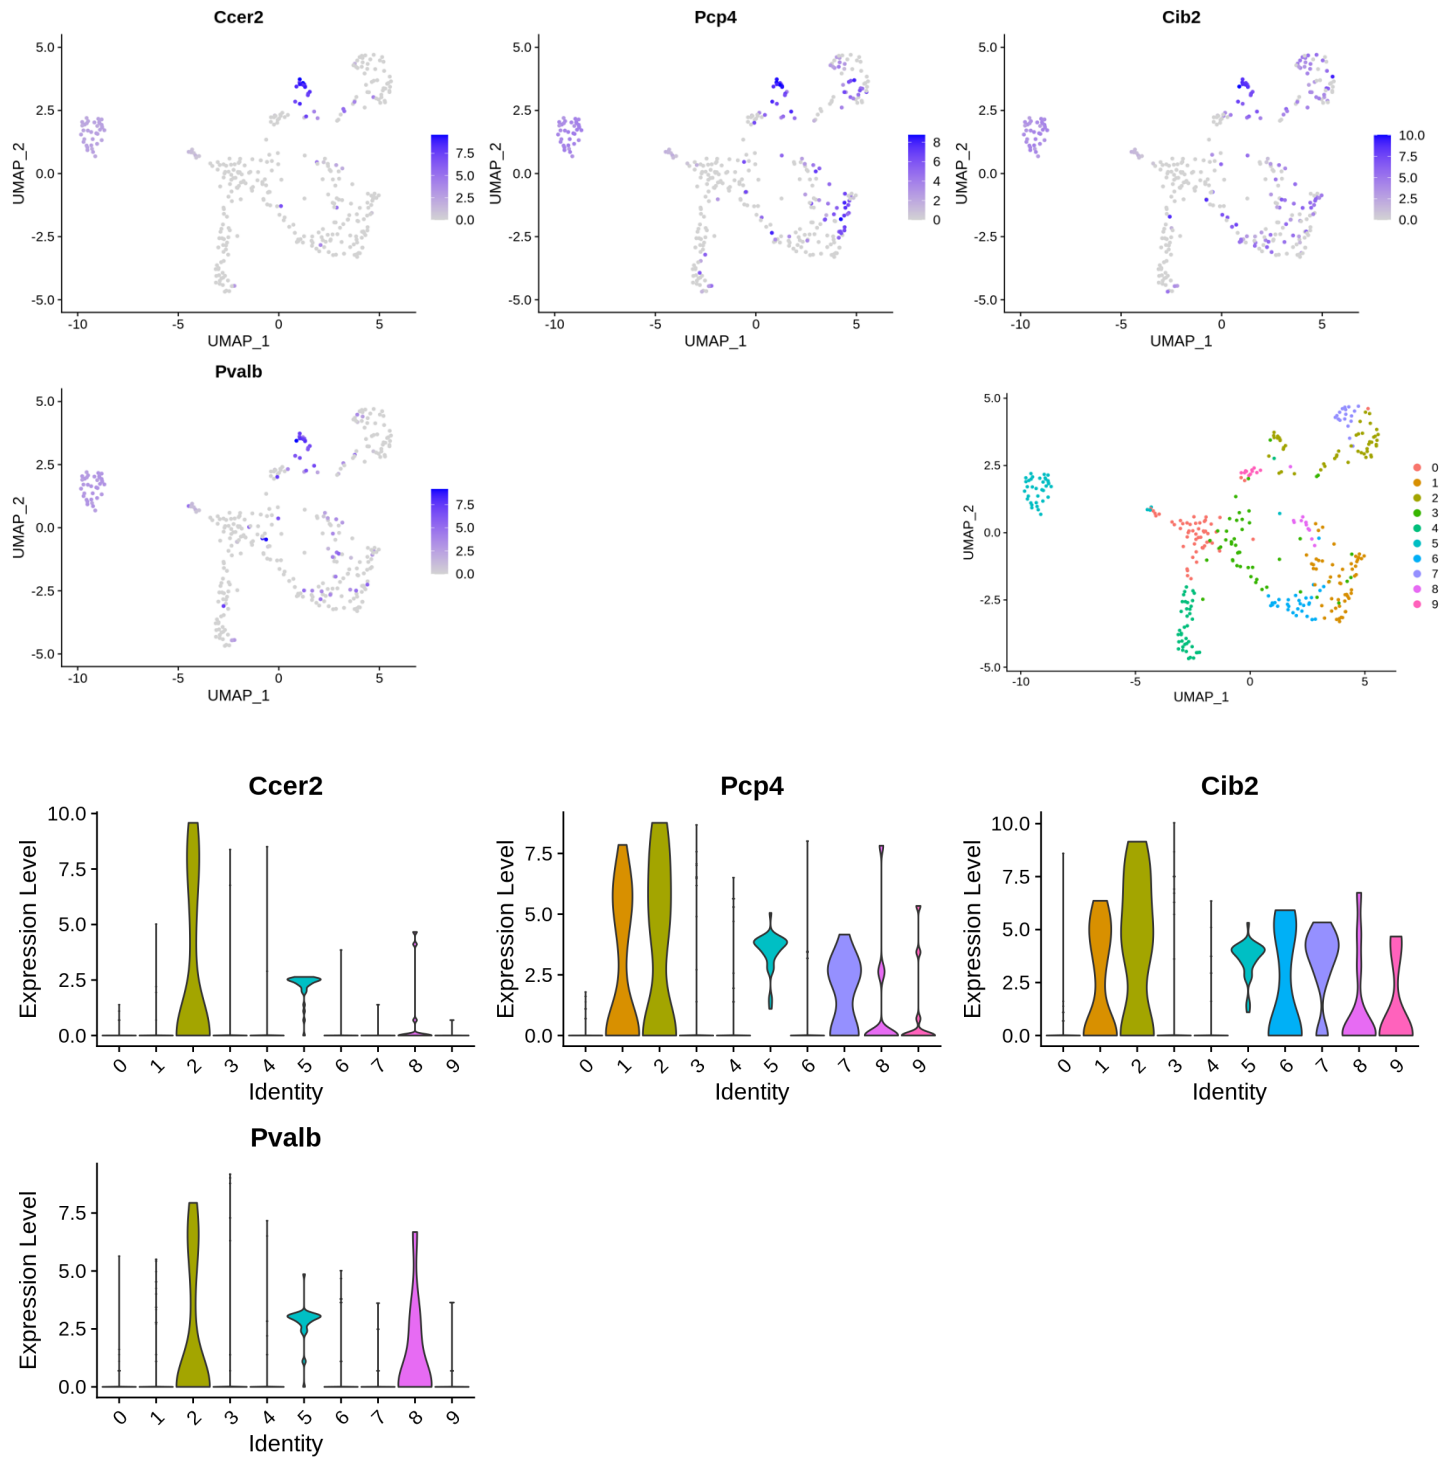

G

# Outer Hair Cells

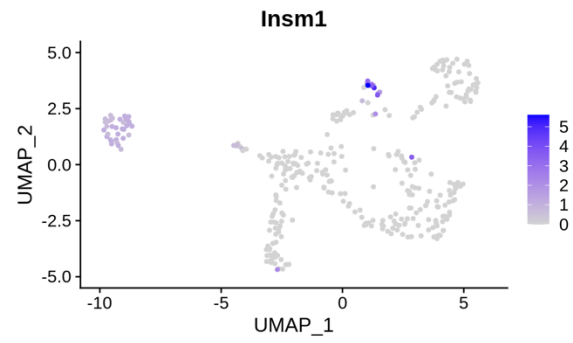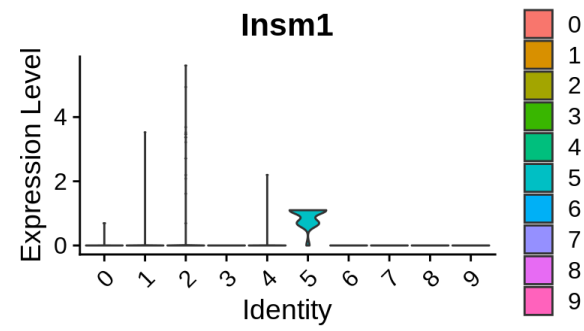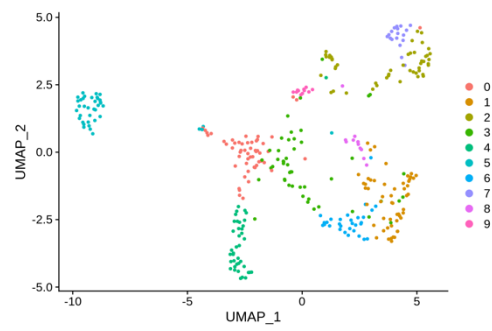

H

# Lateral Greater Epithelial Ridge Cells, group 1

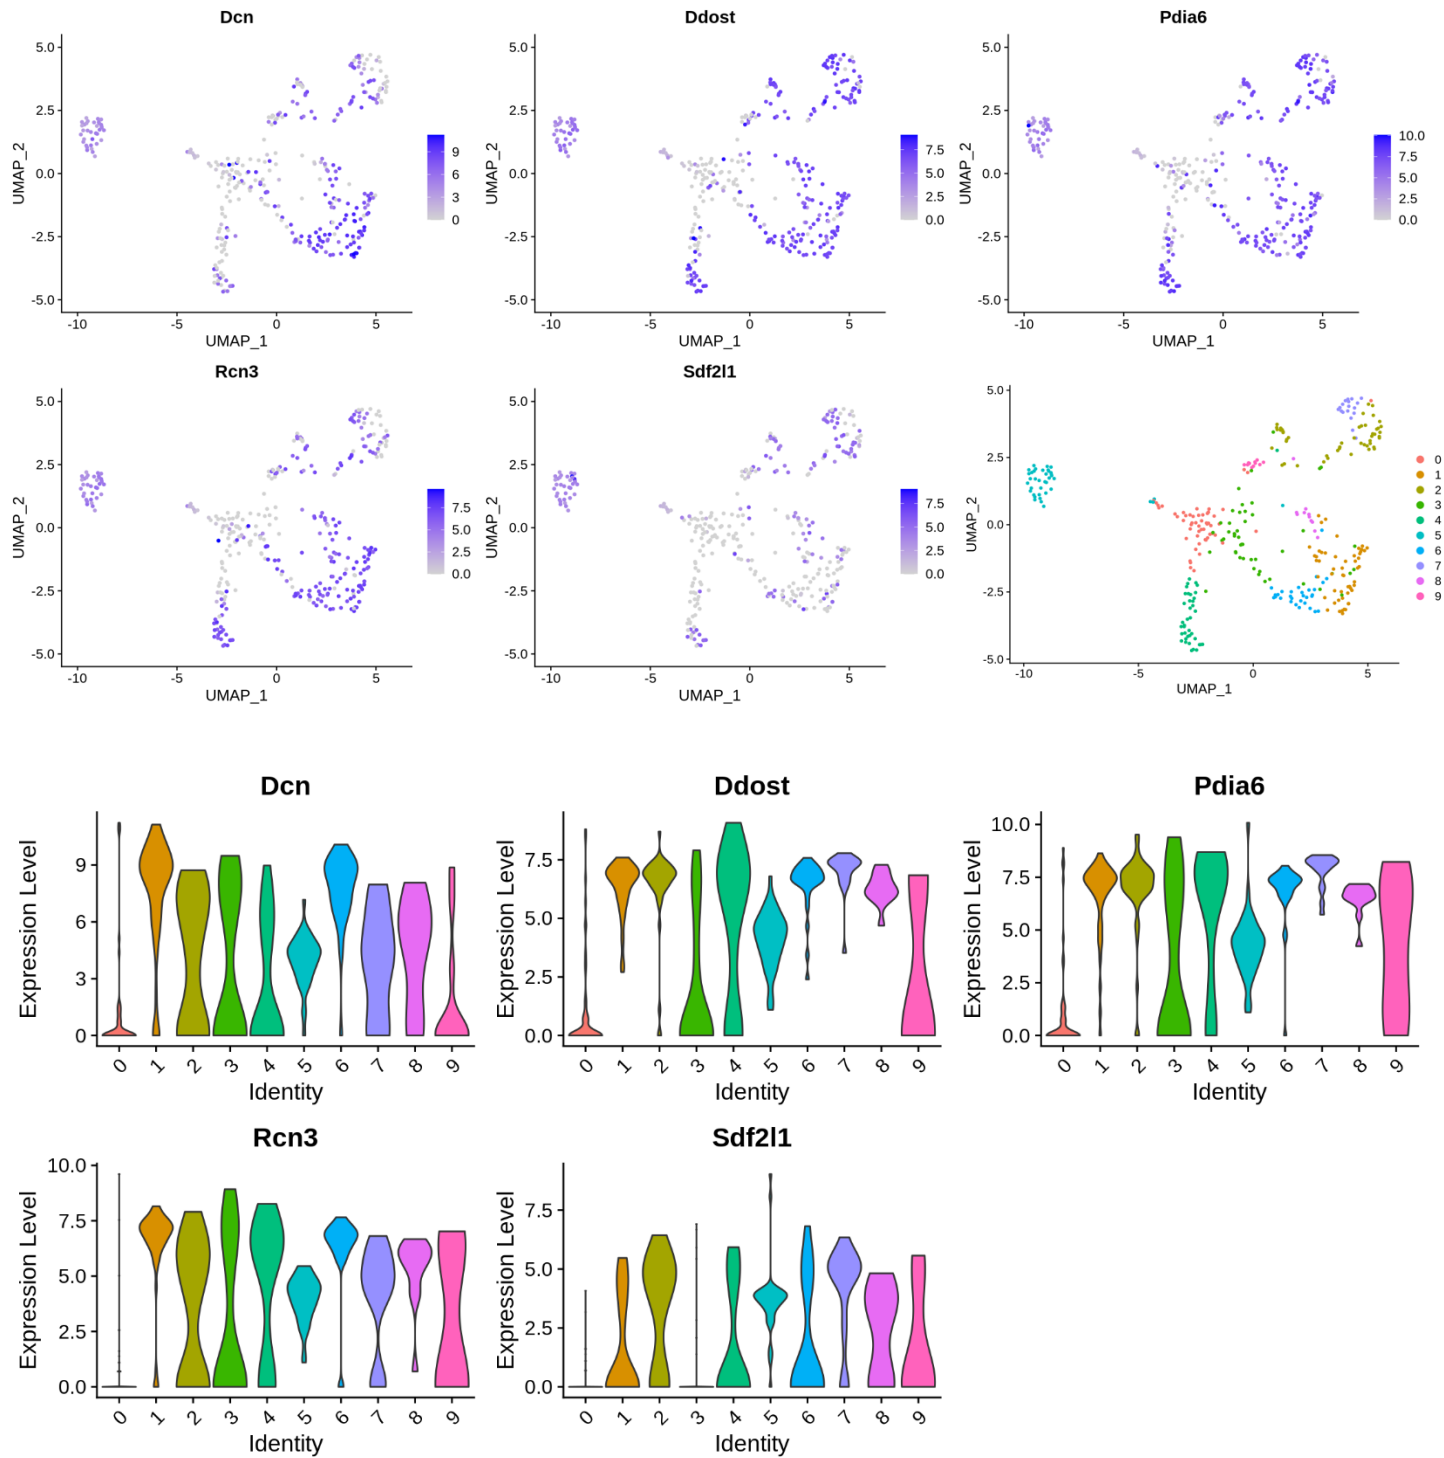

I

## Lateral Greater Epithelial Ridge Cells, group 2

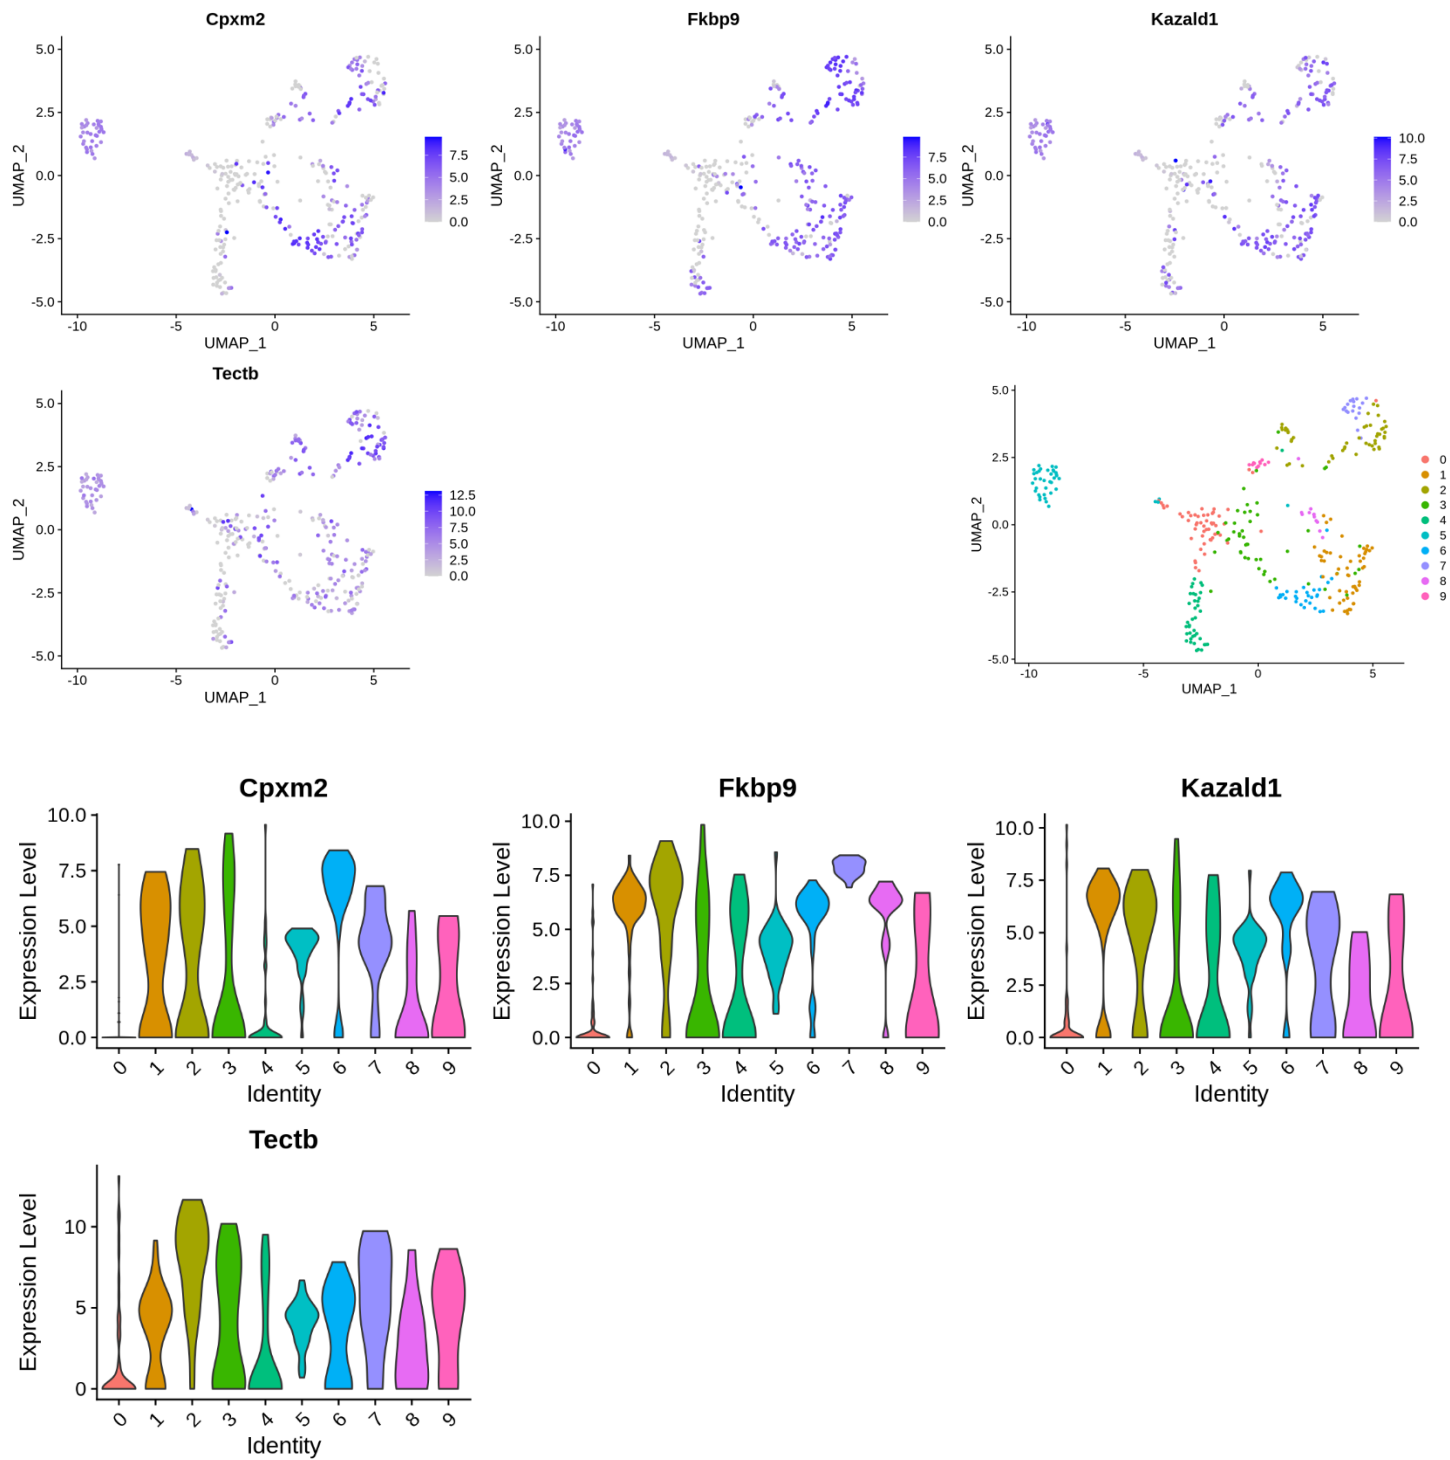

J

## Lateral Greater Epithelial Ridge Cells, group 3

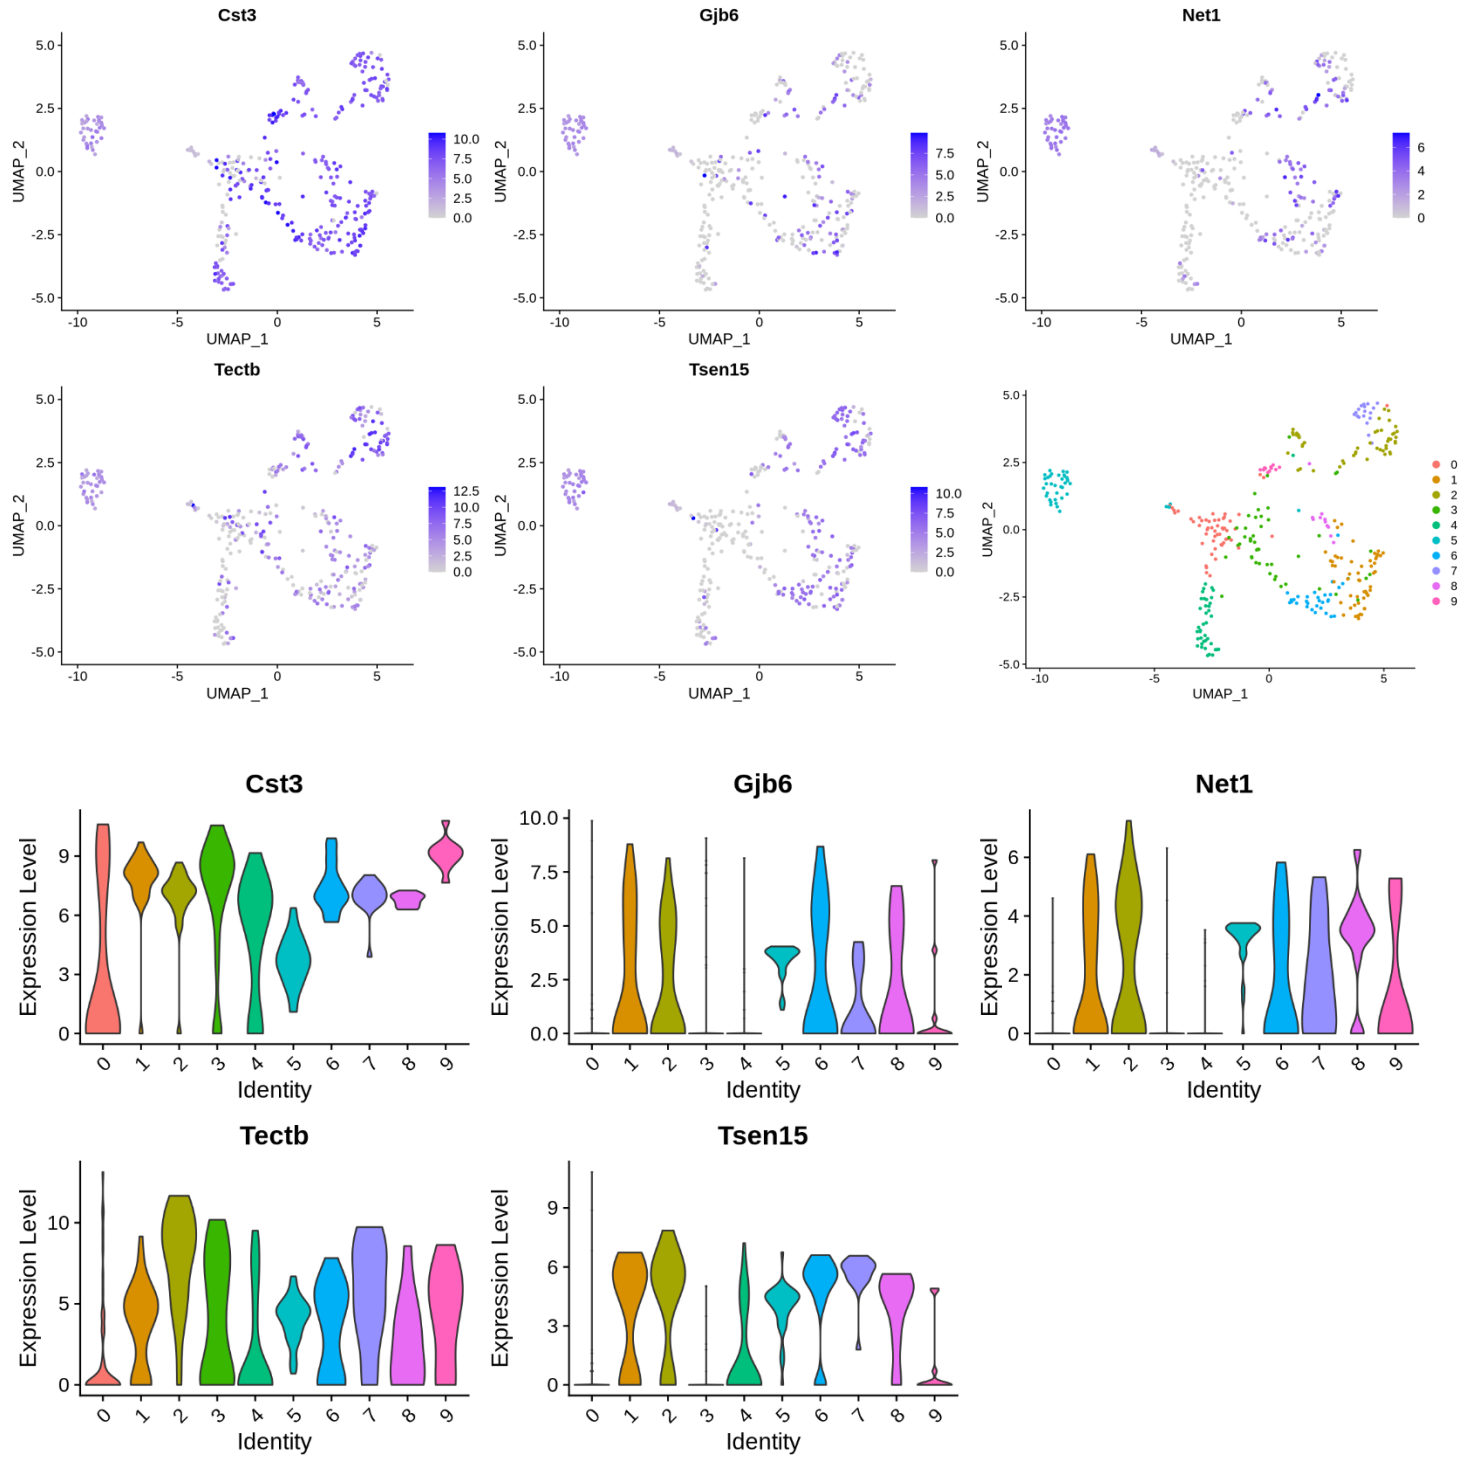

K

# Medial Greater Epithelial Ridge Cells

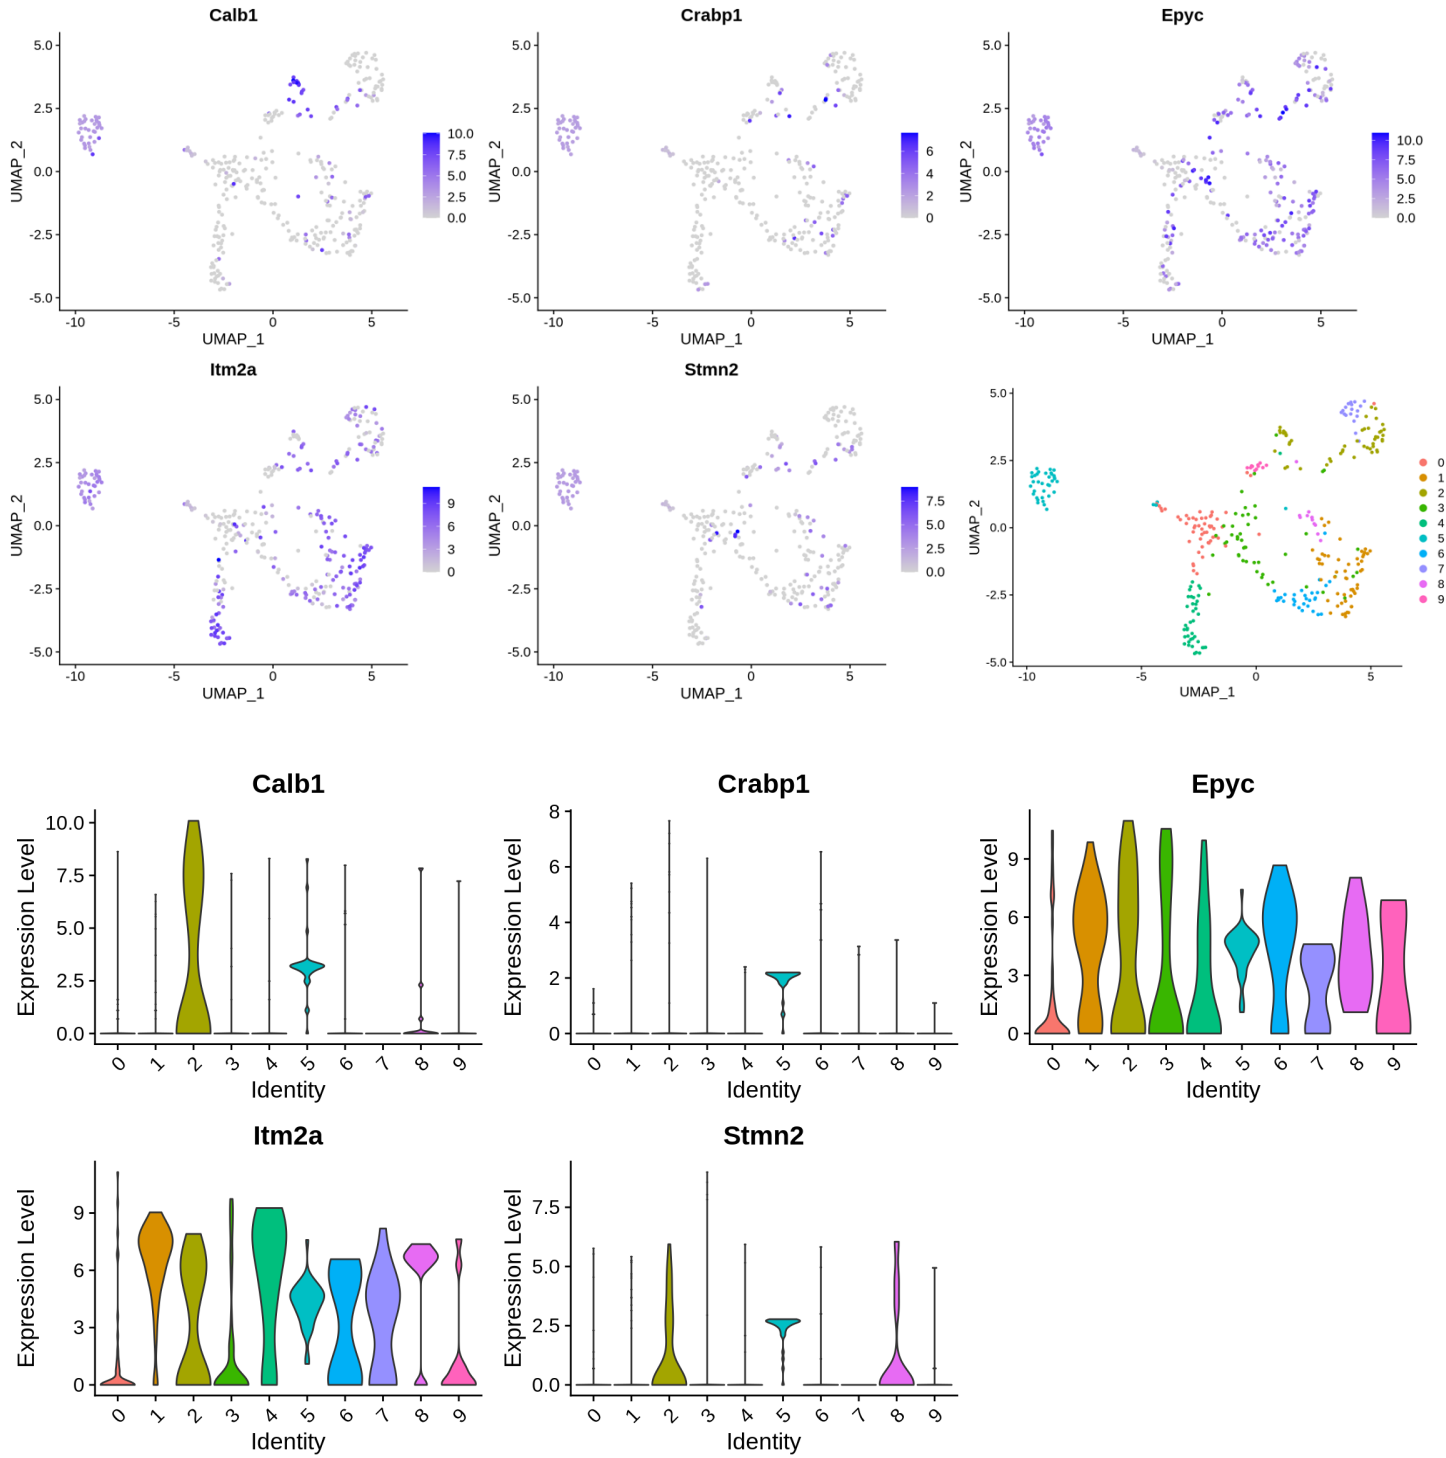

L

## Inner Sulcus Cells

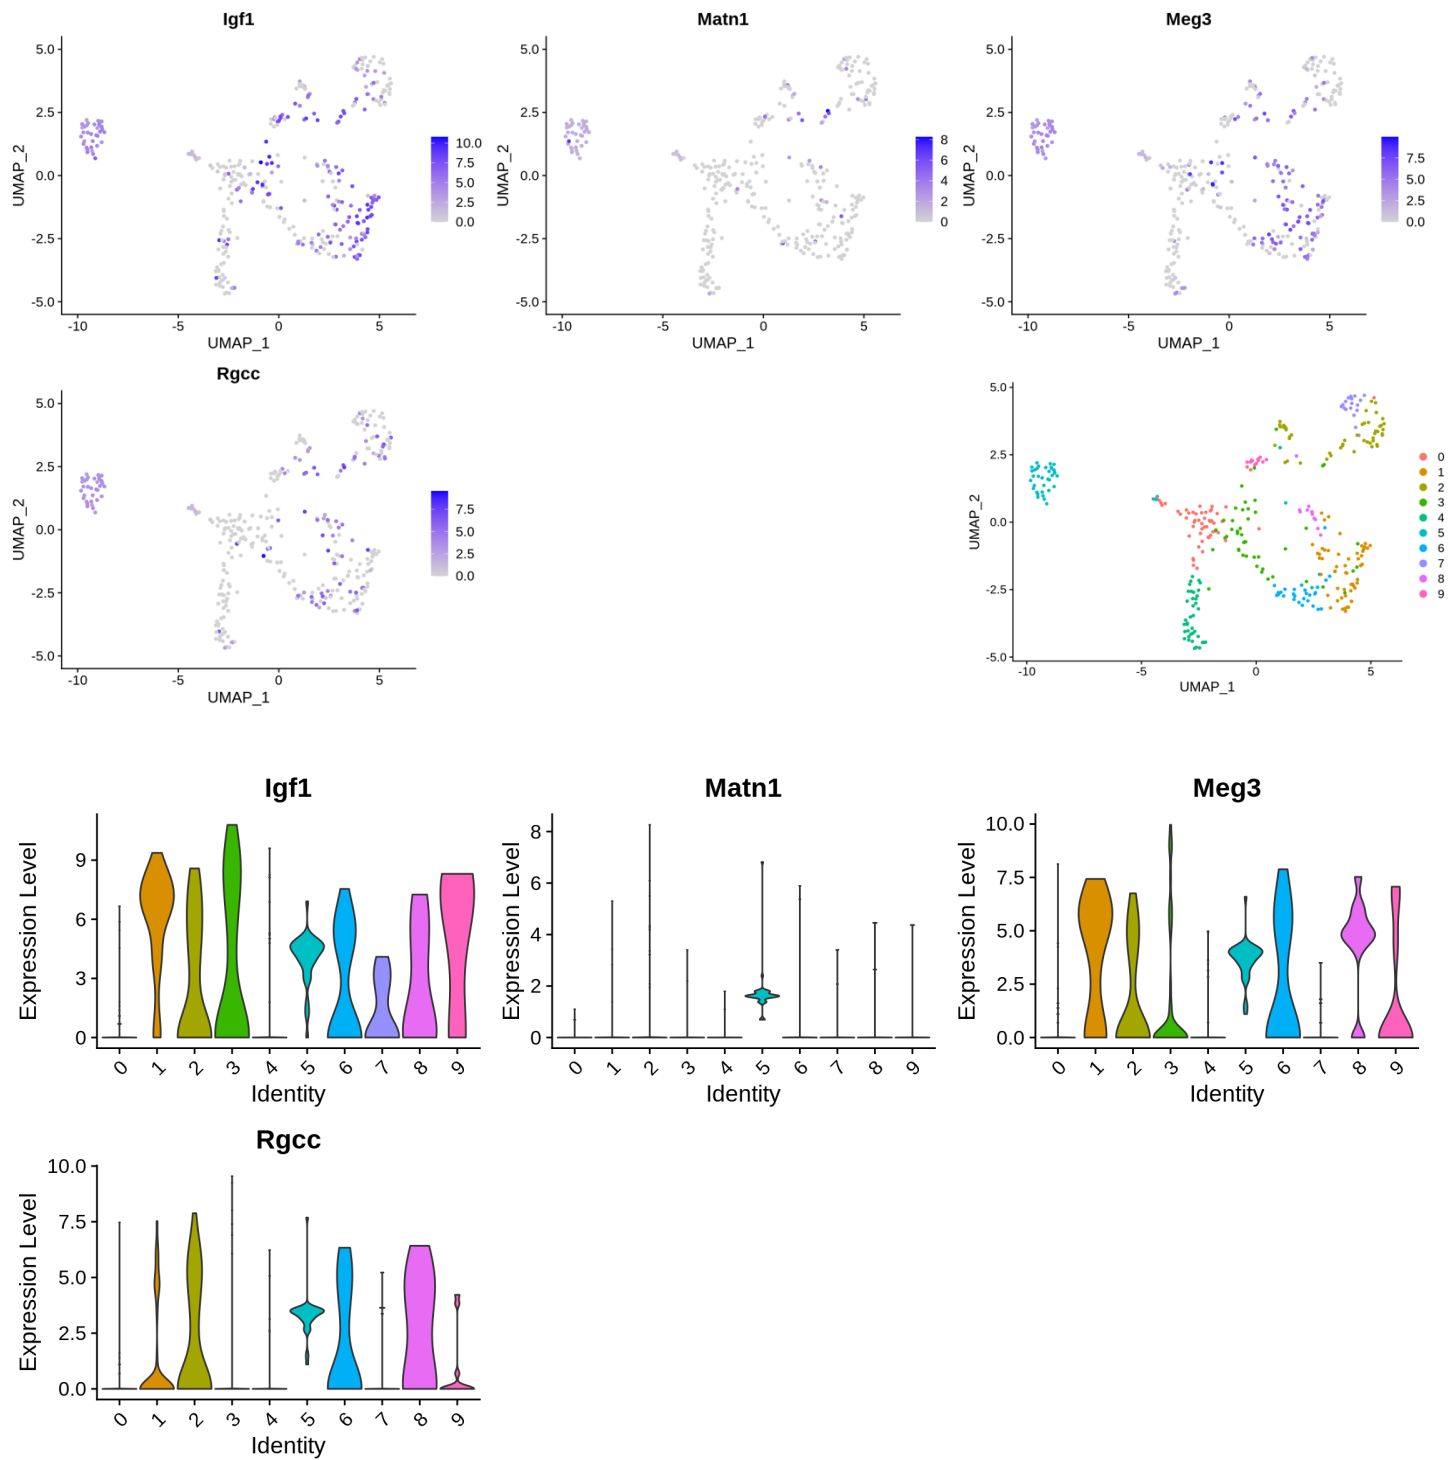

M

## Outer Sulcus Cells

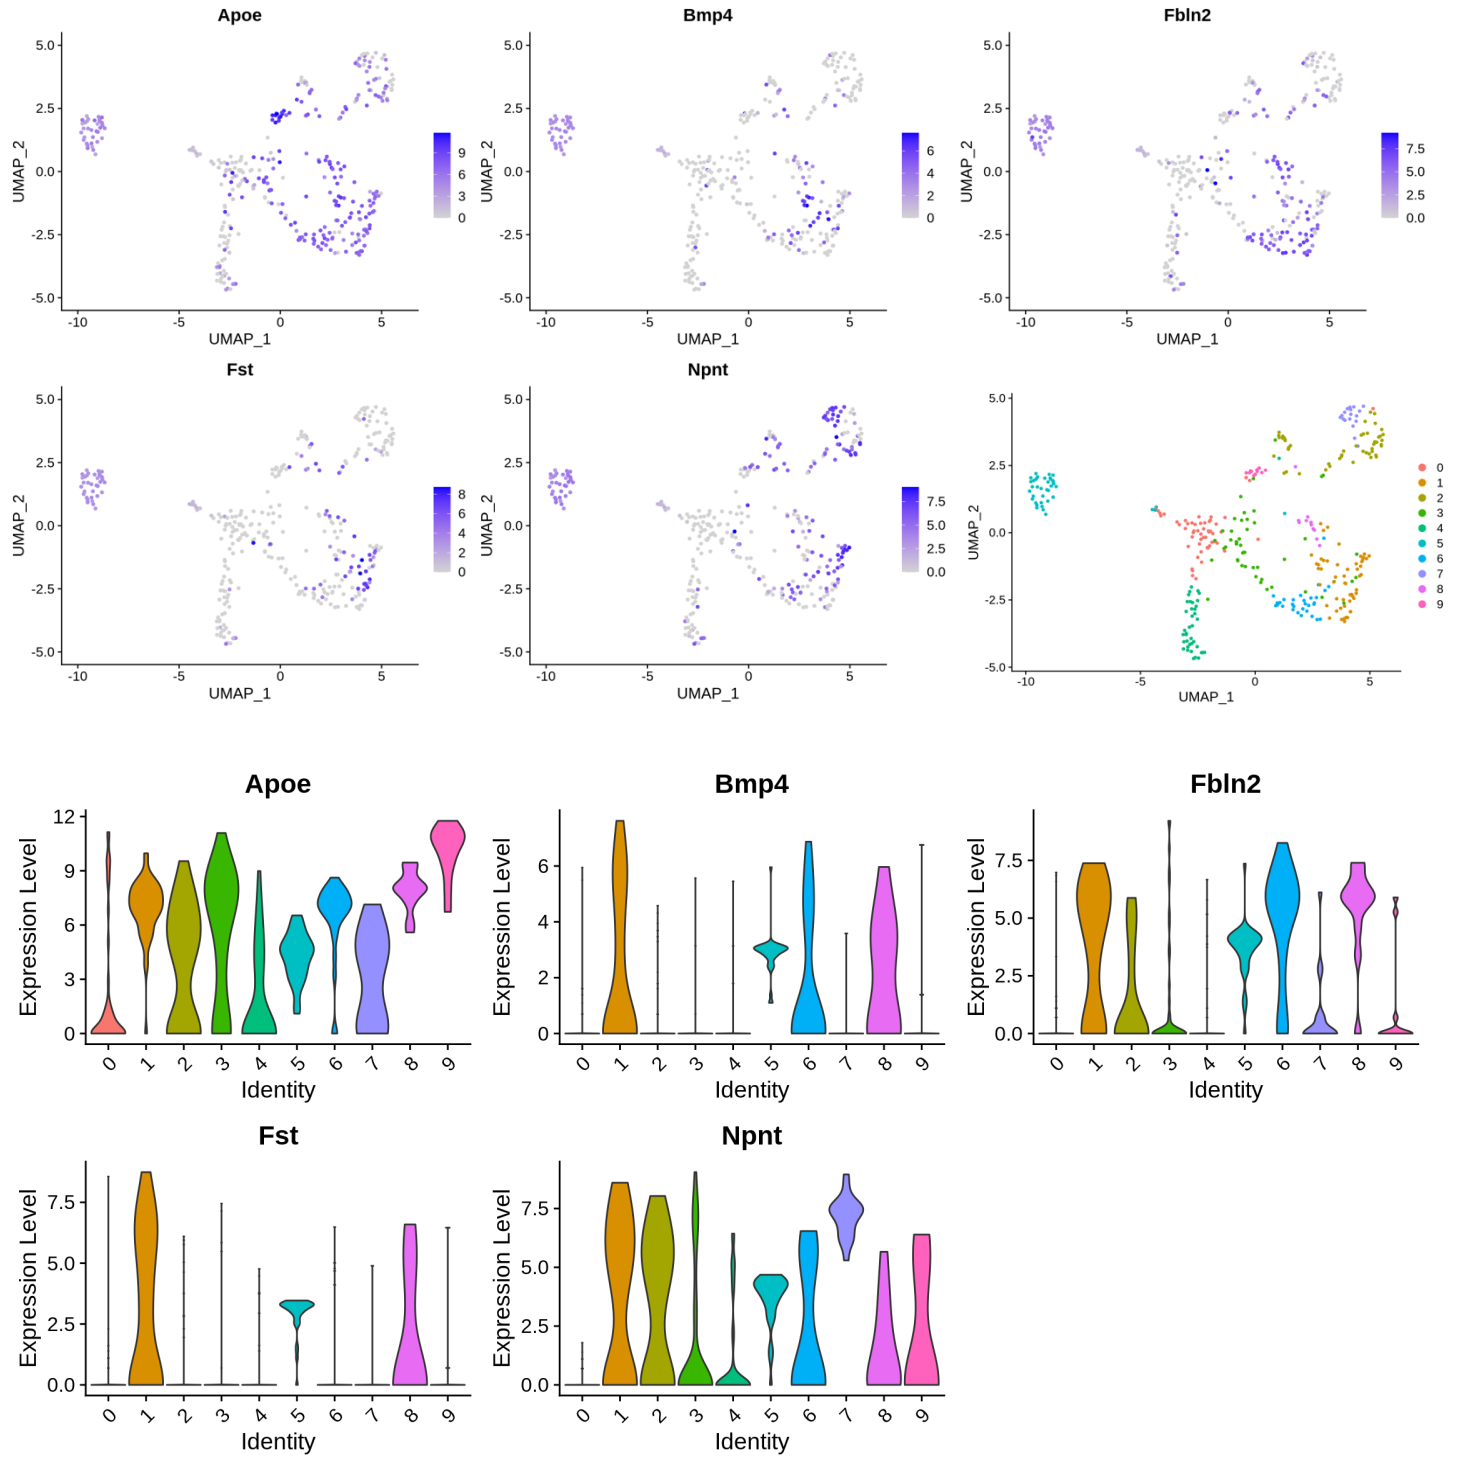

N

## Interdental Cells

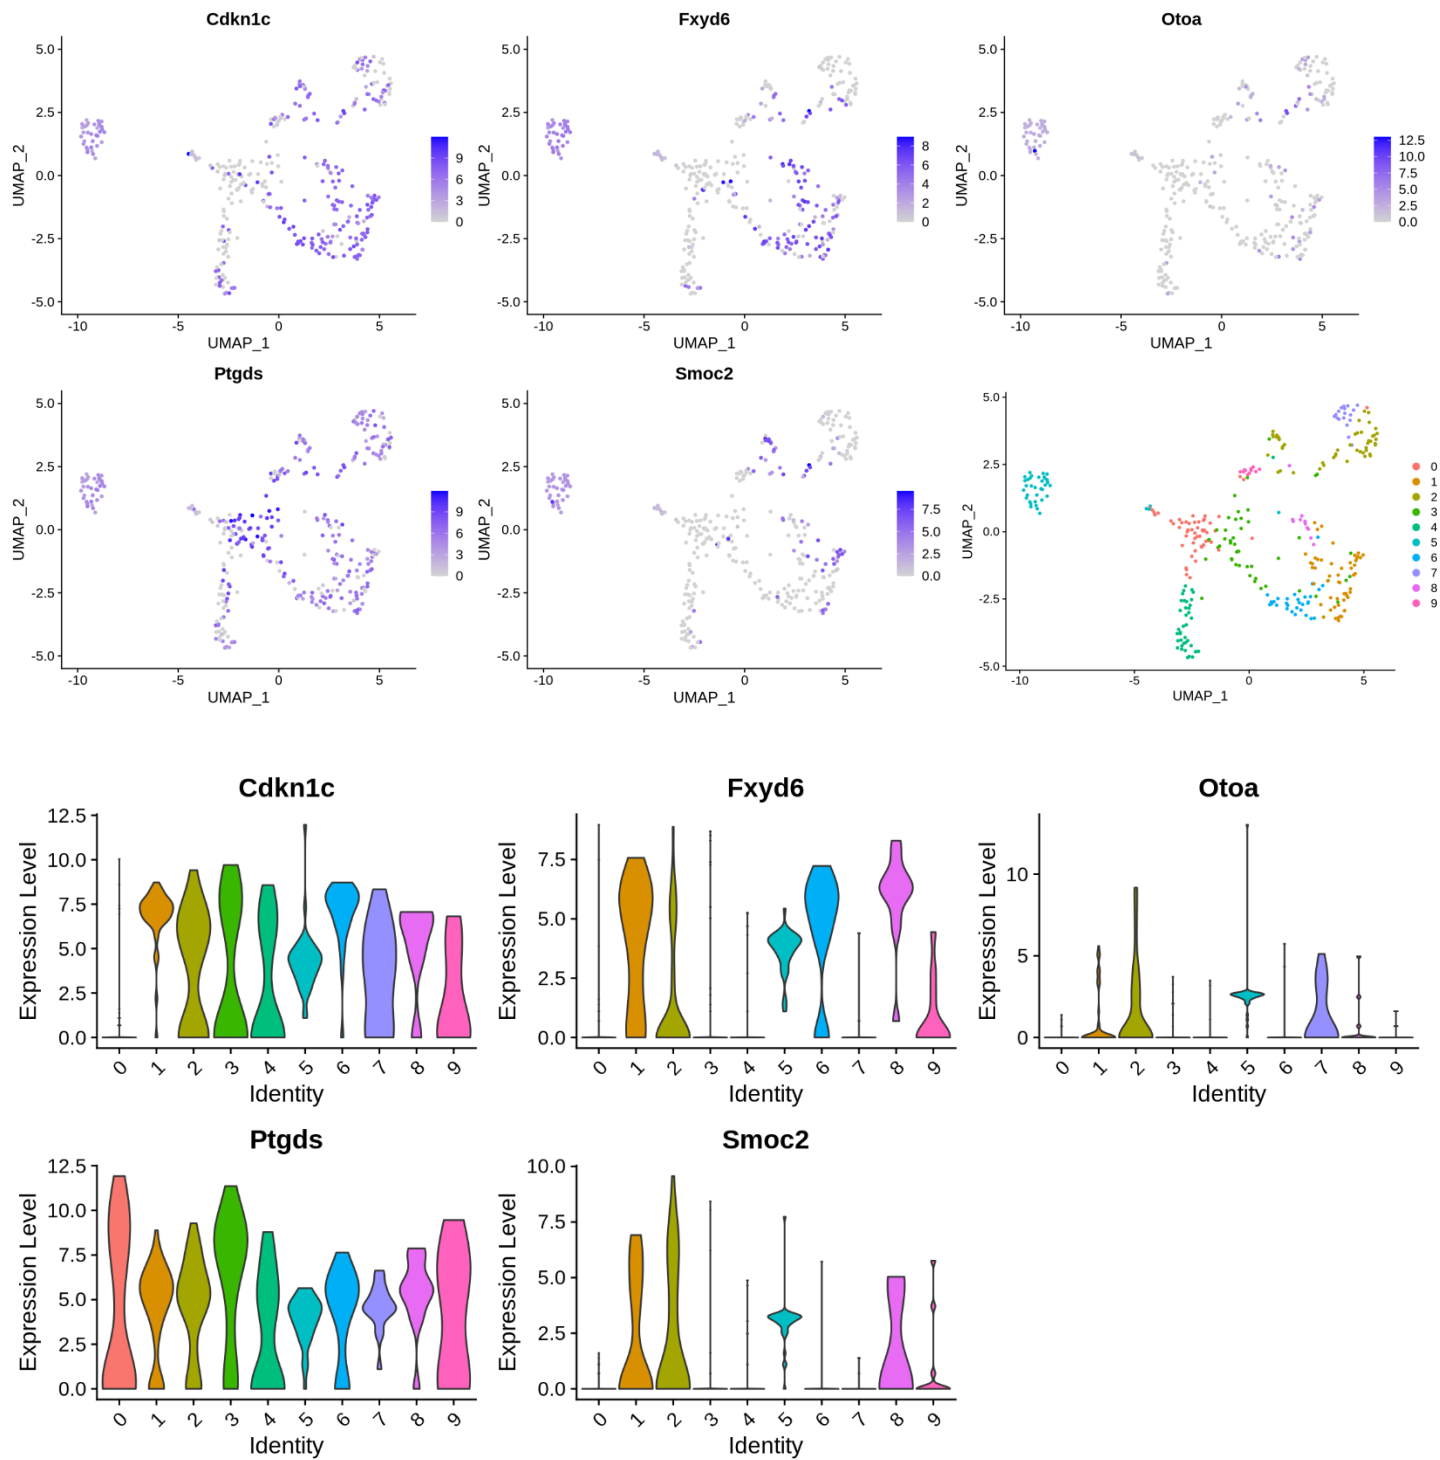

O

## Cells expressing Oc90

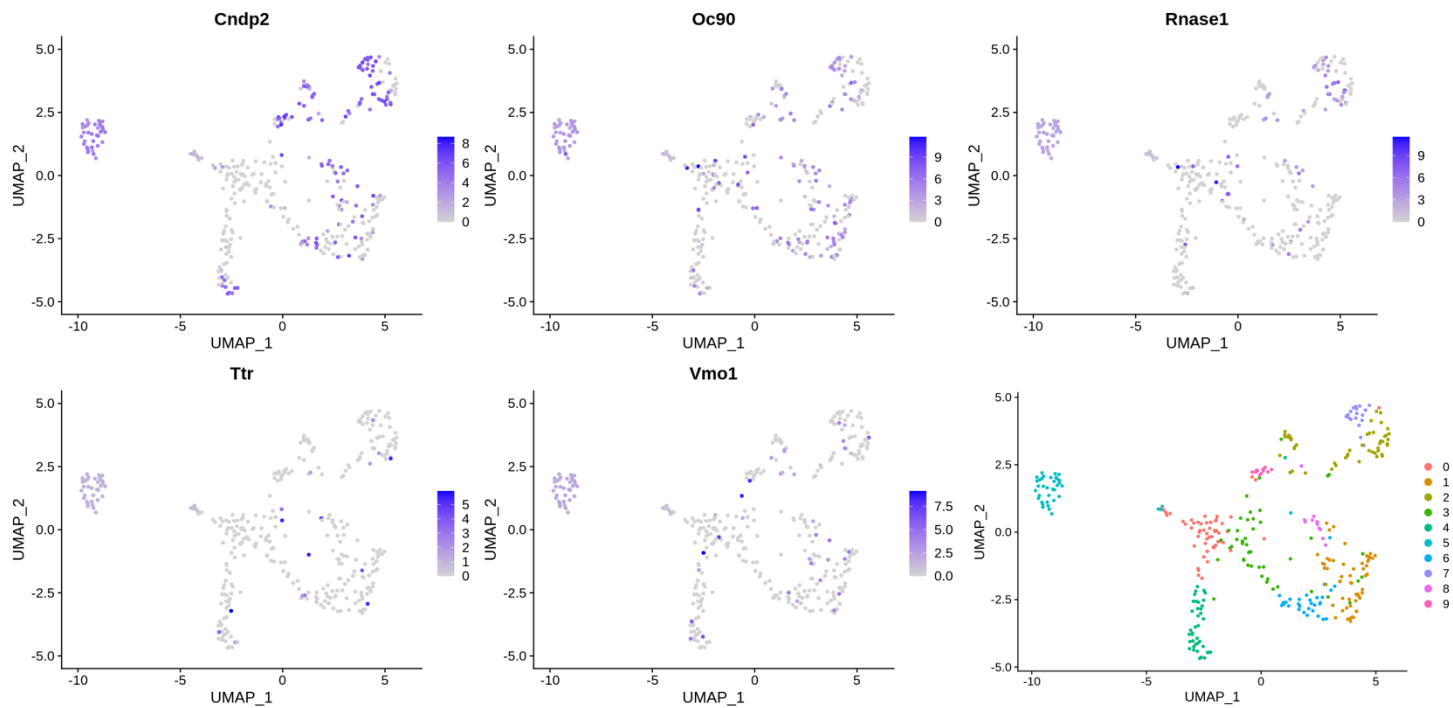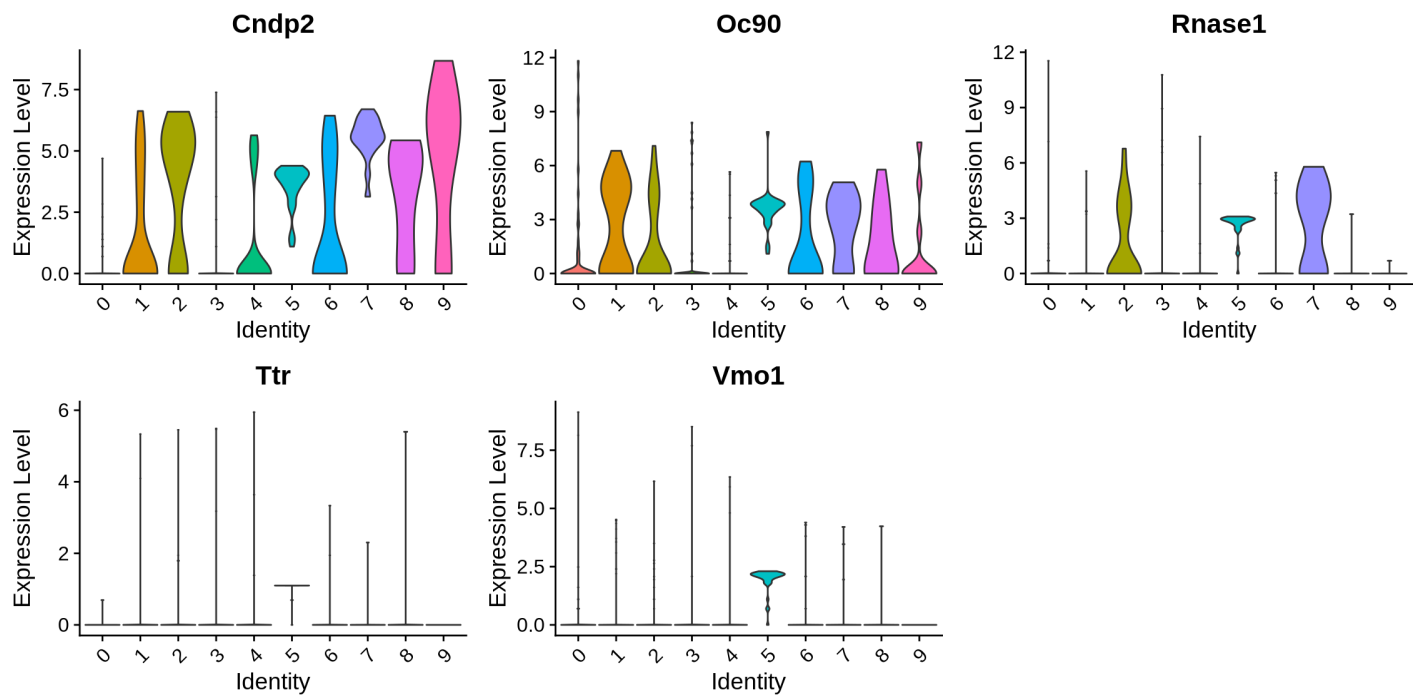

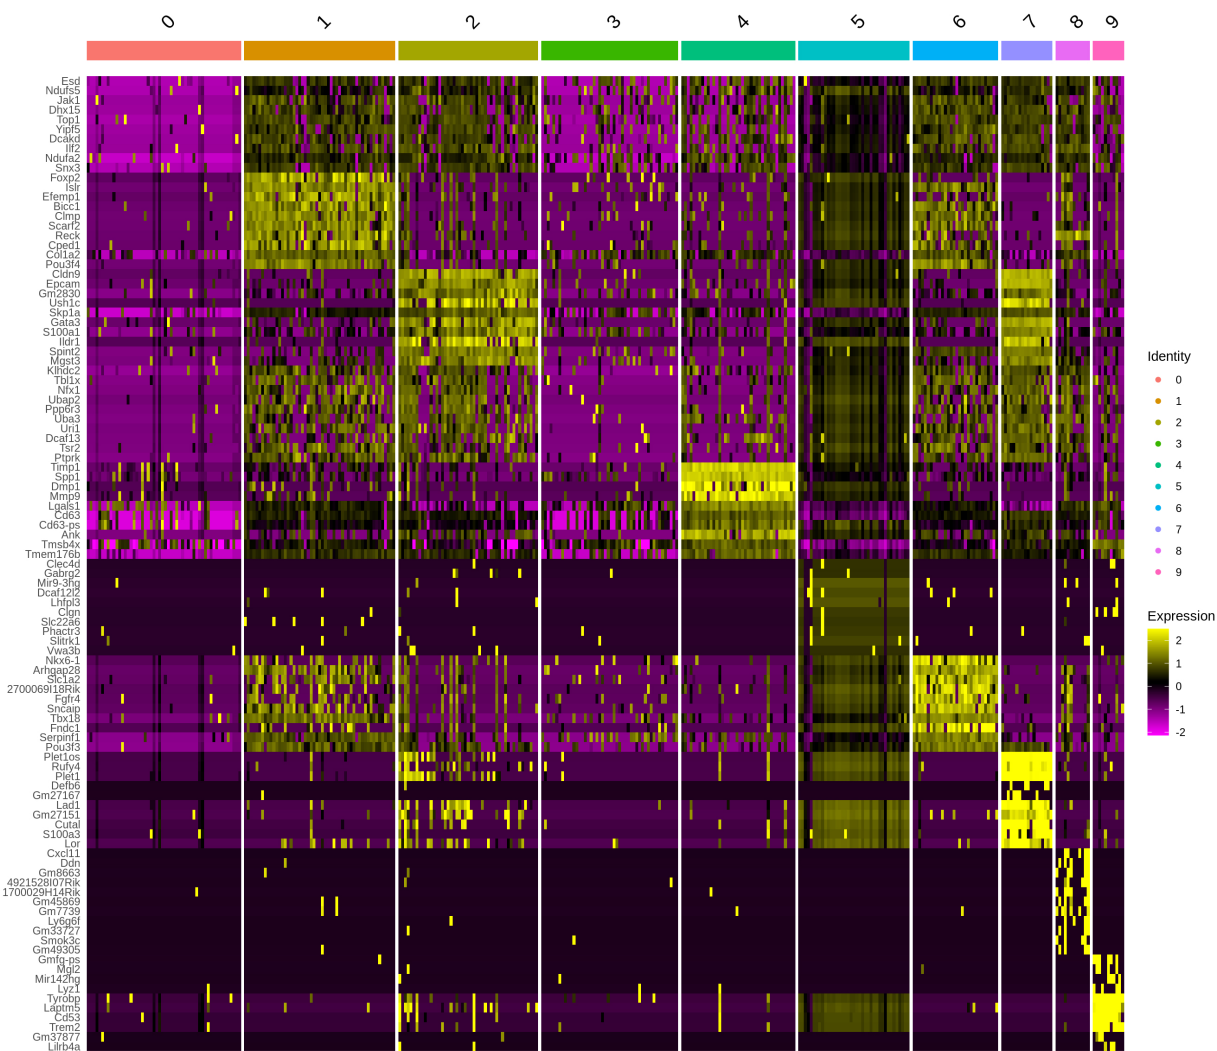

**Supplementary Figure 5. Heatmap depicting the top 10 genes expressed by 10 different clusters of cochlear SCs.**

Clusters S4 and S7 are composed of CA-ERBB2 cells only. Cells from each cluster are arrayed along the horizontal axis and genes are arrayed along vertical axis. Clusters are distinguished by the color bars.

## Cluster S1

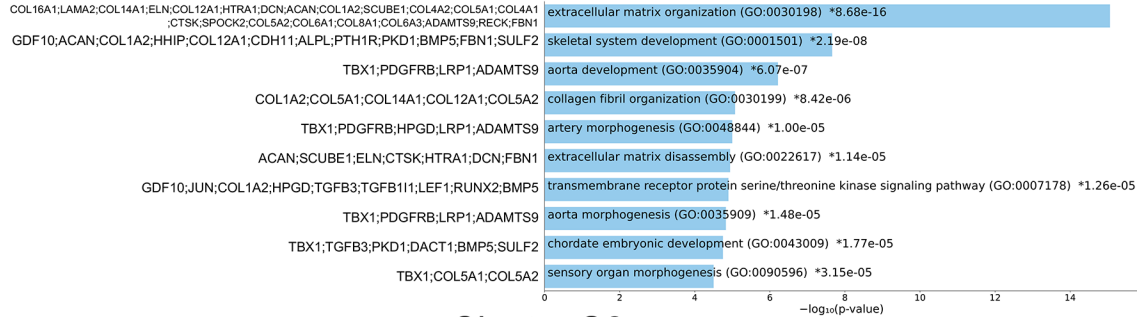

## Cluster S2

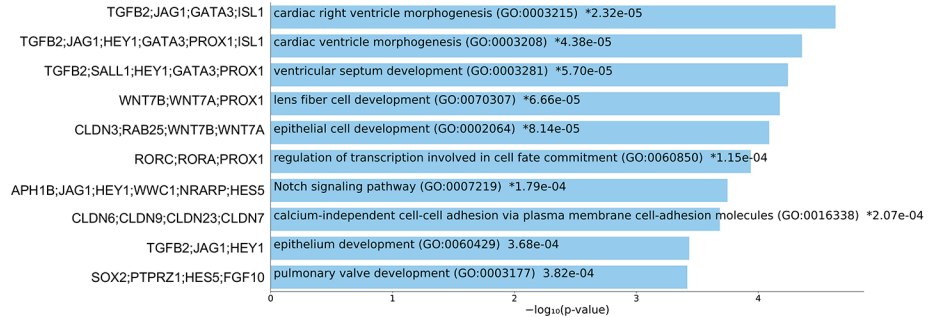

## Cluster S6

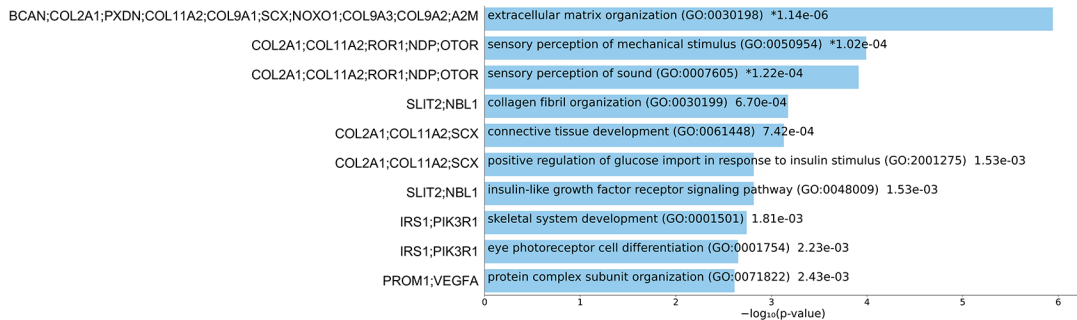

## Cluster S8

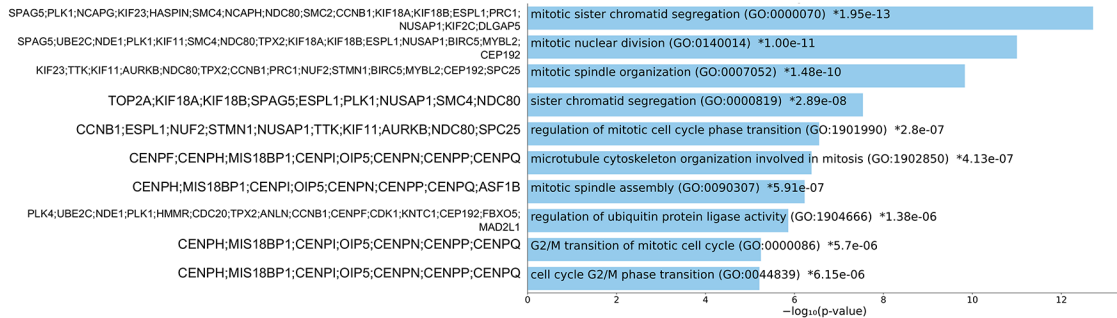

## Cluster S9

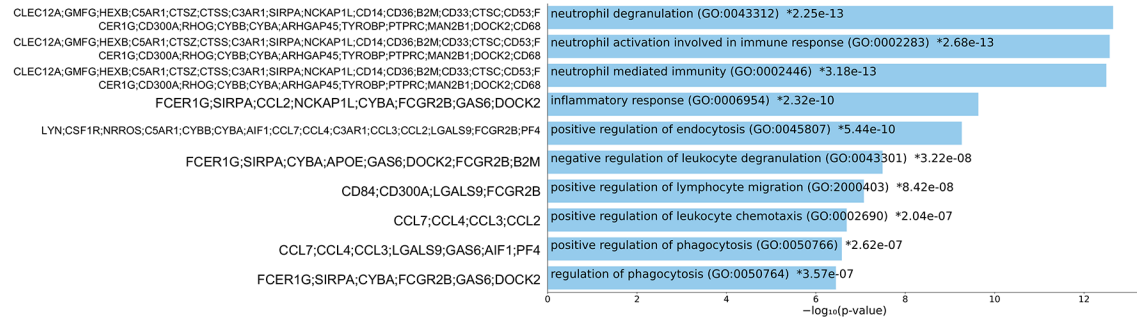

**Figure S6. Top 10 significantly enriched Gene Ontology (GO) terms in different clusters.** For each cluster, bar chart shows the top 10 enriched GO terms of biological process along with corresponding p-values ( $< 0.05$ ). An asterisk (\*) next to a p-value indicates the term also has a significant q-value ( $< 0.05$ ). The y-axis represents biological process, and the horizontal axis represents the number of genes, which are listed on the left side of the graph. Complete list of terms for each cluster is provided in [Supplementary Data 4](#).

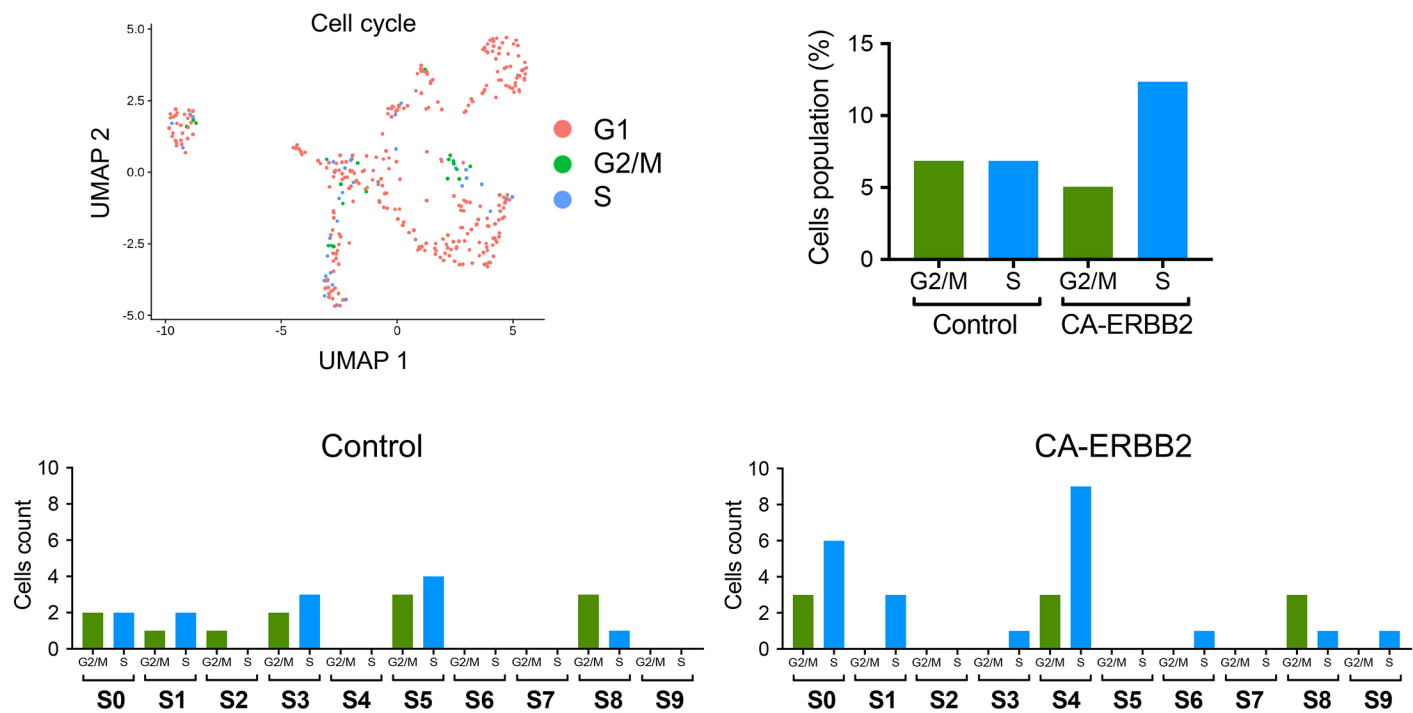

**Figure S7. Cell cycle analysis.** Top left, UMAP plot showing distribution of cells with markers identifying cell cycle phases G1, G2/M and S. Top right, bar chart showing proportion of Control cells and CA-ERBB2 cells in cell cycle phase G2/M and S. Bottom bar charts show distribution of Control cells and CA-ERBB2 cells in G2/M and S phase by cluster.

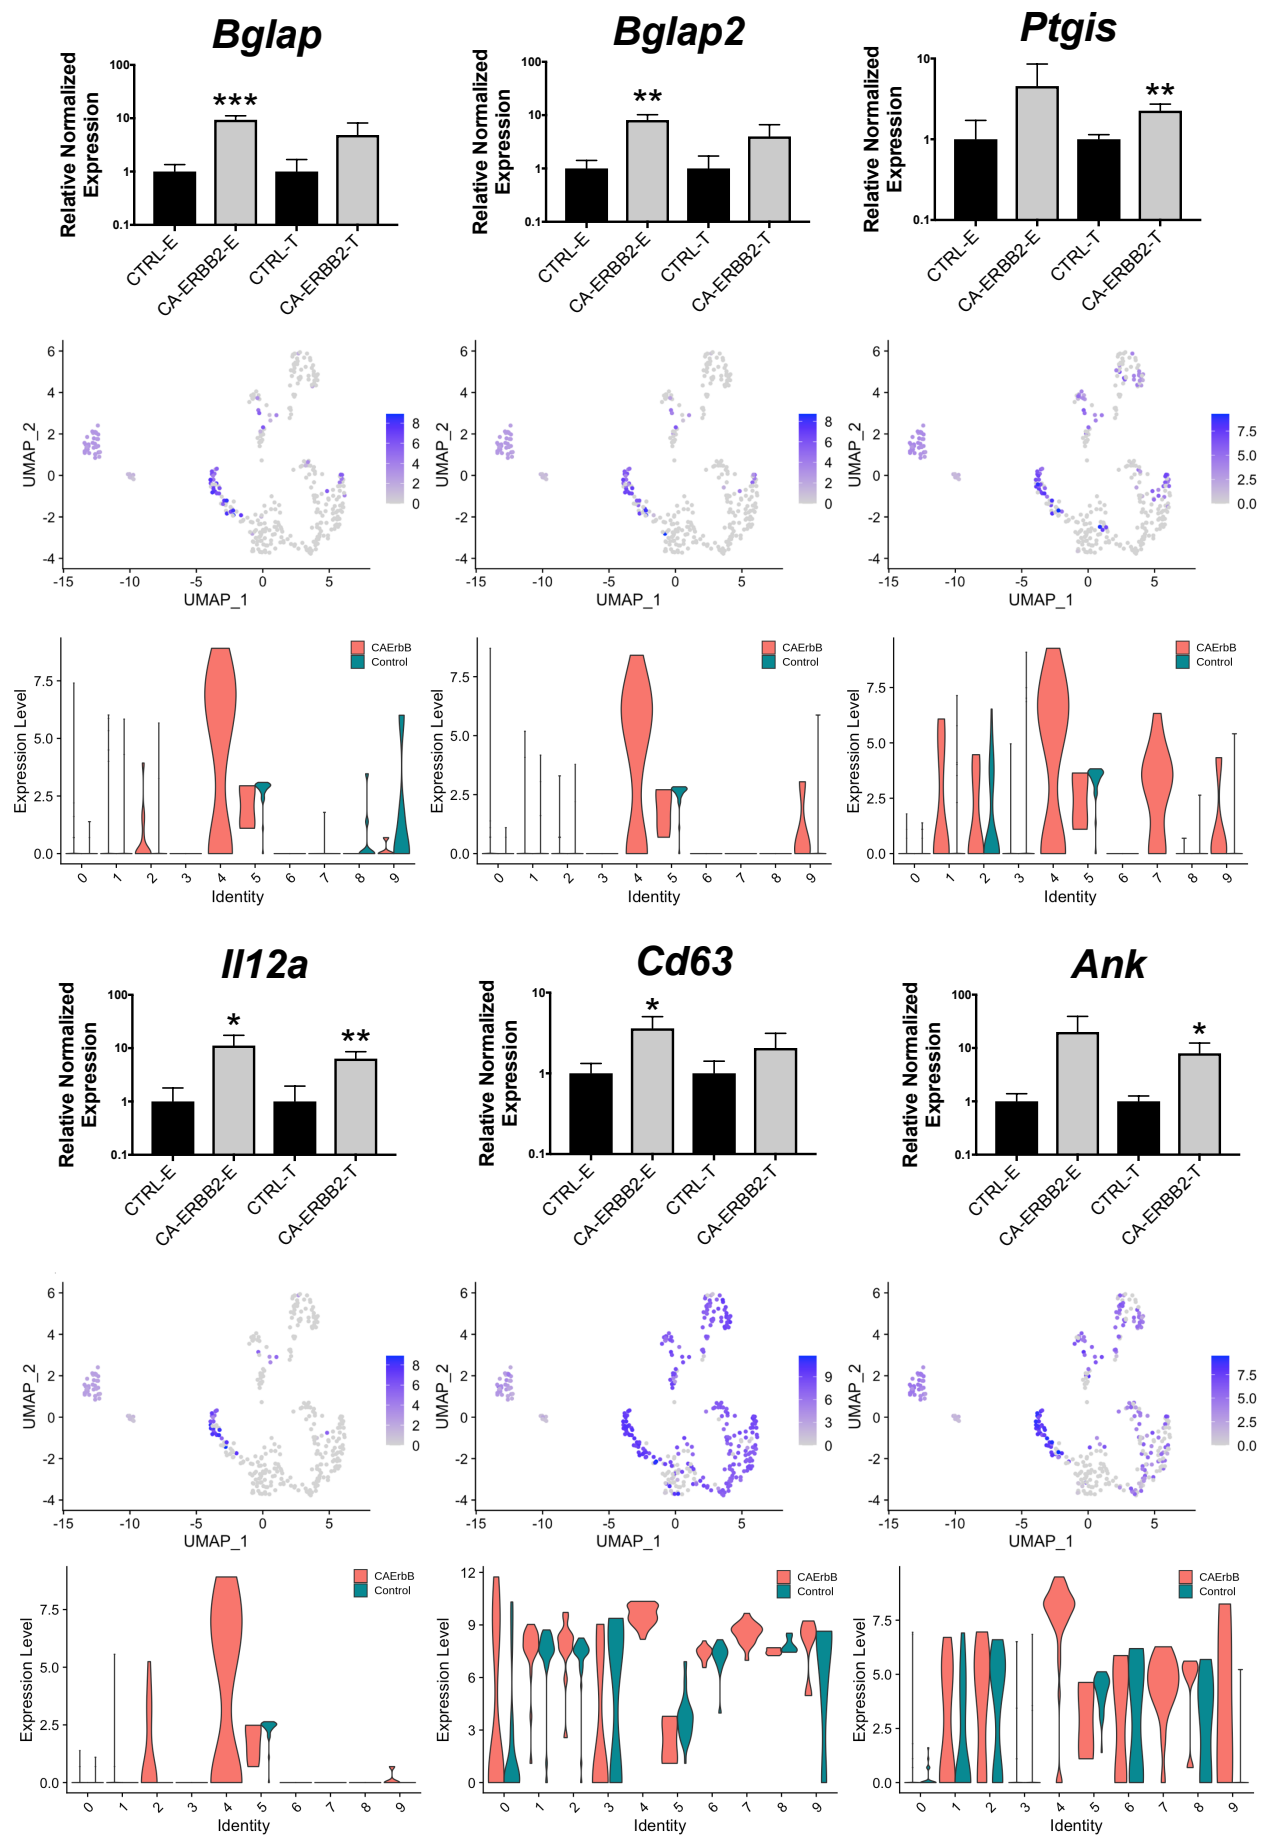

**Supplementary Figure 8. Additional validation of up-regulated genes.**

RT-qPCR was performed on GFP+ FACS-sorted cochlear cells from P3 pups. The level of gene expression in CA-ERBB2 sample is presented as  $\Delta\Delta C_t$  value ( $\pm$  SD) relative to Control (CTRL) normalized against the expression of the two reference genes, Eef1a1 (E) and Tubb4a (T) (n=3). Significance (\*p<0.05; \*\* p<0.01; \*\*\* p<0.001) was determined by unpaired t-test (one-tailed) analysis. Below, UMAP plots and split violin plots showing up-regulated expression of Bglap, Bglap2, Ptgis, Il12a, CD63 and Ank in cells with activated CA-ERBB2.

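In the single cells, *Bglap2* (chromosome 3 of GRCm38, 88377736 to 88378699) had 71.1 ± 65.2 CPM (SD, n = 3 plates) in CA-ERBB2 cells and 1.71 ± 2.30 CPM (SD, n = 3 plates) in Control cells, a log2 fold change of 5.38 (standard error 1.40). *Bglap* (chromosome 3, 88383501 to 88384464), a neighbouring copy with which it can share reads, rose by 4.93 on the log2 scale (standard error 1.39), with overlapping plates. *Ank* (chromosome 15, 27466677 to 27594909) had 670.3 ± 543.5 CPM (SD, n = 3 plates) and 34.5 ± 15.1 CPM (SD, n = 3 plates), a log2 fold change of 4.28 (standard error 0.829). *Ptgis* (chromosome 2, 167191805 to 167240604) rose by 2.05 on the log2 scale (standard error 1.11), with overlapping plates. With 1 plate left out, the log2 fold changes lay between 4.53 and 7.54 for *Bglap2* and 4.08 and 5.50 for *Bglap*. They lay between 3.57 and 4.77 for *Ank* and 0.844 and 3.57 for *Ptgis*. The adjusted p were 0.774 for *Bglap2*, 0.839 for *Bglap*, 0.611 for *Ank* and 0.911 for *Ptgis* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Il12a* (chromosome 3, 68690644 to 68698547) had 959, 28597 and 28241 counts on CA-ERBB2 plates 1, 2 and 3, in 29 cells, and 0 counts in 177 Control cells. With 3 counts over the Control plates as the limit, the counts of *Il12a* were at least 17400-fold higher in CA-ERBB2 cells, a bound that covers the counting of reads only. Its adjusted p was 0.283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0256 without CA-ERBB2 plate 1. Over all alternatives its adjusted p lay between 1.44e-19 (DESeq2) and 1 (limma with every cell weighted equally).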

# Supplementary material for: Single cell RNA sequencing analysis of mouse cochlear supporting cell transcriptomes with activated ERBB2 receptor indicates a cell-specific response that promotes CD44 activation
**Source:** Front Cell Neurosci. 2023 Jan 6;16:1096872. doi: 10.3389/fncel.2022.1096872
**Supplement:** Supplementary file 2

**Supplementary Table 1.**  **Cell-type specific markers.**

Gene markers were selected based on (Kolla et al, 2020).

| DC1/2 | Deiter Cells from rows 1 and 2 | Hes5, Pdzk1ip1, Ppp1r2, S100a1, Serpine2 |
| --- | --- | --- |
| DC3 | Deiter Cells from row 3 | Hes5, Igfpl1, Lfng, Prss23, S100a1 |
| Hensen | Hensen Cells | Egfl6, Fam159b, Fst, Nupr1, Pmch |
| IHC | Inner Hair Cells | Ccer2, Pcp4, Cib2, Pvalb, Acbd7 |
| IPC | Inner Pillar Cells | Cryab, Emid1, Igfbpl1, Npy, S100b |
| IPhC | Inner Phalangeal Cells | Anxa5, Fabp7, Gjb2, Matn4, Prss23 |
| IS | Inner Sulcus Cells | Igf1, Matn1, Meg3, Rgcc, Rm4sf1 |
| IdC | Interdental Cells | Cdkn1c, Fxyd6, Otoa, Ptgds, Smoc2 |
| LGER1* | Lateral Greater Epithelial Ridge Cells, group 1 | Dcn, Ddost, Pdia6, Rcn3, Sdf2l1 |
| LGER2* | Lateral Greater Epithelial Ridge Cells, group 2 | Cpxm2, Ctgf, Fkbp9, Kazald1, Tectb |
| LGER3* | Lateral Greater Epithelial Ridge Cells, group 3 | Cst3, Gjb6, Net1, Tectb, Tsen15 |
| MGER | Medial Greater Epithelial Ridge Cells | Calb1, Crabp1, Epyc, Itm2a, Stmn2 |
| OHC | Outer Hair Cells | Insm1 |
| OPC | Outer Pillar Cells | Fam159b, Ppp1r2, S100b, Serpine2, Smagp |
| OS | Outer Sulcus Cells | Apoe, Bmp4, Fbln2, Fst, Npnt |
| Oc90 | Cells expressing Oc90 | Cndp2, Oc90, Rnase1, Ttr, Vmo1 |

# Supplementary material for: Single cell RNA sequencing analysis of mouse cochlear supporting cell transcriptomes with activated ERBB2 receptor indicates a cell-specific response that promotes CD44 activation
**Source:** Front Cell Neurosci. 2023 Jan 6;16:1096872. doi: 10.3389/fncel.2022.1096872
**Supplement:** Supplementary file 3

**Table S2. Oligonucleotides used in genotyping and RT-qPCR analysis.**

| gene | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| ***Genotyping*** | | |
| *CA-Erbb2* | AGCAGAGCTCGTTTAGTG | GGAGGCGGCGACATTGTC |
| *Fgfr3-iCre* | GAGGGACTACCTCCTGTACC | TGCCCAGAGTCATCCTTGGC |
| *Control* | CAAATGTTGCTTGTCTGGTG | GTCAGTCGAGTGCACAGTTT |
| ***RT-qPCR*** | | |
| *Tubb4a* | TGGACTCTGTTCGCTCAGGT | TGCCTCCTTCCGTACCACAT |
| *Eef1a1* | CAACATCGTCGTAATCGGACA | GTCTAAGACCCAGGCGTACTT |
| *Spp1* | GCTTGGCTTATGGACTGAGGTC | CCTTAGACTCACCGCTCTTCATG |
| *Dmp1* | CACGGACAGCAGTGAATCTGG | GCCGGTCCCCGTACTCTTA |
| *Mmp9* | GCTGACTACGATAAGGACGGCA | TAGTGGTGCAGGCAGAGTAGGA |
| *Timp1* | TCTTGGTTCCCTGGCGTACTCT | GTGAGTGTCACTCTCCAGTTTGC |
| *Bglap* | GCAATAAGGTAGTGAACAGACTCC | CCATAGATGCGTTTGTAGGCGG |
| *Bglap2* | GCAATAAGGTAGTGAACAGACTCC | GCGTTTGTAGGCGGTCTTCAAG |
| *Ptgis* | GGAGACAGGTCTCCTTGAGTTC | AACATCCGCTGAGTGGACACGA |
| *Il12a* | ACGAGAGTTGCCTGGCTACTAG | CCTCATAGATGCTACCAAGGCAC |
| *Cd63* | GGAATCCACTATCCATACCCAGG | CTCTTCACCAGACAGCAGGAGA |
| *Ank* | CGTGGACTCATGCTGGCATTCT | GTTCTCGGCATTCCAGGTGACT |

How the deposited data were processed for this re-analysis (not part of the article)

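Single cells were sorted by fluorescence from the cochleae of P3 pups with CA-ERBB2 and of Control pups, and their cDNA libraries were prepared with SMART-Seq Single PLUS. The 354 wells comprised 177 per genotype, on 3 plates of 59 wells each. The number in each sample's name was taken as the plate, and each plate as 1 of the 3 FACS experiments, so that the plate was the replicate and the cells of a plate were not.

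The authors trimmed the reads, mapped them to GRCm38 with the Gencode M25 annotation using STAR, and counted them by strand on the exons of each gene with featureCounts. The values they deposited are whole-number counts per gene and cell without normalization, for 55367 genes, of which 39201 had at least 1 count. The paper's text does not name the normalization used for its clusters and tests. Coordinates of genes were taken from Gencode M21, an earlier release on the same build, in which 153 of the 154 names of genes given in the text were found. *Fam159b* and *Ctgf* were matched to *Shisal2b* and *Ccn2* through the synonyms of RefSeq.

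The median total count was 2866362 per cell, with a range from 1443 to 5178221. No cell was left out of the values given at the paper's statements, since the paper names sample filtering in Seurat without giving its criteria. Counts were summed per plate and tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr and the quasi-likelihood test on 3 plates against 3. The TMM factors lay between 0.688 and 1.325. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in either direction. Genes with 0 counts in a genotype are given as a lower bound from 3 counts over its plates, and genes with 1 to 3 counts as a ratio with an exact Poisson interval. These bounds and intervals cover the counting of reads only, and not the sampling of cells or plates. Shares of cells, plate medians, cluster shares and phase shares were compared with two-sided exact permutation tests of the plates. Detection meant at least 1 count. For comparisons of detection, network genes and phases between genotypes, each cell was also thinned to 100000 counts, which left out 2 CA-ERBB2 and 33 Control cells. Intervals of shares are exact binomial intervals at 95%, and a share of 0 is given with the limit of 3 cells.

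Clustering used Seurat 5.3.0 with LogNormalize and a scale factor of 1000000, 2000 variable genes, 30 principal components and Louvain clustering at resolutions of 0.2 and 0.6. Clusters were also computed without the 1106 genes at an unadjusted p under 0.05 between genotypes, because genes that differ can themselves separate the genotypes. These genes were chosen by genotype on the same cells, so a more even cluster without them is no evidence against a population. Phases came from CellCycleScoring with the gene lists of the package. Markers of cell types were taken from Supplementary Table 1, and not all of them were counted by cluster. Lists of genes of bone-forming cells (12 genes), of macrophages and osteoclasts (12 genes) and of epithelial cells (6 genes) were written down before their counts were looked up.

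The tests, the 9 genes of extracellular matrix organization, the 4 network genes, the markers and most alternatives were chosen before the data were examined. The genes named are those the paper's results and figures of the single-cell data name, and the genes with the largest changes among those called, up to 5 in each direction, with every CA-ERBB2 plate on the same side of every Control plate. The alternatives chosen beforehand were DESeq2 1.42.0, no filter on low counts, the plate number as a block, a filter on cells (at least 100000 counts and under 20% mitochondrial counts), every cell weighted equally in limma 3.58.1, each plate left out in turn, other fold change thresholds, the Wilcoxon rank-sum test across cells, other levels for the network genes and for detection, and other settings of the clustering. Alternatives with SCTransform (sctransform 0.4.2, its first version at default settings) and without wells A12 to D12 were added after seeing the data.

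The edgeR step was tested on data simulated from each gene's mean and dispersion and the plates' totals, with 200 changed genes. After the filter on low counts 20460 genes were tested, and changed genes that the filter removed are not in the shares recovered. Of the changed genes tested, edgeR recovered 14.7% of those changed 8-fold and 58.9% of those changed 64-fold. There were 4 unchanged genes among 71 called, and 0 genes were called when none was changed. Simulated tests across cells recovered 100% of the changed genes among 200 genes. The doublet rate was not estimated. RT-qPCR, immunostaining, GO enrichment and STRING were not analysed here. Supplementary Table 3 was used with 925 genes and Supplementary Table 4 with the first 1995 genes, the remainder of which was not used, so no overlap with these lists was tested.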

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

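The tests of *Serpinb2* for depth, for 1 cell holding most counts, for the top cell of each plate, for related genes, for wells A12 to D12 and for other splits of the plates were chosen only after its counts had been seen, while that of 1 cell per plate deciding the call was set in advance.

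*Serpinb2* (chromosome 1 of GRCm38, 107511423 to 107535478) gave a signal in a gene that the paper lists in Supplementary Table 4 but does not discuss. It had 20533, 9143 and 31817 counts on CA-ERBB2 plates 1, 2 and 3, in 3, 3 and 12 cells, and 1 count in the Control plates. Relative to total counts, *Serpinb2* was 55480-fold higher in CA-ERBB2 cells, with an exact 95% counting interval from 9958 to 2191000. The adjusted p was 0.00614 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 CA-ERBB2 plates were above all 3 Control plates. The adjusted p was 0.0856 without Control plate 1, 0.0660 without Control plate 3, and 0.117 with every cell weighted equally in limma. Over all alternatives it lay between 4.51e-24 (DESeq2) and 0.117. Of the 18 CA-ERBB2 cells with *Serpinb2*, 16 had *Spp1*, *Timp1*, *Mmp9* and *Dmp1* all at 100 CPM or more.

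Several technical explanations were weighed. A difference in depth does not account for the signal, because the Control plates held 90.2% of the total counts of the CA-ERBB2 plates, and at the CA-ERBB2 rate 55480 counts would be predicted in them. Whether 1 cell per plate decides the call was to be read from its loss either without wells A12 to D12 or with every cell weighted equally. By that condition the explanation was met, since the adjusted p was 0.117 with equal weights in limma. It was 0.0496 without these wells from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and limma with equal weights called 0 genes in all, with 616 at an unadjusted p under 0.05. As the 2 settings of the test disagree, a call decided by few cells cannot be told apart from one carried by many. The counts themselves argue against a single cell as their only source. The top cell held 17.5% of the CA-ERBB2 counts, and 16.5% lay in wells A12 to D12. These wells, which may hold more than 1 cell, made up 6 of the 18 CA-ERBB2 cells with *Serpinb2*. On CA-ERBB2 plates 1, 2 and 3 the top cell held 52.3%, 63.2% and 30.4%, and without it at least 3367 counts remained on each plate. Reads shared with related genes are argued against by the other 7 *Serpinb* genes tested, of which 0 were called and whose log2 fold changes had a median of -0.30 and a range from -2.89 to 0.16.

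Among the 10 splits of the 6 plates into 3 and 3, 1 gave as many called genes, the real one, and the other 9 gave 0. With so few splits the share cannot be under 0.1, so chance cannot be excluded. An effect of CA-ERBB2 in the cells with the network genes stays open as a hypothesis, and so do cells of another type among the sorted cells.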

How the results depend on the processing

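The alternatives with SCTransform and without wells A12 to D12 were chosen only after the results were seen. Where a value changed, the cause was not tested unless it is named.

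The number of DEGs, 1 with edgeR on plate sums, was 233 with DESeq2 and 285 without the filter on low counts, where 39201 instead of 21416 genes were tested and the median log2 fold change moved to 0.13. It was 0 with every cell weighted equally. With cells as replicates, the Wilcoxon test gave 23 DEGs, and 8 with the filter on cells. On SCTransform-corrected counts, the Wilcoxon test gave 578 and the likelihood-ratio test 1579 DEGs, and 12 and 53 with the filter on cells. With 1 plate left out, the number lay between 0 and 2. It was 1 with the filter on cells, without wells A12 to D12, with a log2 fold change above 2, and with no minimum fold change.

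Of the 4 network genes, 0 were called over all genes in the other alternatives with plates as replicates, and 4 with DESeq2 and without the filter on low counts. Of the 9 genes of extracellular matrix organization, 0 were called over all genes, and 5 with each of these alternatives. Of the 153 genes named in the paper, 0 were called, against 22 with DESeq2 and 30 without the filter on low counts, and between 0 and 1 with 1 plate left out (*Il12a*, without CA-ERBB2 plate 1). Adjusted over the list alone, the 4 network genes were called in every alternative with plates as replicates, and between 6 and 9 of the extracellular matrix genes.

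The same plate numbers of both genotypes were checked for pairing. The deviations of plates with the same number from their genotype's mean correlated with r = 0.246, 0.0624 and 0.0393, and although the paper names littermates as Controls, no label ties a plate number to a litter or day, so the numbers were not taken as pairs. With the plate number as a block, the number of DEGs was 1, the network genes called over all genes were 0 and over the list alone 4, the extracellular matrix genes 0 and 9, and the named genes 0. The block changed the sign of *Col7a1* (-1.10), *Cd44* (0.15), *Thrsp* (-0.11), *Ffar4* (-1.78) and *Kcnj15* (-1.91).

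Log2 fold changes of genes near 0, or with most counts in few cells, changed sign elsewhere too. *Acbd7* was at 0.030 with DESeq2, 0.80 with every cell weighted equally and 0.065 without wells A12 to D12. *Shisal2b* was at -0.10 without these wells, and *Thrsp* at -3.26 with the filter on cells. With 1 plate left out, the values ranged from -1.40 to 6.47 for *Ky*, from -1.17 to 1.31 for *Col7a1*, from -0.48 to 0.66 for *Cd44*, from -0.45 to 0.67 for *Shisal2b*, from -1.92 to 0.98 for *Acbd7*, from -0.22 to 4.90 for *Paqr5*, from -2.33 to 3.25 for *Thrsp*, from -5.74 to 5.93 for *Ffar4* and from -3.81 to 2.11 for *Kcnj15*. One cell held 99.0% of the CA-ERBB2 counts of *Ffar4*, 96.3% of *Kcnj15*, 95.2% of *Thrsp* and 91.5% of *Paqr5*. Other genes whose alternatives were followed kept their direction in all those with plates as replicates, including *Erbb2* (2.48 to 3.53 with 1 plate left out), *Spp1* (6.77 to 8.18) and *Timp1* (6.70 to 7.91).

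The difference in the share of cells with *Spp1* detected, 44.1 percentage points, was 25.4 with at least 5 counts, 21.6 with cells thinned, and 24.9 with SCTransform-corrected counts. For *Lama3* and *Ky* the corrected counts gave -20.3 and -13.6 points. The share of CA-ERBB2 cells with all 4 network genes lay between 10.7% and 28.0% in all alternatives, above the share in Control cells in each.

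The number of clusters at a resolution of 0.2 was 5 with SCTransform. The highest share of CA-ERBB2 cells in a cluster at this resolution was 70.5% with a scale factor of 10000, and 100% with SCTransform, with or without the filter on cells. The highest share of Control cells was 48.6% with the filter on cells and 58.5% with SCTransform and this filter. At 0.6, the highest share of CA-ERBB2 cells was 64.2% without the genes at an unadjusted p under 0.05, and 67.2% with 3000 variable genes. It was 59.7% with the filter on cells, and 100% with SCTransform, with or without the filter. With 20 principal components it was 94.1%, with a scale factor of 10000 89.7%, and with SCTransform without the genes at an unadjusted p under 0.05 77.8%. The highest share of Control cells at 0.6 was 49.4% with the filter on cells and 58.5% with SCTransform and this filter. With 1 plate left out, the clusters found with all plates were kept and only the shares were computed again. The highest share of CA-ERBB2 cells then ranged from 45.4% to 76.7% at 0.2 and from 76.5% to 96.9% at 0.6. That of Control cells ranged from 61.5% to 91.1% at both.

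The difference in S phase calls lay between 11.0 and 17.9 percentage points, with more S phase calls in CA-ERBB2 cells in all alternatives. The difference in G2/M phase calls, -4.52 points, was 2.82 without Control plate 2. For counts, genes and mitochondrial counts per cell, the smallest p was 0.2 over the alternatives with all plates (exact permutation test, 3 plates each), for mitochondrial counts with the filter on cells.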

Differences from the paper's values

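The paper's tests took cells as replicates, and the values given here take plates as replicates unless stated otherwise. Alternatives set before the data were examined are meant where alternatives are counted. Values are taken to differ when one is over 1.5 times the other and they lie apart by more than the SD between plates, and log2 fold changes when they lie apart by more than the standard error. A value within this limit can still lie apart from the paper's.

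The paper states about 300 cells per genotype, and 177 per genotype were analysed here. Of the shares of cells of the 925 and 1995 genes used from its Supplementary Tables 3 and 4, 100% are multiples of 1 in 177 to the decimals given, as 177 cells per genotype would give. The paper states an average of 10 M (1 M = 1e6) reads per cell, and the median here was 2.87 M counts on genes. No alternative applied to these values. At a resolution of 0.2 the paper reports at least 5 clusters, and 3 were found here. A scale factor of 10000 gave 4 clusters, within the limit but still fewer than the paper's, and the other 10 alternatives lay outside it, while SCTransform, chosen after seeing the values, gave 5. At 0.6 the paper reports 10 clusters and 2 of CA-ERBB2 cells only, and 5 and 0 were found here, with a difference in each of 11 alternatives. At both resolutions, the alternatives with 1 plate left out kept the clusters found with all plates. They were not clustered again, so they do not test the number of clusters. SCTransform, chosen after seeing the values, gave 1 cluster of CA-ERBB2 cells only.

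The paper reports 584 DEGs from the Wilcoxon test (68 up-regulated and 516 down-regulated), and 1 (1 and 0) was found here. It reports 1556 DEGs from the likelihood-ratio test (1049 and 507), against the same 1 (1 and 0). All alternatives left both differences. SCTransform-corrected counts, chosen after seeing the values, gave 578 DEGs (62 and 516) with the Wilcoxon test across cells and 1579 (1062 and 517) with the likelihood-ratio test across cells. The paper gives almost 90% and about 64% of these DEGs as found in less than 10% of CA-ERBB2 cells, against 0% for the 1 gene here. Without the filter on low counts the share was 67.4%, within the limit of both, although well below 90%. With DESeq2 it was 59.2%, within the limit of 64% only. The other alternatives lay outside both. SCTransform-corrected counts, chosen after seeing the values, gave 87.7% and 64.7%.

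The paper reports *Spp1* in 55.4% of Control cells, and 35.0% was found here. The values with the filter on cells (41.0%), without Control plate 2 (38.1%) and without Control plate 3 (39.0%) were within the limit but still lower than the paper's, and the other 6 alternatives lay outside it. The paper reports *Lama3* in 3.4% of CA-ERBB2 and 23.2% of Control cells, against 1.13% and 5.08% here, and all 9 alternatives left the difference. It reports *Ky* in 21.5% of Control cells, against 1.69% here, with a difference in all 9 alternatives. SCTransform-corrected counts, chosen after seeing the values, gave 55.4% for *Spp1*, 2.82% and 23.2% for *Lama3*, and 20.9% for *Ky*. The paper's fold change of *Ky* is 3530, and 7.05 was found here, with a range from 0.380 to 88.4 over the alternatives, all of which left the difference. With SCTransform-corrected counts, chosen after seeing the values, the fold was 4255.

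In Supplementary Fig. 7, read by eye, the paper's S phase share is about 12% in CA-ERBB2 cells, and it was 25.4% here, with a difference in all 5 alternatives. In Control cells it is about 6.9% in Supplementary Fig. 7, read by eye, and 11.9% here, and was within the limit with cells thinned (9.72%), with the filter on cells (7.19%) and without Control plate 3 (10.2%), but not in the other 2 alternatives. The paper's G2/M share in CA-ERBB2 cells is about 5% in Supplementary Fig. 7, read by eye, and 14.7% here, with a difference in all 5 alternatives.

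The paper's log2 fold changes in its Supplementary Tables 3 and 4 differed for 6 genes. For *Lama3* the paper gives -13.96. The fitted value here was -9.50, which depends on the prior count since CA-ERBB2 cells had 3 counts, and the counts gave a 671-fold ratio (interval 229 to 3258). The difference stayed in all 11 alternatives. SCTransform-corrected counts, chosen after seeing the values, gave -14.68. For *Hapln1* the paper gives 3.10 and 4.75 was found here, and the values with every cell weighted equally (3.39) and without CA-ERBB2 plate 3 (2.95) were within the limit, those of the other 9 alternatives not. For *Serpinb2* the paper gives 7.11, and the fitted value here was 15.81, which depends on the prior count against 1 Control count. The value with every cell weighted equally, 6.53, was within the limit, those of the other 10 alternatives not. For *Kcnj15* the paper gives 5.39 and 1.503 was found here, with a difference in all 11 alternatives. For *Wnt10a* the paper gives 2.69 and for *Il12a* 6.40, against lower bounds of 9.03 and 14.09 on the log2 scale here. These bounds cover the counting of reads only. SCTransform-corrected counts, chosen after seeing the values, gave 2.68 and 6.32.

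The paper states that *Fam159b* and *Acbd7* were not detected. They had counts in 36 and 29 CA-ERBB2 cells and in 20 and 25 Control cells. The paper describes a second cluster of mostly Control cells within C2, and 1 cluster over 80% Control cells was found here at 0.6. The paper names *Spp1*, *Timp1*, *Dmp1*, *Mmp9*, *Cd63* and *Tmsb4x* as DEGs, and edgeR on plate sums called 0 of them over all genes, with 1106 genes at an unadjusted p under 0.05. DESeq2 and edgeR without the filter on low counts called the first 4, the latter also called *Cd63*, and the Wilcoxon test across cells called all 6. The paper also names *Hpx* as differentially expressed, and its adjusted p here was 0.975 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper describes almost no *Mmp9* in Control cells outside clusters S5 and S9, and it was detected in 22 Control cells here.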

Other observations

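The tests chosen only after the result was seen are those of SCTransform-corrected counts and of another read counting for the shares, of the number of such genes called across cells, of the Control cluster, of sequencing depth, edge position and the comparison by plate for wells A12 to D12, of depth and induction for CA-ERBB2 plate 1, of reads carried over between libraries (evenly or not), and of depth for S phase calls. The alternatives with SCTransform and without wells A12 to D12 were also chosen after seeing the data.

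The number of genes called between the genotypes was compared over the 10 splits of the 6 plates into 3 and 3. Only 1 split, the real one, called as many genes, and the others called 0. A design with 10 splits cannot give a share under 0.1, so chance cannot be excluded.

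The shares of Control cells with a detected gene in the paper's Supplementary Tables 3 and 4 lie above the shares in the counts. Over the 925 genes of Table S3, the paper's shares differed from those in the counts by a mean of 18.9 percentage points in Control cells and 1.98 in CA-ERBB2 cells. They differed from shares taken after SCTransform by 0.406 and 0.159 points. Another read counting that finds more genes in every well is argued against, because the tables add a median of 33 Control cells per gene and 3 CA-ERBB2 cells. Detection taken from depth-corrected counts, in which shallow wells gain most genes, may therefore explain these shares. In the 33 Control cells under 100000 counts, a median of 20931 genes gained a corrected count. No biological explanation was tested.

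Of the genes called up-regulated by the likelihood-ratio test across cells after SCTransform, 1046 had a corrected count in fewer CA-ERBB2 than Control cells, and 150 had a deposited count in fewer. With the shallow wells left out before the correction the number by corrected counts was 12, so the correction of these wells may explain most of them. As a share of the up-regulated genes it was 24.5%, between the 10% and 50% set in advance as bounds, so that for the remaining genes the cause cannot be told apart. A difference between the genotypes stays open for these genes.

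Of the 40 cells in the SCTransform cluster of mostly Control cells, 87.5% were under 100000 counts, and no cluster was over 58.5% Control cells once such wells were left out. Few counts per well may therefore be what separates this cluster. In the log-normalized clustering, 66.7% of the 51 cells of the corresponding cluster were under 100000 counts. Why 33 Control wells and 2 CA-ERBB2 wells had so few counts was not tested, and the state of the cells or libraries stays open.

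Wells A12 to D12 had more genes detected than the other wells of each plate, by a median of 6.42 times, and 23 of these 24 wells ranked among the first 6 of their plate. Deeper sequencing is argued against, since their total counts were 1.36 times those of the other wells. Wells of column 1 and row A had 1.47 times as many genes as inner wells, with ratios from 0.867 to 11.5 between plates, so an effect of the plate's edge cannot be told apart. More than 1 cell per well is a candidate explanation. For 17 of these wells, other wells with a number of genes within 20% existed, and 16 of the 17 were closer to the sum of their plate, with a median difference in Spearman correlation of 0.113 across genes. The 17 wells shared 10 matched wells, of which some served several times, so the plates were compared. The median difference was above 0 on 6 of 6 plates (exact permutation test of the signs, p = 0.0312). In 14 of the 17 comparisons the matched well had fewer genes, which favours this result, and in the other 3 wells A12 to D12 were closer too. The paper does not describe these wells separately, and no biological explanation was tested.

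Cells of both plates numbered 1 had more genes detected than cells of the other plates. After thinning to 100000 counts, the median was still at least 2.12 times that of plates 2 and 3 of the same genotype, which argues against sequencing depth as the cause. The quality of the cells or libraries of these plates, in both genotypes, stays open and was not tested.

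On CA-ERBB2 plate 1, 3 cells had all 4 network genes at 100 CPM or more, against 14 and 19 on plates 2 and 3. Lower depth is argued against by the median of 3264468 counts on that plate, against 2545256 and 2326640. A lack of induction is argued against by *Erbb2*, at 106 CPM on that plate and 46.0 and 120 CPM on CA-ERBB2 plates 2 and 3. It was 5.35-fold higher than on Control plate 1, which had the highest level of the Control plates (19.8 CPM). By plate number, which was not taken as a pairing, the folds were 14.2 and 9.69 for plates 2 and 3. The share of cells with *Erbb2* detected was 72.9% on CA-ERBB2 plate 1 and 64.4% on Control plate 1. In how many cells of CA-ERBB2 plate 1 the transgene was induced therefore stays open. A difference between the pups or experiments stays open and untested.

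Low levels of *Spp1* and *Timp1* in Control cells may come from reads carried over between libraries. Control counts were 0.835% of CA-ERBB2 counts for *Spp1*, 0.850% for *Timp1* and 0.934% for *Dmp1*, which lie within 1.12 times of each other. *Mmp9*, at 3.28%, was up to 3.93 times as high. The condition written for the test was ratios over 3 times apart, or few wells holding most counts. It was met, by *Mmp9* for the ratios and by single wells for the counts, and would have ruled carry-over out. It was not taken to do so, since the other ratios lie close together and 1 well excludes nothing for the rest. An even carry-over between all libraries is argued against by other genes. Of the 7018 genes with at least 10000 CA-ERBB2 counts, 9 had under 10% of the Control counts that the ratio of *Spp1* predicts. *Il12a* had 0 Control counts where 483 were predicted, and *Serpinb2* had 1 where 514 were predicted, although 82.8% and 83.8% of their CA-ERBB2 counts lay in the 36 cells with all 4 network genes. One well held 55.8% of the Control counts of *Spp1* and 42.1% of those of *Timp1*. Carry-over into single wells cannot be told apart from expression in these Control cells, since it was not followed well by well.

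The 36 CA-ERBB2 cells with all 4 network genes were compared with lists of genes of other cell types. Of 12 genes of bone-forming cells, 33.3% were detected in over 50% of the 36 cells, between the bounds set in advance, so bone-forming cells in the sort cannot be told apart from SCs that express such genes. Over this list, the median share was 50.0% of the 36 cells, 24.4% of the other CA-ERBB2 cells and 20.6% of Control cells. The most abundant genes of the list were *Sparc* (920.8 CPM at the median of the 36 cells), *Col1a2* (783 CPM) and *Col1a1* (393.8 CPM), which were also detected in 75.1%, 65.5% and 35.0% of Control cells. Mean levels went both ways. Levels lower in the 36 cells than in Control cells go against bone-forming cells. These were *Sparc* (1579 and 3857 CPM), *Col1a2* (1197 and 2232 CPM), *Alpl* (8.31 and 76.9 CPM), *Pdpn* (4.43 and 32.0 CPM) and *Runx2* (57.9 and 63.7 CPM). Higher levels go the other way. These were *Col1a1* (712 and 300 CPM), *Ibsp* (200 and 58.0 CPM), *Fap* (121 and 42.2 CPM), *Postn* (174 and 152 CPM), *Mepe* (113 and 0 CPM) and *Sp7* (118 and 17.4 CPM). *Sp7* was detected in 50.0% of the 36 cells and 11.3% of Control cells. Of 12 genes of macrophages and osteoclasts, 8.33% were detected in over 50% of the cells, which argues against these cells, with median shares of 16.7%, 8.86% and 9.62%. The gene over 50%, *Ctsk*, goes the other way. It was detected in 63.9% of the 36 cells and 29.9% of Control cells (means of 215.8 and 56.71 CPM). For 6 epithelial genes, the median shares were 20.8%, 27.4% and 24.0%. The mean level of each was lower in the 36 cells than in Control cells, as for *Cdh1* (18.9 and 107 CPM) and *Epcam* (172 and 258 CPM). All but 1 of the 30 listed genes, *Sost*, had counts in other CA-ERBB2 cells. An effect of CA-ERBB2 stays open as a hypothesis, and so does a difference between pups in which cells were sorted.

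The share of cells called S phase was higher on every CA-ERBB2 plate. After thinning, the lowest CA-ERBB2 plate (17.2%) was 6.1 percentage points above the highest Control plate (11.1%), which argues against depth as the cause. An effect of CA-ERBB2 or a difference between pups stays open, and cell division itself was not measured here.

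Most genes that lie opposite an abundant gene on the other strand had counts that follow it. Over 138 pairs of genes, counts per shared base were 103% of the abundant gene's counts per exon base in the median, with quartiles of 42.1% and 182%, and 110 pairs were at 30% or more. Another 10 pairs were under 5%, such as *Atp5o* and *Gm15976* with 315258 and 31 counts (Spearman rho 0.0278). The limits on pairs were set when the pairs were first looked at. The median Spearman correlation across cells was 0.839 within pairs and 0.42 with partners shuffled. For *Plet1* and *Plet1os* the counts were 66646 and 26274, and for *Gnas* and *Gm20721* 1267468 and 1266365. Libraries that do not keep the strand, counted by strand, are a candidate explanation for the counts that follow. The 10 pairs under 5% go against it and were not explained. No biological explanation was tested.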
